# Gene Expression Profiling in Slow-Type Calf *Soleus* Muscle of 30 Days Space-Flown Mice

**DOI:** 10.1371/journal.pone.0169314

**Published:** 2017-01-11

**Authors:** Guido Gambara, Michele Salanova, Stefano Ciciliot, Sandra Furlan, Martina Gutsmann, Gudrun Schiffl, Ute Ungethuem, Pompeo Volpe, Hanns-Christian Gunga, Dieter Blottner

## Abstract

Microgravity exposure as well as chronic disuse are two main causes of skeletal muscle atrophy in animals and humans. The antigravity calf *soleus* is a reference postural muscle to investigate the mechanism of disuse-induced maladaptation and plasticity of human and rodent (rats or mice) skeletal musculature. Here, we report microgravity-induced global gene expression changes in space-flown mouse skeletal muscle and the identification of yet unknown disuse susceptible transcripts found in *soleus* (a mainly slow phenotype) but not in *extensor digitorum longus* (a mainly fast phenotype dorsiflexor as functional counterpart to *soleus*). Adult C57Bl/N6 male mice (n = 5) flew aboard a biosatellite for 30 days on orbit (BION-M1 mission, 2013), a sex and age-matched cohort were housed in standard vivarium cages (n = 5), or in a replicate flight habitat as ground control (n = 5). Next to disuse atrophy signs (reduced size and myofiber phenotype I to II type shift) as much as 680 differentially expressed genes were found in the space-flown *soleus*, and only 72 in *extensor digitorum longus* (only 24 genes in common) compared to ground controls. Altered expression of gene transcripts matched key biological processes (contractile machinery, calcium homeostasis, muscle development, cell metabolism, inflammatory and oxidative stress response). Some transcripts (Fzd9, Casq2, Kcnma1, Ppara, Myf6) were further validated by quantitative real-time PCR (qRT-PCR). Besides previous reports on other leg muscle types we put forth for the first time a complete set of microgravity susceptible gene transcripts in *soleus* of mice as promising new biomarkers or targets for optimization of physical countermeasures and rehabilitation protocols to overcome disuse atrophy conditions in different clinical settings, rehabilitation and spaceflight.

## Introduction

Long-term exposure to microgravity (μG) or extended periods of disuse are two main causes of the reduction of skeletal muscle mass and performance in animals and humans in space. The understanding of the molecular mechanism underlying this process is crucial for the identification of efficient countermeasures able to ameliorate or even completely prevent disuse-induced skeletal muscle maladaptation. Due to the limited number of spaceflights, the first challenge in space biomedical research is the availability of large cohorts of biological samples (tissues, cells, body fluids, etc.) exposed to microgravity. In this regard, the use of small rodents, in particular mice, represent a suitable model for studying the effects of microgravity *in vivo*. The mouse genome has many similarities with human genome and it can be easily engineered in order to generate pathological models. Although the estimated life span of mice is much shorter (approx. 1.5 to 2 yrs.) compared to humans (approx. 76 to82 yrs., industrialized countries), the results obtained from murine animals in short or mid-duration spaceflight (7 to 30 days) might be comparable to longer periods of microgravity exposure (up to six months or even more) in humans.

In order to better understand the molecular mechanism of disuse and microgravity-induced skeletal muscle atrophy, a more comprehensive analysis of the gene expression maladaptation in different regional and functional muscle types of vertebrates (including human) is urgently needed. Previous studies performed in space-flown rodents (mainly rats) showed that microgravity exposure mainly affected lower limb calf muscles responsible for the antigravity response required for standing tasks, movement or physical performance on Earth [1]. The major effects of microgravity on the structure and function of animal and human skeletal muscle were previously reported [2–9]. Many of the morphological and biochemical changes observed in real microgravity were, at least in part, also found in laboratory animal models (such as rat and mouse hind limb unloading / tail-suspension) of disuse [10, 11] as well as in humans using bed rest as analog to spaceflight [12, 13].

However, few studies focused on the global gene expression changes induced by spaceflight. For example, changes in gene expression were mainly reported in the mouse and rat gastrocnemius following 11, 16 or 17 days space flights [14–16]. In particular, Taylor W.E. and co-worker identified genes involved in the control of cell proliferation (p21, Rb), cell cycle (Cyclins) and signaling pathways (MAPK3, RAB2) differentially expressed in *gastrocnemius* and *tibialis anterior* of rats flown onboard of the NASA STS-90 Neurolab spaceflight for 17 days [16]. A complete study by Nikawa T. and co-workers compared the global gene expression among spaceflight, tail-suspended and denervated rat *gastrocnemius*, concluding that genes altered specifically in microgravity condition were linked to cytoskeletal molecules and ubiquitin ligase genes [15]. More recently, Allen DL and co-worker investigated by means of Affymetrix microarray the gene expression profile in *gastrocnemius* of mice flown onboard of the STS-108 space shuttle flight for as short as 11 days on orbit. They compared the resulting gene expression profile with the transcriptome of tail suspended mice without and with reloading (3.5 h), showing that the expression of a high number of genes differentially regulated following microgravity exposure was also altered in the unloading condition and that the short reloading counteracted the effect of weightlessness for the majority of the identified genes [14]. In a long-duration space experiment (>90 days), Sandona and co-workers analyzed by quantitative real time PCR the changes in the expression of 29 genes in mouse *soleus* and EDL compared to ground controls. MuRF-1 transcript and different protein kinase C isoforms were found upregulated mainly in soleus of the space-flown mouse, while transcripts linked to stress related genes were found upregulated mainly in EDL [7]. However, the global gene expression profile of the slow-type *soleus* muscle following microgravity exposure is still missing. Recently, two studies showed mainly structural and biochemical changes found in the *gastrocnemius*, *soleus* and *anterior tibialis* of space-flown mice on board of the BION-M1 [17–19].

The present study aims to systematically analyze for the first time by means of microarray technology the global gene expression changes in *soleus* muscle of mice following 30 days of spaceflight. The calf *soleus* is one of the most studied reference postural hind limb muscle in rodents and humans to investigate skeletal muscle adaptation and plasticity changes following periods of disuse in clinical research [20] and aging.

In the present experimental setting, adult male C57BL/N6 mice were either flown aboard the BION-M1 biosatellite for 30 days on orbit (BION-flown = BF) or housed as sex- and age-matched cohorts (n = 5 each) in a replicate flight habitat on Earth (BION-ground = BG) as reference flight control, and in standard animal cages concomitant to the duration of the biosatellite flight (flight control = FC). Mice flown aboard of the biosatellite were in good condition after landing, as previously reported by Andreev-Andrievskiy [17]. More in detail, the climate parameters in flight and ground controls were within the range suitable for rodents’ housing and no significant differences in the bodyweight of mice of the different experimental groups were found [17]. As previously reported the mean weight of the *soleus* muscle was significantly reduced (21.9%) in BF group (p < 0.05) compared with FC [18].

Besides the known microgravity transcriptional changes previously studied in space-flown fast type muscle, we now highlighted a large number of yet unidentified microgravity-sensitive transcripts in the slow-type *soleus* (out of 680 genes in total) of space-flown mice (BF vs. BG) compared to much smaller amounts of altered transcripts found in space-flown fast-type EDL (72 genes, with only 24 genes in common with *soleus*). The large scale gene expression analysis approach used in the present work provides a more specific and comprehensive data set obtained from two very different functional muscle types (*soleus* vs EDL) in long-duration (30 days) space-flown mice. In conclusion, this study contributes to expand the basic knowledge on gene expression adaptation involved in microgravity-induced skeletal muscle atrophy in mouse *soleus*, and to highlight potential new biomarkers or targets for the improvement of countermeasures able to ameliorate or even prevent disuse atrophy in rehabilitation, different clinical settings and in spaceflight.

## Materials and Methods

### Ethical approval

All animal procedures were performed according to the European Convention for the Protection of Vertebrate Animals used for Experimental and Other Scientific Purposes (Strasbourg, 18.03. 1986). The study was approved by Institutional Animal Care and Use Committee (IACUC) of MSU Institute of Mitoengineering (Protocol 35, November 1, 2012) and by Biomedical Ethics Commission of Institute for Biomedical Problems (IBMP), Moscow (protocol 319, April 4, 2013).

### Animals

C57BL/N6 mice (22–25 g) were purchased from the Animal Breeding Facility Branch of Shemyakin & Ovchinnikov Institute of Bioorganic Chemistry, Russia. Mice were transported to the animal facility of Moscow State University, Institute of Mitoengineering, for preadaptation training and selection in the laboratory setting on the ground before flight. For all experiments, 19–20 weeks old male mice were used. In detail, following a preflight animal training and pre-selection program (e.g., pre-adaptation to standard laboratory cage conditions and familiarization of individual mice groups compliant for housing in smaller animal flight habitats used for spaceflight mission as previously proposed [21]), mice were randomly divided in 3 groups: mice to be flown aboard the BION-M1 biosatellite exposed for 30 days to microgravity (BION Flown = BF), mice housed for 30 days under the same biosatellite bio-parameters (i.e., number of animals per group and identical housing conditions in a BION-M1 used habitat) on ground (BION Ground = BG), and mice housed in the animal facility of Moscow State University (Institute of Mitoengineering) concomitant to the duration of the biosatellite flight (FC = Flight Control). Before launch to space, mice were pre-adapted for 2 weeks on the ground to a special diet later provided in their space habitats. Thus, BF (flown mice) and BG (ground control mice) mice were fed with “space” paste food including all necessary major nutrients comparable to standard chow and water developed by the Institute for Biomedical Problems (IBMP, Moscow), while FC mice were fed with standard chow and water *ab libitum*. Food and water intake within the different experimental groups were previously reported by Andreev-Andrievskiy and co-workers [17].

### Sample preparation and transportation

After landing, mice were transferred in the BION-M1 housing device within 12–14 hrs. from the landing site (Kazakhstan) to Moscow Institute of Biomedical Problems (IMBP), Russia. Operational support with preflight animal handling, post flight animal tissue dissection and sample freezing was accomplished by our Russian contracted partners on site (IMBP, Moscow, Russia, contract # BION-M1/2013 between RF SRC-IMBP and Charité Berlin, Germany). All samples were delivered deeply frozen on dry ice from IMBP Moscow via temperature controlled express delivery parcels (World Courier Express) to the Charité Berlin, Germany, and further processed in our laboratory.

### Immunohistochemistry and morphological analysis

Mice muscle cryosections (8 μm thickness) from *soleus* (n = 2) and EDL (n = 2) were cut with a cryostat (CM 1850, Leica Microsystems, Bensheim, Germany), mounted on charged slides, stored frozen in sealed plastic boxes (minus 80°C), and either standard hematoxylin-eosin (H&E) stained for overview, and triple-immunolabeled with the following anti-MyHC isoform monoclonal antibodies as already described (8): BA-D5 that recognizes type 1 MyHC isoform; SC-71 for type 2A MyHC isoform; BF-F3, for type 2B MyHC isoform (DSHB, Developmental Studies Hybridoma Bank, University of Iowa, Iowa City, IA). The sections were co-stained with an anti-dystrophin antibody (Santa Cruz Biotechnology, Santa Cruz, CA) to allow measurement of fiber size. In all protocols, we used goat anti rabbit Alexa-635 conjugated secondary antibody for dystrophin staining and goat anti-mouse Alexa-555, goat anti-mouse Alexa-488 and goat anti-mouse Alexa 405-conjugated secondary antibody diluted to a final concentration of 1 μg/ml for myosin heavy chain (MyHC) antigens. For mouse derivatives of monoclonal primary and secondary antibodies, the MOM Ig blocking reagent (Vector Laboratories, Burlingame, CA, USA) was used to block mouse IgG background. Immunostained sections were analyzed with an epifluorescence microscope (Axioplan; Zeiss, Oberkochen, Germany) equipped with a Cool Snap digital camera (Visitron Systems GmbH, Puchheim, Germany). Digitized images were processed with MetaVue software (Meta Series 7.5.6; system ID: 33693; Molecular Devices, Sunnyvale, CA, USA). To assess the cross-sectional area (CSA) of the different myofiber types, digitized photographs were acquired and the myofiber CSA was automatically measured by means of ImageJ 1.45 g (NIH, freeware imaging software).

### RNA extraction and sample target preparation

Total RNA was isolated from mouse *soleus* (n = 3) and EDL (n = 3) muscles of each experimental group (BF, BG and FC) using the acid guanidinium thiocyanate-phenol-chloroform extraction followed by silica-membrane purification. Frozen tissue samples were ground to a fine powder under liquid nitrogen. A homogeneous lysate was achieved by adding lysing buffer and flowing it 10 times through a needle of a sterile syringe. Tissue lysate was centrifuged and the supernatant was used for RNA phenol/chloroform extraction. After phase separation, the aqueous layer was transferred and mixed with an equal volume of 70% ethanol. Then, the total RNA was extracted using RNeasy spin columns RNeasy micro Kit (Qiagen, Hilden, Germany) according to the manufacturer’s protocol. 2100 Bioanalyzer (Agilent technologies, PA, USA) was used to check RNA integrity. The amplification and labeling of the RNA samples were carried out according to the manufacturer's instructions (Affymetrix, Santa Clara, CA). Briefly, total RNA was quantified by and checked by analysis on a LabChip (BioAnalyzer, AGILENT Technologies, Santa Clara, CA). The GeneChip® 3’ IVT Express Protocol is based on the Eberwine or reverse transcription method (in vitro transcription, IVT). Starting from 100 nanogram total RNA, first strand DNA was synthesized, containing a T7 promotor sequence and then converted into a double-stranded DNA. The double strand DNA serves as template in the subsequent in vitro transcription (IVT) reaction. This amplification step generates biotin labeled complementary RNA (cRNA). After cleanup the biotin-modified RNA was fragmented by alkaline treatment. 15 μg of each cRNA sample was hybridized for 16 hours at 45°C to an Affymetrix GeneChip Mouse 430A 2.0 Array. Arrays were washed and stained with streptavidin-phycoerythrin solutions using a fluidics station according to the protocols recommended by the manufacturer. Finally, probe arrays were scanned at 1.56-μm resolution using the Affymetrix GeneChip System confocal scanner 3000. Affymetrix Mouse Genome 430A 2.0 Array includes 22 600 probes sets to evaluate the expression level of more than 14000 well characterized mouse genes.

### Microarray data analysis and pathway analysis

Data analysis was performed importing.cel files to the Partek^®^ Genomics Suite^®^ 6.6 software. Robust Multichip Average algorithm (RMA) was used for data normalization. The processing steps involved in the RMA method are: background correction, quantile probe normalization across all arrays of the experiments, Log2 transformation of all signal values and median polished Probe set summarization. To test for differences in means between groups Analysis of Variance (ANOVA) with one grouping variable (one–way ANOVA) was applied [22]. Genes that have any changes with p value lower than 0.05 and fold changes >2 or <-2 were assumed / defined to be differentially regulated. In the analysis of genes differentially regulated in *soleus* muscle a step up false discovery rate (FDR) [23] was applied to p values from linear contrasts to determine a cut-off for significantly differentially expressed genes. Lists comprised genes with fold changes more than 2 or less than -2. Annotation was performed according to the Mouse Genome 430A 2.0 Array Probe Set Annotations. Microarray data were deposited in Gene Expression Omnibus (GEO) repository accession number: GSE80223. Principal Component Analysis (PCA) was used as exploratory technique to reduce the dimensionality of these high dimensional data [24]. It is based on a linear transformation and preserves the variation in the data. The PCA analysis was configured as followed: As dispersion matrix the covariance method was chosen and during computation of the covariance matrix, the data was mean-centred. The eigenvectors were scaled using the normalization mode (orthogonal and scaled to unity), as described in Partek Genomic Suite 6.6 user manual.

To group the genes of interest (680 regulated genes in *soleus* BF vs. BG) into biological processes, a Gene ontology analysis was performed by using GO enrichment tool of Partek^®^ Genomics Suite^®^ software. The Fisher's Exact test on the counts of genes was used to identify interesting functional groups and pathways with respect to an enrichment p value < 0.05 and more than 8 genes per group. Further gene ontology and pathway analysis were performed using the Functional Annotation Clustering module of DAVID v6.7 (The Database for Annotation, Visualization and Integrated Discovery). To evaluate the significance on gene enrichment a modified Fisher’s exact (EASE score < 0.05) test has been applied [25] and the resulting genes linked to the identified functional gene clusters were included in Tables 1 and 2, S1, S2 and S3 Tables. Pathway enrichment analysis was performed be means of KEGG pathway module of WEB-based GEne SeT AnaLysis Toolkit [26] focusing only on genes significantly differentially regulated in *soleus* and EDL of BF vs. BG. For this analysis p value from hypergeometric test and p value adjusted by the multiple test adjustment were calculated and included in the corresponding table.

**Table 1:** Functional gene clusters differentially regulated in *soleus* of BION-M1 space flown mice.

					SOL						EDL			
			BF vs. BG		FC vs. BG		BF vs. FC		BF vs. BG		FC vs. BG		BF vs. FC	
	Entrez Gene	Gene Symbol	p-value	*FC*	p-value	*FC*	p-value	*FC*	p-value	*FC*	p-value	*FC*	p-value	*FC*
**contractile fiber**	11474	**Actn3**	7,48E-06	**21,58**	0,20284	**1,74**	5,12E-05	**12,41**	0,98737	**-1,01**	0,945965	**1,03**	0,933378	**-1,04**
	17884	**Myh4**	0,0007	**19,20**	0,79069	**1,19**	0,00113	**16,08**	0,93138	**1,06**	0,87741	**1,11**	0,945627	**-1,05**
**glucose metabolic process**	14120	**Fbp2**	0,00035	**4,15**	0,33063	**1,34**	0,00204	**3,10**	0,60133	**-1,17**	0,906368	**1,04**	0,523732	**-1,21**
	72141	**Adpgk**	4,17E-05	**3,97**	0,88647	**1,03**	5,20E-05	**3,84**	0,90908	**1,03**	0,662455	**1,10**	0,746421	**-1,08**
**fatty acid metabolism**	113868	**Acaa1a**	0,00222	**-2,11**	0,49962	**1,14**	0,00065	**-2,41**	0,55026	**1,13**	0,026848	**1,63**	0,080798	**-1,44**
	12896	**Cpt2**	5,19E-05	**-2,32**	0,19581	**1,21**	7,35E-06	**-2,81**	0,68653	**-1,06**	0,479292	**1,11**	0,275055	**-1,17**
**regulation of lipid metabolic process**	11606	**Agt**	3,10E-06	**3,68**	0,59576	**-1,09**	1,58E-06	**4,02**	0,2658	**1,21**	0,41027	**1,15**	0,758884	**1,05**
	20411	**Sorbs1**	0,00888	**-2,44**	0,2651	**-1,40**	0,07503	**-1,75**	0,02916	**2,03**	0,096792	**1,67**	0,512651	**1,21**
**inflammatory response**	20293	**Ccl12**	0,00039	**6,42**	0,72736	**1,15**	0,00071	**5,60**	0,56139	**1,26**	0,737582	**1,14**	0,803498	**1,10**
	20296	**Ccl2**	0,00136	**5,14**	0,57028	**-1,26**	0,00049	**6,48**	0,6249	**-1,22**	0,68152	**-1,18**	0,936598	**-1,03**
	20306	**Ccl7**	0,00041	**2,79**	0,69608	**-1,09**	0,00021	**3,04**	0,4399	**1,19**	0,902712	**1,03**	0,513085	**1,15**
**cellular calcium ion homeostasis**	16438	**Itpr1**	0,00547	**2,63**	0,12286	**1,61**	0,11101	**1,64**	0,49471	**1,22**	0,159926	**1,53**	0,442663	**-1,25**
	18750	**Prkca**	7,98E-06	**2,01**	0,18989	**1,14**	5,87E-05	**1,76**	0,01436	**1,31**	0,402483	**1,09**	0,069658	**1,21**
**stress response**	81489	**Dnajb1**	0,00147	**10,16**	0,68665	**-1,26**	0,00071	**12,84**	0,79053	**-1,17**	0,579058	**-1,38**	0,770364	**1,18**
**regulation of muscle contraction**	11938	**Atp2a2**	0,00035	**-2,74**	0,77862	**1,06**	0,00022	**-2,91**	0,50012	**-1,15**	0,840265	**1,04**	0,385186	**-1,20**
	12373	**Casq2**	1,82E-07	**-4,16**	0,92487	**-1,01**	2,01E-07	**-4,11**	0,69434	**-1,06**	0,475631	**-1,10**	0,744269	**1,05**
**muscle organ development**	17927	**Myod1**	0,00432	**4,72**	0,3483	**1,54**	0,02633	**3,06**	0,45904	**-1,40**	0,981518	**1,01**	0,445604	**-1,42**
	17878	**Myf6**	4,25E-05	**2,58**	0,0477	**-1,40**	2,12E-06	**3,60**	0,00053	**2,03**	0,378428	**-1,15**	0,000117	**2,33**
**response to oxidative stress**	18104	**Nqo1**	0,00156	**-2,12**	0,40971	**-1,17**	0,00744	**-1,81**	0,61575	**1,10**	0,297234	**1,22**	0,576249	**-1,11**
	12359	**Cat**	0,00235	**-2,48**	0,15179	**-1,44**	0,03943	**-1,73**	0,32971	**1,27**	0,061393	**1,63**	0,315489	**-1,28**
**regulation of programmed cell death**	12575	**Cdkn1a**	0,0035	**2,61**	0,00424	**-2,54**	1,18E-05	**6,61**	0,00178	**2,88**	0,02099	**-2,02**	2,37E-05	**5,81**
	14311	**Cidec**	0,00072	**5,58**	0,24753	**1,59**	0,0065	**3,51**	0,16671	**1,75**	0,063929	**2,18**	0,580255	**-1,24**
**Focal adhesion**	21894	**Tln1**	0,00011	**2,45**	0,29812	**-1,19**	2,15E-05	**2,91**	0,61681	**-1,09**	0,56217	**-1,10**	0,935643	**1,01**
**Other/ unknown**	19017	**Ppargc1a**	0,00267	**-2,55**	0,05259	**-1,70**	0,13144	**-1,49**	0,39786	**-1,24**	0,56415	**1,16**	0,167349	**-1,44**
	170826	**Ppargc1b**	0,00023	**-2,22**	0,35479	**1,16**	5,07E-05	**-2,57**	0,12471	**-1,29**	0,771826	**-1,05**	0,200667	**-1,23**
	19013	**Ppara**	2,75E-05	**-4,18**	0,72112	**1,08**	1,63E-05	**-4,53**	0,0683	**-1,55**	0,874348	**-1,04**	0,090404	**-1,50**

The differentially regulated genes (BF vs. BG) in *soleus* meeting FDR < 0.05 and < -2 & > 2 fold change criteria were analysed by DAVID database and a short list of genes linked to the main functional clusters is included in this table, for the complete gene list see supporting information, S1, S2 and S3 Tables. Fold changes of the corresponding genes in EDL are shown only for comparison. Functional clusters with an EASE score < 0.05 were included in this table.

**Table 2:** Functional gene clusters differentially regulated in EDL of BION-M1 space flown mice.

					EDL						SOL			
			BF vs. BG		FC vs. BG		BF vs. FC		BF vs. BG		FC vs. BG		BF vs. FC	
	Entrez Gene	Gene Symbol	p-value	*FC*	p-value	*FC*	p-value	*FC*	p-value	*FC*	p-value	*FC*	p-value	*FC*
**intermediate filament**	56430	**Clip1**	0,029498	**2,13**	0,05286	**1,93**	0,752838	**1,10**	0,15357	**-1,60**	0,77867	**-1,09**	0,240127	**-1,46**
** **	16663	**Krt13**	0,031692	**-7,50**	0,06507	**-5,39**	0,69603	**-1,39**	0,939823	**-1,07**	0,800275	**1,24**	0,742852	**-1,32**
** **	16673	**Krt36**	0,046406	**-2,10**	0,12672	**-1,73**	0,573065	**-1,21**	0,938344	**-1,03**	0,82394	**-1,08**	0,884481	**1,05**
** **	16687	**Krt6a**	0,038246	**-3,77**	0,1034	**-2,73**	0,582534	**-1,38**	0,870124	**1,10**	0,59753	**1,36**	0,714003	**-1,24**
** **	17918	**Myo5a**	6,01E-07	**6,00**	0,28696	**1,23**	2,23E-06	**4,87**	1,10E-06	**5,43**	0,126039	**1,36**	8,75E-06	**3,99**
**response to peptide hormone stimulus**	13685	**Eif4ebp1**	3,45E-05	**2,30**	0,04117	**1,35**	0,00146	**1,71**	6,11E-05	**2,19**	0,9893	**1,00**	6,24E-05	**2,18**
** **	18708	**Pik3r1**	0,000323	**3,23**	0,58411	**1,14**	0,000847	**2,83**	0,0937057	**1,54**	0,375708	**-1,24**	0,017917	**1,91**
** **	20716	**Serpina3n**	0,000634	**2,21**	0,43748	**1,15**	0,002647	**1,92**	0,0025642	**1,93**	0,239112	**-1,24**	0,000294	**2,39**
** **	20411	**Sorbs1**	0,029162	**2,03**	0,09679	**1,67**	0,512651	**1,21**	0,0088839	**-2,44**	0,265102	**-1,40**	0,075028	**-1,75**
**acute inflammatory response**	11537	**Cfd**	0,017779	**2,42**	0,00226	**3,46**	0,286007	**-1,43**	0,003979	**3,13**	0,041254	**2,08**	0,229282	**1,50**
** **	18405	**Orm1**	0,019054	**2,22**	0,33444	**1,35**	0,114579	**1,65**	7,98E-05	**5,59**	0,649953	**1,15**	0,000167	**4,88**
**transcription factor activity**	13170	**Dbp**	0,029217	**-2,83**	0,06687	**2,33**	0,000739	**-6,62**	0,0076623	**-3,84**	0,009637	**3,65**	4,11E-05	**-14,01**
** **	17878	**Myf6**	0,000532	**2,03**	0,37843	**-1,15**	0,000117	**2,33**	4,25E-05	**2,58**	0,047703	**-1,40**	2,12E-06	**3,60**
** **	18029	**Nfic**	0,000693	**-2,02**	0,00039	**-2,13**	0,737947	**1,05**	0,0017416	**-1,86**	0,000612	**-2,04**	0,564467	**1,10**
** **	217166	**Nr1d1**	0,012745	**-2,50**	0,0707	**-1,86**	0,365406	**-1,34**	0,0647039	**1,89**	0,631823	**-1,17**	0,026645	**2,21**
** **	16658	**Mafb**	0,024137	**-2,37**	0,37981	**-1,36**	0,121324	**-1,75**	0,110666	**-1,78**	0,446732	**-1,30**	0,367918	**-1,37**
**Others/ unknown**	21928	**Tnfaip2**	0,00117	**-2,48**	0,24487	**1,30**	0,000147	**-3,22**	0,0329899	**-1,68**	0,059973	**1,56**	0,000745	**-2,61**
** **	14181	**Fgfbp1**	0,020565	**-2,03**	0,88068	**1,04**	0,015481	**-2,11**	0,328204	**1,31**	0,660076	**-1,13**	0,167245	**1,48**
** **	20878	**Aurka**	0,000537	**-2,31**	0,97911	**-1,00**	0,000562	**-2,30**	0,531265	**1,12**	0,518459	**-1,13**	0,214734	**1,26**
** **	29818	**Hspb7**	0,032126	**2,15**	0,02475	**-2,25**	0,000315	**4,82**	0,269494	**-1,44**	0,000506	**-4,41**	0,00398	**3,06**
** **	15926	**Idh1**	0,000172	**2,28**	0,83134	**1,03**	0,000246	**2,21**	0,646801	**-1,08**	0,384587	**-1,15**	0,673081	**1,07**
** **	16194	**Il6ra**	0,000585	**2,30**	0,124	**1,35**	0,011677	**1,71**	0,003787	**1,91**	0,003074	**1,95**	0,911215	**-1,02**
** **	12575	**Cdkn1a**	0,004445	**2,60**	0,04179	**-1,87**	8,87E-05	**4,86**	0,0063612	**2,47**	0,045838	**-1,84**	0,000131	**4,54**
** **	11433	**Acp5**	0,019126	**2,73**	0,33396	**1,45**	0,115174	**1,88**	0,0064448	**3,39**	0,359508	**1,42**	0,037491	**2,38**
** **	56349	**Net1**	0,000327	**2,96**	0,11008	**-1,46**	2,22E-05	**4,32**	0,0217705	**1,78**	0,002552	**-2,29**	3,25E-05	**4,07**
** **	68916	**Cdkal1**	0,000994	**3,11**	0,62588	**1,14**	0,002437	**2,73**	0,0009238	**3,15**	0,92231	**1,03**	0,001101	**3,07**
** **	18948	**Pnmt**	6,55E-05	**3,53**	0,47128	**-1,17**	2,16E-05	**4,14**	0,004559	**2,09**	0,732886	**-1,08**	0,002405	**2,25**

The differentially regulated genes (BF vs. BG) in EDL meeting p value < 0.05 (2 way ANOVA) and < -2 & > 2 fold change criteria were analysed by DAVID database and included in this table. Fold changes of the corresponding genes in *soleus* are shown only for comparison. Functional clusters with an EASE score < 0.05 were included in this table.

### Quantitative PCR validation

Quantitative PCR was performed by the SYBR Green method as previously described [27]. Briefly, 400 ng of RNA were converted to cDNA by using random hexamers and SuperScript^®^ VILO™ (Invitrogen) following the manufacturer’s instructions. Specific primers for qPCR were already published [7] or designed using Primer3 software (http://frodo.wi.mit.edu/, Whitehead Institute for Biomedical Research). Their thermodynamic specificity was determined using BLAST sequence alignment (NCBI) and vector NTI^®^ software (Invitrogen). Oligonucleotide primers used are listed in S4 Table. The reaction mix consists of 10 μl of 2x iQ SYBR Green Supermix (Bio-Rad), 0.3 pmol/μl primers, 8 ng of cDNA and DNase/RNase-free water up to 20 μl. The PCR parameters were initial denaturation at 95°C for 30 s followed by 40 cycles of 10 s at 95°C and 30 s at the corresponding annealing temperature (55–59°C) for acquisition of fluorescence signal. A melting curve was generated by the iQ5 software (Biorad) following the end of the final cycle for each sample, by continuous monitoring the SYBR Green fluorescence throughout the temperature ramp from 65°C to 99°C in 0.5 s increments. All samples were run in triplicate, in parallel for each individual muscle sample and simultaneously with RNA-negative controls. Cyclophilin A (*Ppia*), glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*) and Beta-actin (*Actb*) were tested as candidate reference genes being the latter the most stable to normalize Ct values by ΔCt method. Same data trends were obtained if *Ppia* or *Gapdh* were used (data not shown).

### Statistics

Data are expressed as means ± SE. Statistical differences between groups were determined by unpaired t-test (GraphPad software). Differences were considered statistically significant at the p < 0.05 level of confidence.

## Results

### Morphological analysis revealed microgravity-induced muscle atrophy mainly in *soleus*

19–20 weeks old male C57BL/N6 mice were randomly divided in 3 groups: mice to be flown aboard the BION-M1 capsule exposed for 30 days to microgravity (BION Flown = BF), mice housed for 30 days under the same biosatellite bio-parameters (i.e., number of animals per group and identical housing conditions in a BION-M1 used habitat) on ground (BION Ground = BG), and mice housed in the animal facility concomitant to the duration of the biosatellite flight (FC = Flight Control). The histological analysis from hematoxylin-eosin stained cryosections showed the absence of major pathological features, such as central nuclei, immune cell infiltration or myofiber degeneration in all analyzed muscles from either of the experimental groups (BF, BG and FC) (Fig 1 and S1 Fig).

**Fig 1:**
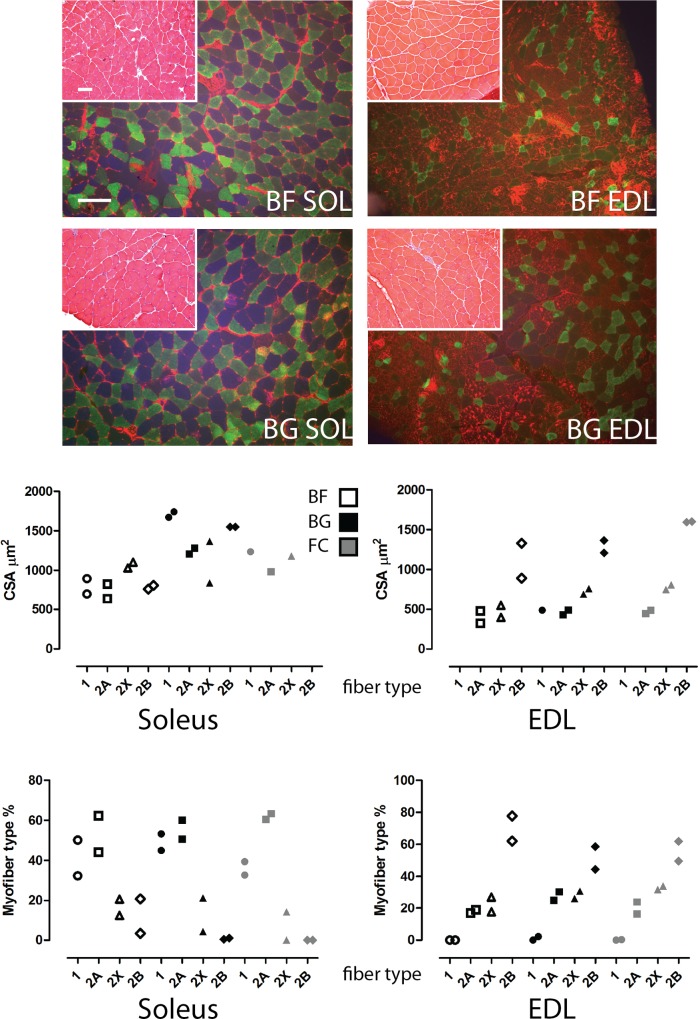
Morphological analysis of mouse *soleus* and EDL skeletal muscle flown on board the BION-M1 biosatellite for 30 days. Upper panel, insets show light microscopy images of Haematoxylin Eosin merged to immunofluorescence images of *soleus* (SOL) and EDL stained for MyHC isoforms (MyHC I: blue, IIa: green, IIb: red) in flown (BF) and control (BG) mice. Lower panel, scatter plots showing the quantification of the myofiber cross sectional area (CSA) and type composition in *soleus* (n = 2) and EDL (n = 2). Scale bar: 100 μm.

Immunofluorescence analysis was performed by means of antibodies recognizing dystrophin (a specific marker of the myofiber sarcoplasm membrane), and the main different myosin heavy chain isoforms (MyHC I, IIa, IIb subtypes found in murine muscle) to evaluate whether 30 days microgravity exposure affected the myofiber size (cross sectional area, CSA) and the myofiber phenotype composition in *soleus* and EDL (Fig 1 upper panel). Type IIx myofibers were identified by the absence of immunoreactivity in triple immunostained cryosections. As shown in Fig 1 (lower panel), the CSA of all myofiber types (I, IIa, IIx and IIb) was reduced in *soleus* of BF compared to BG, while the CSA of type I and IIa fibers was decreased in BF vs. FC. Conversely, in the EDL a reduction of the CSA was detected only in fibers expressing MyHC IIx of BF compared to BG mice, while the CSA of both MyHC IIx and IIb expressing myofibers was reduced in EDL of BF vs. FC mice.

Taken together, the analysis of MyHC isoform composition in flown vs. ground control muscles showed an increase in the percentage of MyHC IIb fibers in both *soleus* and EDL muscles of mice exposed to microgravity (BF) compared to ground control groups (both BG and FC), while a reduction in the percentage of MyHC I positive fibers was detected in the *soleus* of BF vs. BG mice only. Notably, no substantial additional changes in the proportional distribution of MyHC expressing fibers in EDL muscle were detectable in this study. As expected 30 days of microgravity exposure in the biosatellite particularly affected the *soleus* muscle of mice compared to the ground control animals.

### Transcriptome adaptation to microgravity exposure

In order to identify some of the molecular targets affected by microgravity exposure, we performed an expression profile analysis of *soleus* and EDL muscles from space flown vs. ground control mice. *Soleus* and EDL muscles of the three different experimental groups (BF, BG and FC) were analysed using Affymetrix mouse GeneChip array. In detail, we analysed 18 muscles, 9 solei and 9 EDL (BF n = 3, BG n = 3 and FC n = 3 for each muscle type). 

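The arrays measured RNA of soleus, a slow postural calf muscle, and of EDL, a fast muscle that lifts the foot. Each muscle was taken from 3 mice flown for 30 days (BF), 3 mice kept on the ground in a replicate of the flight habitat (BG) and 3 mice of the animal facility (FC). The authors processed all arrays together by RMA, with background correction, quantile normalization, log2 transformation and median polish. The deposited log2 signals range from 2.11 to 14.53, with array medians from 6.17 to 6.26, and were used without further normalization. After 64 control probe sets were left out, 22626 probe sets were tested in 1 limma model over the 18 arrays, which gives both muscles 1 estimate of the spread. Following the paper's thresholds, a gene was called when a probe set naming that gene alone changed more than 2-fold with a p under 0.05, adjusted over all probe sets in soleus and unadjusted in EDL. The values given for a gene are those of its probe set with the highest mean signal. A further 36 fixed gene lists were tested with camera, and their members were counted as risen or fallen at an adjusted p under 0.05 at any fold change in both muscles. Simulated changes of 2.5-fold, placed on the spread of these arrays, were called in 96% of genes in soleus and in 94% in EDL. The number of arrays limits the precision: a permutation of 3 arrays against 3 cannot give an exact p below 0.1.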

Gene expression profiles of muscle tissue deriving from all the different groups were compared to identify genes significantly differentially regulated in *soleus* and EDL (comparisons: BF vs. BG, FC vs. BG and BF vs. FC). More in detail, the comparison between BF vs. BG and BF vs. FC reflected the gene expression adaptation in skeletal muscle exposed to microgravity. In fact, the expression profile of BF mice was compared with the profiles of the two ground control groups (BG and FC). A comparison of the gene expression profiles of two ground control groups, FC vs. BG, was needed in order to rule out gene expression changes originating from different housing conditions (BG = replicate of the flight habitat and FC = animal facility habitat i.e. standard sized animal cages) of mice.

Principal component analysis (PCA) was used to identify and compare the major effects of microgravity exposure on the gene expression regulation in *soleus* and EDL. In *soleus* all samples in the individual groups (BF, BG, FC) were found to be closer together, but all groups were found to be further apart and consequently showed larger dissimilarities across the genome (Fig 2A). 

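Single genes set the 3 groups of soleus apart. Cyfip2, a partner of the fragile X protein, was at 6.39 ± 0.34 in BF and 8.76 ± 0.09 in BG (log2 signal, mean ± SD, n = 3), and fell by 2.37 ± 0.17 (SE, adjusted p = 2.1e-07 from limma). Dusp18, a phosphatase, fell by 3.09 ± 0.31 on the same scale (adjusted p = 9.8e-06). Inmt, a methyltransferase, was lowest in BG, and its log2 fold change was 1.68 ± 0.34 for BF vs. BG (adjusted p = 0.0023) and 2.03 ± 0.34 for FC vs. BG (adjusted p = 0.0019). Over all probe sets, the distance between 2 arrays averaged 45.8 within groups and 73.2 between groups (Euclidean, log2 units). The groups accounted for 64.1% of the variance among the 9 arrays, the highest share of the 280 ways to form 3 groups of 3 (exact permutation test, p = 0.00357, the smallest p they can give), and the next highest share was 51.1%.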

In *soleus* the first axis (PCA1) explains about 1/3 (31%) of the difference in the data sets and is mostly related to changes of BF versus BG and FC. 

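Agt, the precursor of angiotensin, and Idh2, the mitochondrial isocitrate dehydrogenase, are examples of genes that set BF apart from both ground groups in soleus. Agt rose against BG (log2 fold change 1.88 ± 0.21, SE, n = 3, adjusted p = 2.4e-05 from limma) and against FC (2.01, adjusted p = 1.1e-05). Idh2 fell against BG (-1.82 ± 0.17, adjusted p = 4e-06) and against FC (-1.55, adjusted p = 1.5e-05). Between the ground groups neither gene was called, with -0.13 for Agt and -0.27 for Idh2. Lgi1, which encodes a secreted glycoprotein, fell by 2.81 against BG and by 2.85 against FC (adjusted p = 4.4e-05 and 3.1e-05). With probe sets centred and not scaled, the first component held 44.5% of the variance, and 94.3% of its own variance lay between the groups, with the 3 BF arrays on 1 side; with scaled probe sets it held 30.9%.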

Dissimilarities between BG and FC in *soleus* are extracted by PCA2 and almost 1/4 of the variation in the entire data set. Thus the difference in BG versus FC is smaller than between BF versus BG and FC, respectively. 

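Csf1r, the macrophage colony-stimulating factor receptor, was higher in FC than in BG soleus (log2 fold change 1.19 ± 0.22, SE, n = 3, adjusted p = 0.0029 from limma). Pdk4, which blocks the entry of pyruvate into oxidation, was lower in FC (-1.27 ± 0.18, adjusted p = 8.7e-04), as was Hsp90b1, a chaperone of the endoplasmic reticulum (-1.34 ± 0.24, adjusted p = 0.0026). For BF vs. BG, none of the 3 genes was called, with log2 fold changes of 0.39 for Csf1r, -0.38 for Pdk4 and -0.97 for Hsp90b1. The second component held 22.8% of the variance and separated the BG arrays from the FC arrays, with 93.3% of its own variance between the groups.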

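Ankrd1, a stress-responsive protein of the titin filament, rose in BF soleus by 3.21 ± 0.62 against BG and by 4.17 ± 0.62 against FC (log2, SE, n = 3, adjusted p = 0.0018 and 1.8e-04 from limma), while FC vs. BG gave -0.96 (adjusted p = 0.343). Vwf, a protein of the vessel wall, fell by 1.84 ± 0.23 against FC (adjusted p = 3.9e-05), and its changes of -0.92 for BF vs. BG and 0.92 for FC vs. BG stayed under 2-fold. Over all probe sets, the mean distance between arrays was 77.9 for BF and BG, 80.8 for BF and FC and 60.9 for BG and FC. Between the group means, the distances were 66.5, 69.7 and 52.0 in the same order.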

In EDL, the PCA 1 axis represents only 25% of the variation. 

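Net1, an activator of RhoA, and Pik3r1, the regulatory subunit of phosphoinositide 3-kinase, rose in the EDL of BF mice against both ground groups. For Net1 the log2 fold change was 1.57 ± 0.28 (SE) against BG and 2.11 against FC (limma, unadjusted p = 2.56e-05 and 6.13e-07). For Pik3r1 the values were 1.69 ± 0.30 and 1.50 (unadjusted p = 2.36e-05 and 8.95e-05). In soleus the BF vs. BG changes of 0.83 for Net1 and 0.62 for Pik3r1 were not called, and the difference between the muscles was not past the threshold for either gene (adjusted p = 0.23 and 0.11). The first component of the 9 EDL arrays held 28.7% of the variance and the second 22.9%. Of the first component's own variance, 70.6% lay between the groups, and the BF arrays (scores 16.34 to 24.84) fell on 1 side of it together with BG replicates 1 (12.91) and 3 (5.77).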

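Irx5, a homeobox factor, fell by 2.24 ± 0.37 from BG to FC in EDL (log2, SE, limma, unadjusted p = 1.14e-05), 4.73-fold lower. Mid1ip1, a regulator of fatty acid synthesis, was higher in FC than in BG (log2 fold change 1.55 ± 0.24, unadjusted p = 5.13e-06), and BF lay between the ground groups, 0.41 above BG. Cntfr, the receptor of ciliary neurotrophic factor, was lower in BF than in BG EDL, at 6.17 ± 0.16 against 7.51 ± 0.51 (log2 signal, mean ± SD, n = 3). In EDL the distance between 2 arrays averaged 47.7 within groups and 55.1 between groups. The groups accounted for 39.6% of the variance, the highest share of the 280 groupings (exact permutation test, p = 0.00357), and the next highest was 38.9%; with scaled probe sets the share was 34.96% and no longer the highest (p = 0.0214), and with 1 array left out p ran up to 0.025. The mean distances were 55.0 for BF and BG, 57.2 for BF and FC and 53.3 for BG and FC.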

As seen in Fig 2B, the variances within all groups are more pronounced and differences between groups are smaller, thus they are not distinguishable between groups presented in PCA plot. These results confirmed greater effects of microgravity on *soleus* compared to EDL.

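The BF vs. BG change itself differed between soleus and EDL in 576 genes, 231 with a higher and 345 with a lower log2 fold change in soleus (adjusted p under 0.05 and a difference above 1); with 1 probe set per gene they were 182 and 188. Dkk2, an inhibitor of Wnt signalling, fell by 1.76 ± 0.38 in soleus (log2, SE, n = 3, adjusted p = 0.0039), was 0.81 in EDL, and differed by -2.58 ± 0.54 between the muscles (adjusted p = 0.011). Gpx3, a secreted glutathione peroxidase, differed by 1.31 ± 0.23 (adjusted p = 0.0043), with 0.98 in soleus and -0.32 in EDL. Of 370 such genes counted on their probe set with the highest mean signal, 115 were called up and 107 down in soleus alone, 5 up and 3 down in EDL alone, 2 in opposite directions, and 138 in neither muscle. The count moved to 323 with the ordinary contrasts of the one-way model and to 911 with array quality weights. It was 351 without soleus BG replicate 3.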

**Fig 2:**
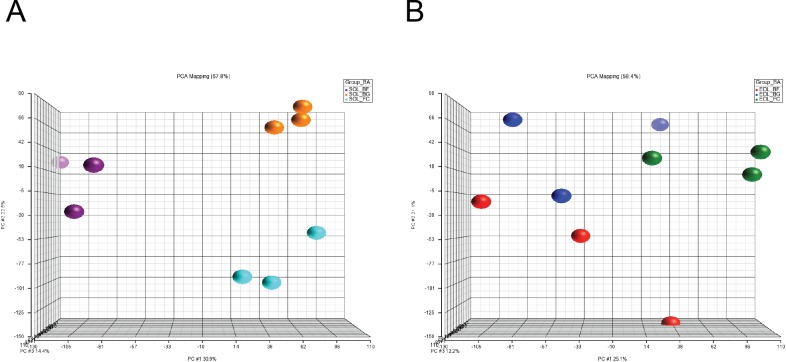
Principal Component Analysis (PCA) of gene expression data in *soleus* and EDL. PCA analysis of gene expression data in *soleus* (A) and EDL (B) highlights the high sensitivity of soleus to microgravity exposure compared to EDL.

Affymetrix data were filtered by means of the one way ANOVA statistical test (p < 0.05) and genes with fold change values greater than two (Fc +2) or smaller than minus two (Fc -2) were considered differentially expressed. The high number of differentially regulated genes in *soleus* of space flown mice (BF vs. BG) compared to EDL allowed us to apply a higher stringency to *soleus* analysis (False Discovery Rate < 0.05). The choice of applying two different stringencies to the analysis of *soleus* and EDL was rationale to select a suitable number of differentially regulated genes also for EDL muscle and to identify genes commonly regulated between the two different types of muscles.Thus, we considered as significantly differentially regulated those transcripts meeting the following cutoffs: **EDL**, fold change < -2 or > 2 unadjusted p value < 0.05; ***soleus***, fold change < -2 or > 2 FDR < 0.05. Venn diagrams in Fig 3A and 3B show the number of genes differentially and significantly regulated (meeting the above described cutoffs) in the three comparison (BF vs. BG, FC vs. BG and BF vs. FC) for *soleus* and EDL muscles. 

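Lep, the hormone leptin, and Ptger3, a prostaglandin E receptor, were among the genes that rose most in BF soleus against BG, with log2 fold changes of 2.96 ± 0.41 and 2.79 ± 0.31 (SE, n = 3, adjusted p = 1.6e-04 and 2.4e-05 from limma). Abhd18, a hydrolase, fell by 2.23 ± 0.25 and Homer2, a scaffold of calcium channels, by 1.85 ± 0.20 (adjusted p = 2.8e-05 and 2.4e-05). In EDL, S100a8, a calcium-binding protein of neutrophils, rose by 1.49 ± 0.33 (limma, unadjusted p = 2.79e-04) and Cntfr fell by 1.34 ± 0.24 (unadjusted p = 3.28e-05). For BF vs. BG, 288 genes were called up and 287 down in soleus, and 43 up and 29 down in EDL. With the adjusted p in EDL too, 24 genes were up and 5 down there. The EDL count was 140 without EDL BG replicate 1, 113 without EDL BG replicate 3 (47 up and 66 down) and 49 without EDL BG replicate 2.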

Comparing BF vs. BG, a total of 680 genes were differentially regulated in *soleus* muscle (334 up-regulated and 346 down-regulated), while only 72 genes were differentially regulated in EDL (54 up-regulated and 20 down-regulated). Comparing BF with FC (mice housed in standard mouse cages in the animal facility on the ground), 845 genes were differentially regulated in *soleus* (430 up-regulated and 415 down-regulated) while change in the expression of only 179 genes were detected in EDL (102 up-regulated and 77 down-regulated). 

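Genes of the circadian clock differed between BF and FC in both muscles. Of 17 clock genes measured, 5 rose, 6 fell and 6 did not pass the test in soleus (5 and 6 when adjusted over the list alone), and in EDL 2 rose, 3 fell and 12 did not pass (2 and 5 when adjusted over the list alone). Arntl, an activator of the clock, rose by 2.56 ± 0.33 in soleus (log2, SE, n = 3, adjusted p = 6.1e-05) and by 1.29 in EDL (limma, unadjusted p = 0.00114). Dbp, an output of the clock, fell by 3.81 ± 0.51 in soleus (adjusted p = 8.9e-05) and by 2.73 in EDL (unadjusted p = 5.75e-05). Since its members moved both ways, the clock list did not shift as a set in soleus (camera, adjusted p = 0.964). Collagens and matrix genes fell together in soleus, 14 of 24 with none up and 10 not passing (16 down and 2 up when adjusted over the list alone), with Col1a1 at -2.68 ± 0.50 (camera, adjusted p = 2.84e-05, and adjusted p = 0.453 with an estimated correlation). Tendon and cartilage markers fell along with them, 6 of 13 with none up (6 when adjusted over the list alone; camera, adjusted p = 0.0241, adjusted p = 0.539 with an estimated correlation, and 0.132 without soleus BF replicate 1), with Chad at -2.71 ± 0.55. Glucocorticoid-responsive genes rose in EDL, 7 of 19 with none down and 12 not passing (9 when adjusted over the list alone), among them the metallothionein Mt1 (1.66 ± 0.37) (camera, adjusted p = 2.02e-05, and adjusted p = 0.676 with an estimated correlation). In all, BF vs. FC called 360 genes up and 328 down in soleus, and 83 up and 54 down in EDL, where 66 and 37 were called with the adjusted p and 43 and 48 with 1 probe set per gene.

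**Figure D1:**
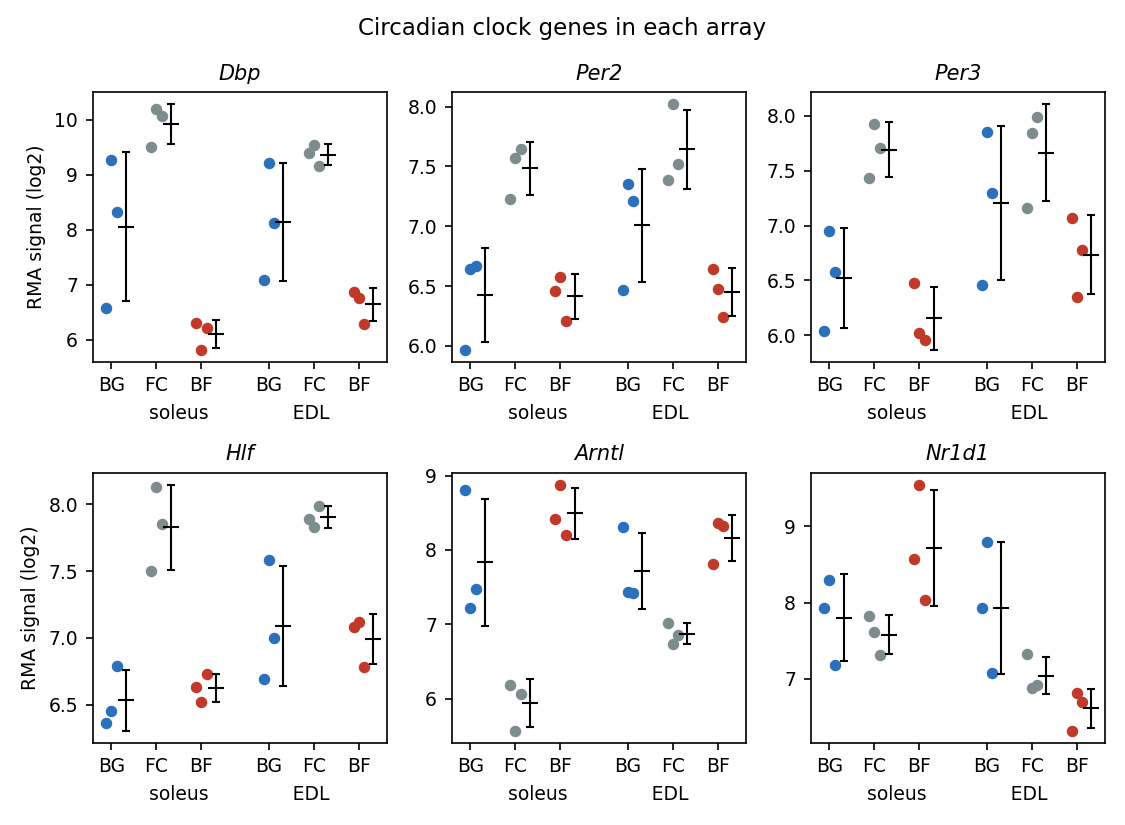
RMA signal (log2) of 6 clock genes in each array of soleus and EDL, with BG in blue, FC in grey and BF in red, and black bars for the mean ± SD of 3 arrays. Arntl lies higher in BF than in FC in both muscles, by 2.56 in soleus and 1.29 in EDL, and Dbp lies lower.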

Finally, comparing the two ground control groups (FC vs. BG), 263 genes resulted to be differentially regulated in *soleus* (85 up-regulated and 178 down-regulated), and 67 genes to be differentially regulated in EDL (41 up-regulated and 26 down-regulated).

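Between the ground groups, genes of the unfolded protein response and of the proteasome were lower in FC than in BG soleus. Of 19 unfolded protein response genes, 9 fell, none rose and 10 did not pass (11 fell and 1 rose when adjusted over the list alone), with Pdia3, which folds proteins by their disulfide bonds, at a log2 fold change of -1.34 ± 0.29 (SE, n = 3, adjusted p = 0.008). Proteasome subunits fell in 6 of 26 cases, with none up and 20 not passing (13 fell when adjusted over the list alone). Both lists shifted down (camera, adjusted p = 1.23e-06 and 1.04e-06), with adjusted p = 0.908 for each with an estimated correlation. Ribosomal proteins (camera, adjusted p = 0.00448), the tricarboxylic acid cycle (0.00862), fatty acid oxidation (0.00896) and the respiratory chain (0.0285) shifted down in soleus too. Collagens and matrix shifted up (0.0285). None of these passed with an estimated correlation. Without soleus BG replicate 2, the lists of fatty acid oxidation, the respiratory chain and collagens did not pass. The last 2 also ended without certain other single arrays. The collagen list did not pass either when the replicate number was fitted as a block within the muscle. In EDL none of 24 genes of fatty acid oxidation passed singly in limma (5 fell when adjusted over the list alone and 7 at an unadjusted p under 0.05), and the list lay lower in FC (camera, adjusted p = 3.72e-05, and adjusted p = 0.99 with an estimated correlation); Ucp3, a mitochondrial carrier, fell by 1.53 ± 0.33 (limma, unadjusted p = 2.33e-04). FC vs. BG called 86 genes up and 192 down in soleus, 3 of them both ways through different probe sets (40 up and 36 down with 1 probe set per gene), and 36 up and 37 down in EDL, where 2 and 2 were called with the adjusted p. The soleus count was 178 without soleus FC replicate 2 and 76 with 1 probe set per gene, and the EDL count was 114 without EDL BG replicate 1.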

**Fig 3:**
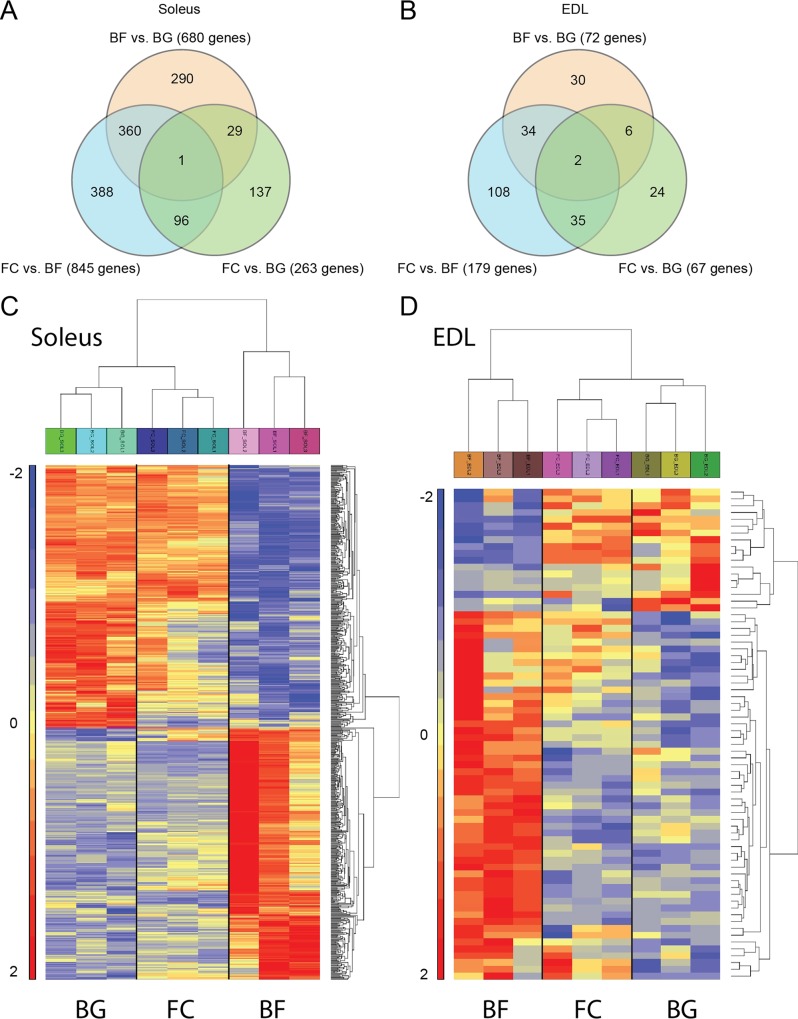
Venn diagrams and heat maps showing genes differentially regulated in *soleus* and EDL of BION-M1 space flown mice. A, B, Venn diagrams showing the number of genes differentially regulated comparing space flown (BF) with ground controls (BG and FC) in *soleus* (A) and EDL (B). Comparisons between the three different experimental groups are presented (BF vs. BG, FC vs. BG and BF vs. FC). C, D, hierarchical clustering centred on BF vs. BG in *soleus* (C, ordered BG-FC-BF) and EDL (D, ordered BF-FC-BG). The differentially regulated genes meeting FDR < 0,05 (*soleus*), p < 0.05 (EDL) and < -2 & > +2 fold change criteria are included in the heat maps.

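Against the mean of BG and FC, 267 genes were called up and 239 down in BF soleus, and 43 up and 17 down in BF EDL. Such a gene need not be called against each ground group. In soleus 323 genes were called in both BF vs. BG and BF vs. FC, 183 up, 139 down and 1 in opposite directions. In EDL 31 were, 24 up, 6 down and 1 opposite. Cidec, a protein of lipid droplets, rose in soleus against each ground group, by 2.48 ± 0.47 against BG and 1.81 ± 0.47 against FC (log2, SE, n = 3, adjusted p = 0.0016 and 0.0096 from limma; the latter was 0.0511 without soleus BF replicate 2). Myh3, the embryonic myosin heavy chain, fell by 2.41 ± 0.32 against BG and by 2.00 ± 0.32 against FC (adjusted p = 1.2e-04 and 3.4e-04). In EDL, Cebpd, a transcription factor, rose by 1.36 ± 0.27 against FC (limma, unadjusted p = 1.22e-04) and by 0.92 against BG, which is under 2-fold (unadjusted p = 0.00387). The EDL count of 60 against the mean of the ground groups was 100 without EDL BF replicate 1.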

The high number of genes differentially regulated in *soleus*, obtained by comparing the spaceflight group (BF) with both ground control groups (BG and FC), suggested that microgravity strongly affected muscular gene expression in the main postural muscle of lower limb (*soleus*) and only slightly changed muscular gene expression in EDL. On the other hand, the relatively low number of transcripts commonly regulated comparing BF vs. BG and FC vs. BG (interception between the two comparisons shown in the Venn diagrams, Fig 3A and 3B) in both *soleus* (30 genes) and EDL (8 genes) suggests that the different environments in which mice were housed in the two ground control groups (BG = replicate of the flight habitat and FC = animal facility habitat) only marginally affected gene expression changes found in the BF vs. BG comparison. Therefore, we next focused the subsequent analysis mainly to genes differentially regulated in the BF compared with BG (BF vs. BG).

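In soleus, 48 genes were called in both BF vs. BG and FC vs. BG, 6 up in both, 36 down in both and 6 in opposite directions. Gbp6, a GTPase of the interferon response, was lower in both, with log2 fold changes of -1.49 ± 0.32 for BF and -1.62 ± 0.32 for FC (SE, n = 3, adjusted p = 0.0035 and 0.0045 from limma). In EDL, 14 genes were shared, 3 up, 8 down and 3 opposite, and the fat cell hormone Adipoq was higher in both, by 1.87 ± 0.42 in BF and 2.25 ± 0.42 in FC (unadjusted p = 3.73e-04 and 5.61e-05). Independent lists of these sizes would share 12.8 genes in soleus and 0.424 in EDL (Fisher's exact test, p = 1.04e-15 and 3.71e-18), but both comparisons use the same BG arrays. In 100 simulations of unchanged groups against those arrays, 0 genes were shared in soleus at most, and in EDL a median of 4 and at most 10. The simulated comparisons called a median of 0 genes in soleus. The soleus simulations therefore cannot tell how many of the 48 shared genes come from the shared arrays. In EDL they called a median of 21 genes for BF and 20 for FC, fewer than in the real comparisons. The covariance of the changes across genes was 0.0392 in soleus, against 0.0174 simulated, and 0.0206 in EDL, against 0.0171, while their correlation was 0.282 against 0.504 and 0.343 against 0.501, and 63.5% against 66.6% and 60.8% against 66.7% of genes had the same sign; genes are not independent replicates, and part of the overlap may come from the shared arrays. Without soleus FC replicate 2 the soleus overlap was 22, with 1 probe set per gene 11, with the ordinary one-way contrasts 30 and with array weights 85. The EDL overlap was 57 without EDL BG replicate 1 and 45 without EDL BG replicate 3 (6 up and 37 down). It was 8 without EDL FC replicate 2 and 0 with the adjusted p.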

Hierarchical clustering was used to group differentially regulated genes (Fc<-2/>2) in BG vs. BF of soleus (FDR < 0.05), and EDL (Fc<-2/>2; p < 0.05). Clustering was performed on 680 genes from SOL and 72 genes from EDL (rows) and three samples per BG, FC and BF, respectively (columns).

Two way hierarchical clustering analysis obtained comparing BF to BG showed similarity in the gene expression of the two ground controls (BG and FC) compared to microgravity exposed mice (BF) in both *soleus* and EDL. 

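Pdlim3, a protein of the Z-disc, illustrates the soleus tree, with BF above both ground groups, by 1.28 ± 0.19 against BG and 1.60 ± 0.19 against FC (log2 fold change, SE, n = 3, adjusted p = 3.2e-04 and 3.6e-05 from limma), and -0.32 between them (adjusted p = 0.304). Serpina3n, a protease inhibitor, was called up in EDL against BG (1.14 ± 0.22, limma, unadjusted p = 8.12e-05), with 0.20 for FC vs. BG. On the 753 probe sets called in soleus for BF vs. BG, the first branching of the tree (average linkage, Euclidean distance) put all 9 arrays on the side of their condition, flown or ground. On all 22626 probe sets it did so as well. In EDL, the 95 called probe sets put 5 of 9 arrays on that side, since BG replicate 2 branched off alone, and all probe sets put 7 of 9, since BF replicate 2 did; with probe sets above the median signal the called ones put 9 of 9. Genes chosen for a difference between BF and BG favour a tree that parts these groups.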

As shown in Fig 3C and 3D, BG and FC samples were arranged in the same cluster.

### Functional gene clusters and signaling pathways affected by spaceflight in mouse *soleus* and EDL muscles

To identify functional gene clusters specifically involved in microgravity-induced skeletal muscle adaptation, pathway enrichment and gene ontology (GO) categories were obtained by using GO enrichment tool of Partek^®^ Genomics Suite^®^ software and DAVID databases. Since the main aim of our study was to identify molecular players involved in the adaptation process induced by extended microgravity, we therefore centred our analysis on BF vs. BG comparison.

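Immediate early genes rose together in BF soleus against BG, 12 of 21 with none down and 9 not passing (14 rose when adjusted over the list alone). Its member Myc, a growth regulator, rose by 2.23 ± 0.35 (log2, SE, n = 3, adjusted p = 3.9e-04), and Hbegf, a growth factor outside the list, by 2.91 ± 0.48 (adjusted p = 5.9e-04). The list's median log2 fold change was 0.83 (camera, adjusted p = 7.83e-05, and adjusted p = 0.349 with an estimated correlation). By the paper, flown mice were moved from the landing site to Moscow after landing. Whether these or the other changes in BF arose in flight or after it was not tested. Of 25 genes of the costamere, Z-disc and focal adhesion, 7 rose, 2 fell and 16 did not pass (8 and 4 when adjusted over the list alone; camera, adjusted p = 0.263), with Fhl3 at 1.07 (adjusted p = 0.003; 0.88, under 2-fold, without soleus BF replicate 1). Antioxidant genes moved both ways, 4 up and 6 down of 20 (7 and 8 when adjusted over the list alone; camera, adjusted p = 0.612), among them catalase, Cat, at -0.97 (adjusted p = 0.0056). Glucocorticoid-responsive genes rose in 6 of 19 cases with none down (6 when adjusted over the list alone), Cebpd by 1.30 ± 0.27 (adjusted p = 0.0034; 0.97 without soleus BG replicate 2), but the list did not pass as a set (camera, adjusted p = 0.0678).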

As shown in Fig 4, the GO analysis centred on 680 genes differentially regulated in *soleus* of mice exposed to microgravity (BF) compared to the ground control (BG) identified different GO biological key functional categories. Within the biological key functional categories identified, 37,67% of these genes resulted linked to the biological regulation processes, 22,88% to locomotion, 15,64% to response to stimulus, 4,02% to cellular component organization or biogenesis, 2,56% to single-organism processes, 2,19% to cellular processes, 2,13 to localization and 1,64% to metabolic processes.

**Fig 4:**
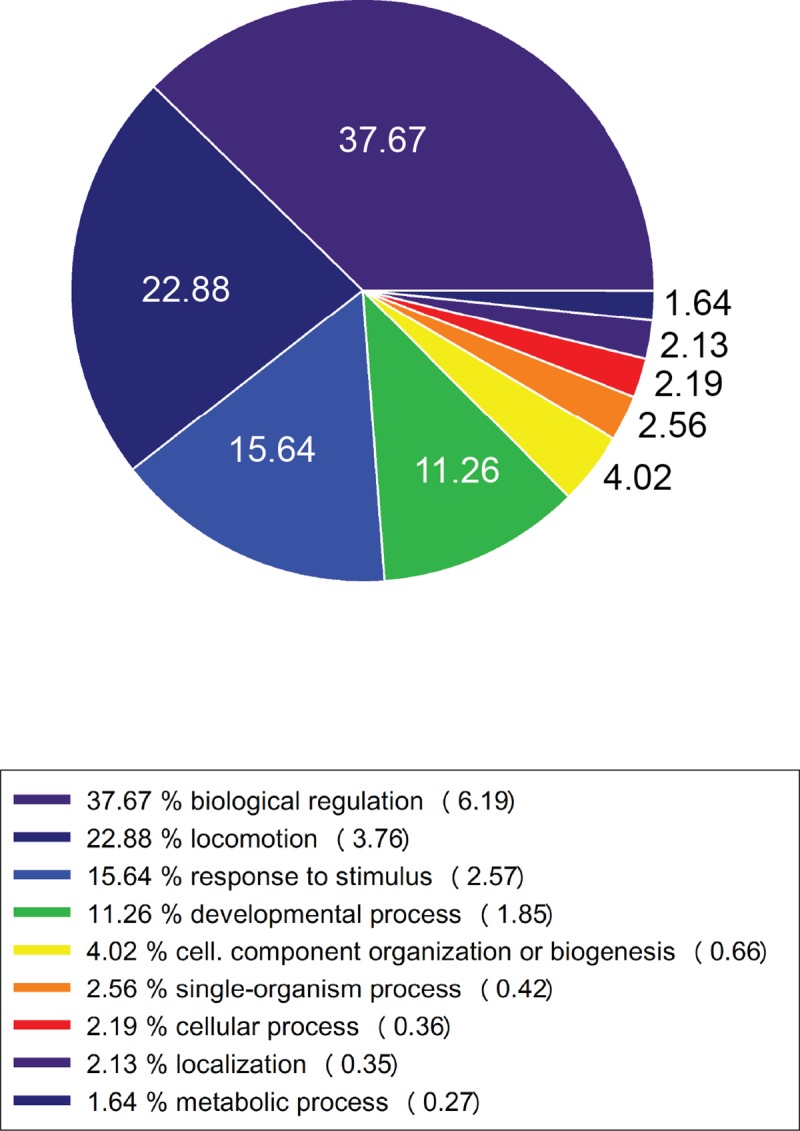
Biological functions regulated in *soleus* of BION-M1 flown mice. Pie graph showing the percentage of genes linked to biological functions differentially expressed in *soleus* in BF group compared to ground control (BG) group. GO enrichment tool of Partek^®^ Genomics Suite^®^ software was used to perform the analysis. The Fisher's Exact test on the counts of genes was used to identify key functional groups in biological functions with respect to an enrichment p value < 0.05 and more than 8 genes per group.

Furthermore, DAVIDbased GO analysis identified 12 main functional gene clusters, plus a separate group of other genes of potential interest, affected by microgravity exposure in *soleus* (gene linked to functional clusters short listed in Table 1 and complete gene list in Supporting Information, S1, S2 and S3 Tables): contractile myofiber and regulation of muscle contraction, glucose and fatty acid metabolism, inflammatory response, calcium ion homeostasis, stress response, muscle development, response to oxidative stress, regulation of programmed cell death and focal adhesion. By contrast, only four functional gene clusters, plus a separate group of other genes of potential interest, were found in EDL: intermediate filaments, response to peptide hormone stimulus, acute inflammatory response and transcription factors activity (Table 2).

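Genes of glycolysis and glycogen metabolism rose in BF soleus against BG, 8 of 18 with none down and 10 not passing (9 rose when adjusted over the list alone). Gpd1, which links glycolysis to glycerol phosphate, rose by 1.99 ± 0.33 and Phkg1, a subunit of the glycogen-mobilizing phosphorylase kinase, by 1.29 ± 0.25 (log2, SE, n = 3, adjusted p = 5.7e-04 and 0.0018 from limma). The list shifted up (camera, adjusted p = 9.53e-04, and adjusted p = 0.566 with an estimated correlation). Heat shock proteins and co-chaperones rose in 6 of 22 cases with none down (6 when adjusted over the list alone), and Hspb1 by 1.34 ± 0.21 (camera, adjusted p = 0.00408, and adjusted p = 0.636 with an estimated correlation; 0.379 without soleus BF replicate 2). Collagens and matrix genes fell in 9 of 24 cases with none up (9 when adjusted over the list alone), Col1a1 by 1.88 ± 0.50 (camera, adjusted p = 0.00466, and adjusted p = 0.636 with an estimated correlation). Tendon and cartilage markers fell along with them in 6 of 13 cases, with Chad at -2.28 ± 0.55 (adjusted p = 0.0074). The study's own S1 to S3 Tables list 121 genes, of which 106 have a probe set of their own here; all 106 were called in the direction listed, which is not independent evidence, since the study chose them on these arrays.

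**Figure D2:**
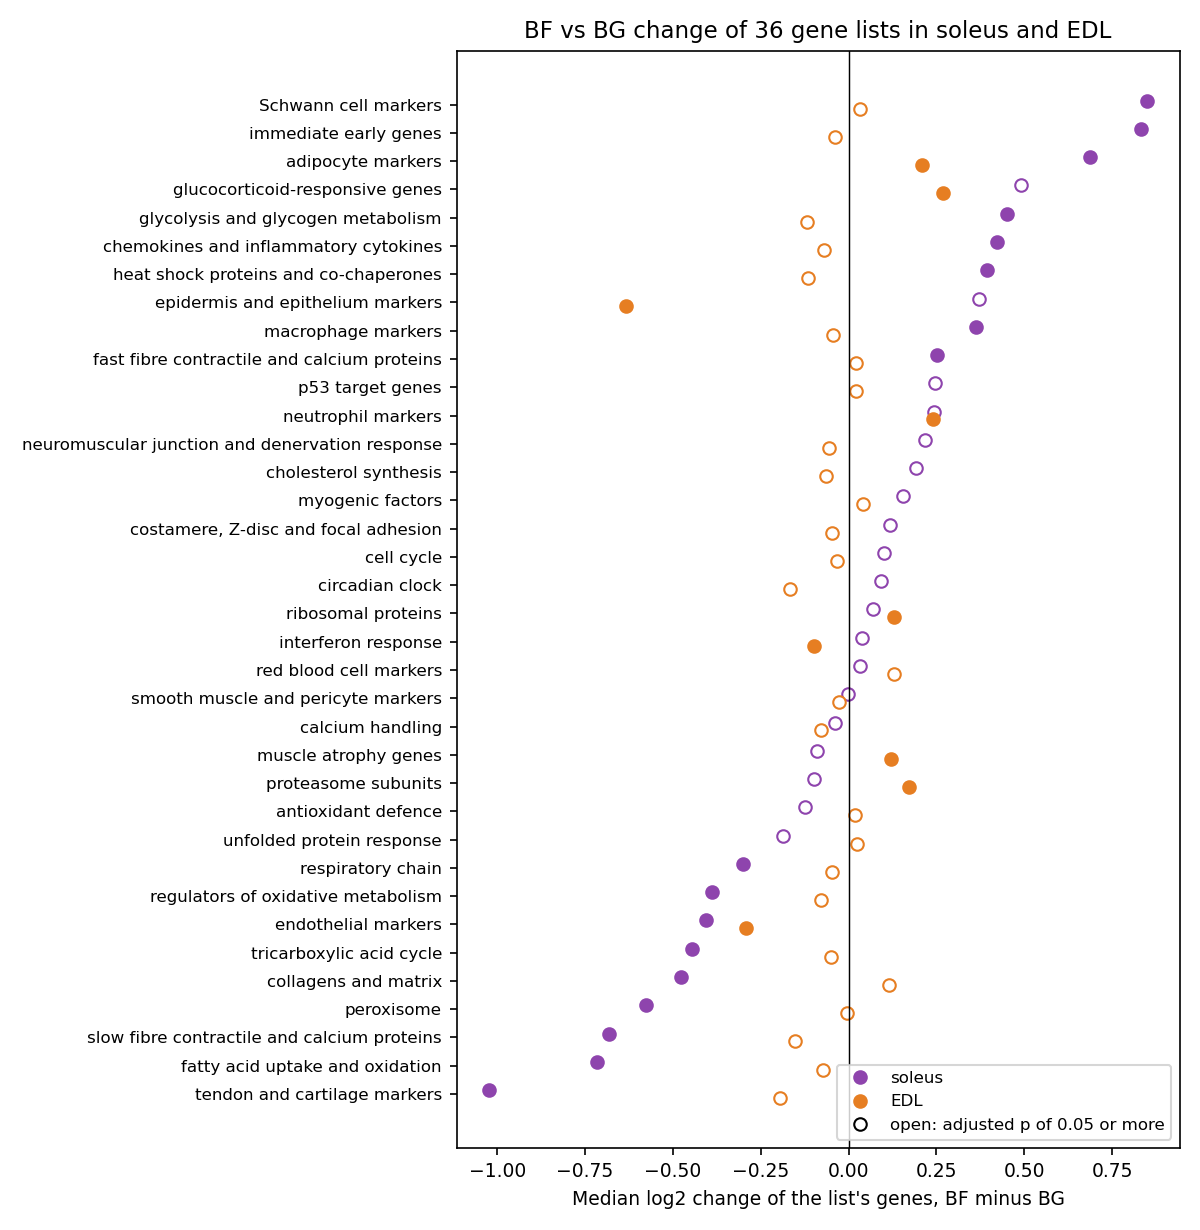
Median log2 fold change, BF minus BG, of the measured genes of each of 36 gene lists, in soleus (purple) and EDL (orange), filled where camera's adjusted p with the preset correlation is under 0.05. The medians span -1.02 to 0.85 in soleus and -0.63 to 0.27 in EDL.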

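Keratins were lower in BF than in BG EDL, and a single BG array held most of their signal. Krt13, a keratin of lining epithelia, was at 4.13 ± 0.24 in BF and 7.04 ± 3.56 in BG (log2 signal, mean ± SD, n = 3), a log2 fold change of -2.91 ± 1.01 (SE; limma, unadjusted p = 0.0101), and without EDL BG replicate 2 that change was -0.90. Krt36 behaved alike, with -1.07 over all arrays and -0.26 without that array. Of 19 epidermis and epithelium markers, none passed the adjusted p of limma (0 when adjusted over the list alone, 7 at an unadjusted p under 0.05), 18 had negative changes, and 15 were highest in EDL BG replicate 2, where their mean was 7.65 against 5.62 in the next EDL array. The list fell as a set (camera, adjusted p = 4.1e-05, and adjusted p = 0.666 with an estimated correlation), with an adjusted p of 0.21 without that array. The paper's EDL table has 24 genes with a probe set of their own here, and all 24 were called in the direction listed, which is not independent evidence; they include 5 of intermediate filaments, 2 up and 3 down, 3 of the response to peptide hormone, all up, 1 of the acute inflammatory response, Orm1, and 4 transcription factors, 1 up and 3 down. Orm1, an acute phase protein, rose by 1.15 ± 0.36 (unadjusted p = 0.00568), and by 0.98, which is not called, without EDL BF replicate 2.

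**Figure D3:**
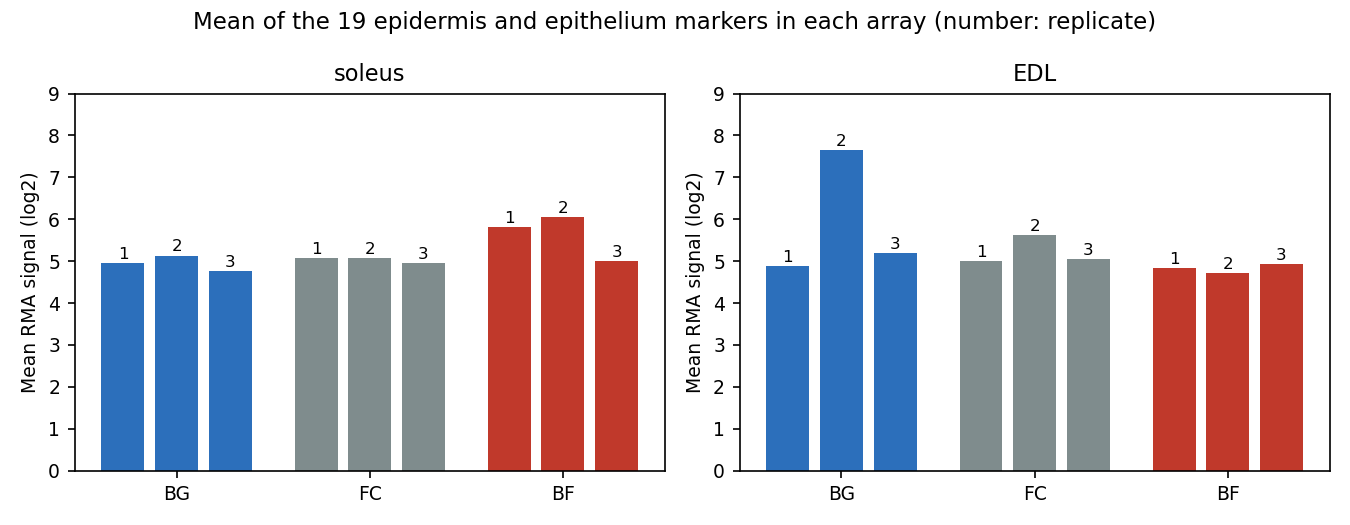
Mean RMA signal (log2) of 19 epidermis and epithelium markers in each array of soleus and EDL, 1 bar per array in groups of 3 for BG, FC and BF. The bar of EDL BG replicate 2 stands at 7.65 and the next highest EDL array at 5.62.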

The major part of genes listed in the S1, S2 and S3 Tables were significantly and differentially regulated in the space-flown group (BF) compared to ground controls (BG and FC) in *soleus*. 

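Bdh1, an enzyme of ketone metabolism, and Acaa2, of fatty acid oxidation, fell in BF soleus against both ground groups. Bdh1 changed by -2.17 ± 0.45 against BG and -1.72 ± 0.45 against FC (log2, SE, n = 3, adjusted p = 0.0028 and 0.0098 from limma). For Acaa2, one of the genes listed in S1 Table, the change against FC was -1.66 ± 0.17 (adjusted p = 1.3e-05). Adpgk, an ADP-dependent glucokinase, rose by 1.99 ± 0.28 and 1.94 ± 0.28 in the same comparisons (adjusted p = 1.6e-04 and 1.3e-04). Of the 106 genes of the S1 to S3 Tables that have a probe set of their own, 77 (72.6%) were also called for BF vs. FC. The tables were chosen on BF vs. BG in these arrays, and both comparisons share the BF arrays, so this is not independent evidence.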

When the two ground controls were compared (FC vs. BG), the expression of about 85% of genes were not significantly changed, suggesting that the difference in mice housing conditions (standard cage vs. flight habitat) only marginally affected the transcriptional regulation outcome of genes induced by microgravity exposure. 

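Fbp2, the muscle fructose bisphosphatase, and Pvalb, a calcium buffer of fast fibres, were at like levels in the ground groups of soleus, with log2 fold changes for FC vs. BG of 0.42 ± 0.36 and 0.31 ± 0.29 (SE, n = 3, adjusted p = 0.487 and 0.532 from limma). For BF vs. BG they rose by 2.05 and 2.46 (adjusted p = 8.6e-04 and 4e-05). Adipoq, which the study lists under lipid metabolism, lay between, at 1.06 for FC vs. BG (adjusted p = 0.116). Of the 106 genes of the S1 to S3 Tables, 5 (4.7%) were called for FC vs. BG in soleus and 95.3% were not, at the adjusted p and 2-fold. At p alone, 87.7% had no probe set past the adjusted p, and 76.4% none past an unadjusted p of 0.05 (85.8% by the probe set with the highest mean); in the paper's own tables, 84.3% have an unadjusted p of 0.05 or more and 95% do not pass both p and fold. A p past the threshold in 1 comparison and not in the other does not by itself show that the 2 changes differ.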

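Orm1, Adipoq, Cdkn1a and Myf6, the 4 genes of the S1 to S3 Tables called in EDL for BF vs. BG, all rose there, and they make up 3.8% of the 106 listed genes that have a probe set of their own, at an unadjusted p under 0.05 and 2-fold. At p alone, 19 of them have a probe set under 0.05 (16 by the probe set with the highest mean), while the paper's tables hold 13 genes past p and 6 past p and fold. Adipoq, a hormone of fat cells, was at 8.59 ± 0.75 in BF and 6.72 ± 0.48 in BG EDL (log2 signal, mean ± SD, n = 3), and at 11.13 ± 0.85 and 8.80 ± 0.26 in soleus. In EDL it was higher in FC too, with a log2 fold change of 2.25 for FC vs. BG against 1.87 for BF vs. BG. The EDL rise of Adipoq therefore does not set BF apart from both ground groups. Its soleus change was 2.34 ± 0.42 (SE, adjusted p = 0.0012 from limma), and the difference between the muscles was 0.47 (adjusted p = 0.645). Fat cell markers of a fixed list moved with it, as 9 of 16 rose and 1 fell in soleus (9 and 2 when adjusted over the list alone; camera, adjusted p = 0.0031, and adjusted p = 0.349 with an estimated correlation). In EDL none of them passed singly in limma (1 rose when adjusted over the list alone and 4 at an unadjusted p under 0.05), and the list's median change was 0.21 (camera, adjusted p = 0.00655, adjusted p = 0.627 with an estimated correlation, and 0.0568 without EDL BF replicate 3). For BF vs. FC in EDL the list did not pass (camera, adjusted p = 0.602).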

Among all the genes included in the complete list, only 13 genes (10%) were differentially regulated in EDL (BF vs. BG), thus showing a high muscle-specific transcriptome adaptation, very likely induced by microgravity in spaceflight. On the other hand, gene enrichment analysis in EDL (Table 2) showed a more heterogeneous outcome in which the expression of 40% of the genes (11 of 27 genes) significantly regulated in BF vs. BG were, however, not significantly changed in BF vs. FC. This would indicate that the observed changes in EDL gene expression could be attributed to the two different on the ground mice housing conditions (i.e., standard cage vs. replica of flight habitat) between BG and FC. Nevertheless, only 2 of them were significantly differentially regulated comparing BG with FC.

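Aurka, a mitotic kinase, fell in BF EDL against both ground groups, by 1.21 ± 0.23 against BG and 1.20 ± 0.23 against FC (log2, SE; limma, unadjusted p = 6.2e-05 and 6.6e-05), though its call against BG ended without EDL BG replicate 1, at -0.98. Il6ra, a cytokine receptor, was called up against BG (1.20 ± 0.23, unadjusted p = 6.91e-05) and not against FC (0.77), and without EDL BF replicate 3 its change against BG was 0.92. Of the 24 genes of the paper's Table 2 that have a probe set of their own, 10 were not called for BF vs. FC at an unadjusted p under 0.05 and 2-fold; at p alone 8 were not past it by the probe set with the highest mean, against 11 in the paper's table.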

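Among the 10 genes of Table 2 not called for BF vs. FC in EDL are keratins that were low in BF and FC alike. For Krt13 the FC vs. BG change was -2.43 ± 1.01 on the log2 scale (SE; limma, unadjusted p = 0.0271) and for Krt6a -1.09 ± 0.43 (unadjusted p = 0.0203). Without EDL BG replicate 2, which is high in both keratins, the values were -0.42 and -0.30. Of those 10 genes, 3 were called for FC vs. BG, and of all 24 genes of the table with a probe set of their own, 6 were.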

Moreover, pathway analysis using KEGG module of WEB-based GEne SeT AnaLysis Toolkit [26] focusing only on the genes significantly differentially regulated in BF vs. BG of *soleus* and EDL was performed to assess which signalling pathways were mainly affected by 30 days of microgravity (Table 3).

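Peroxisomal genes fell in BF soleus against BG, 10 of 19 genes of a fixed list with none up and 9 not passing (12 fell when adjusted over the list alone). Nudt7, which degrades coenzyme A in peroxisomes, fell by 1.64 ± 0.18 and Amacr, an enzyme of branched fatty acid breakdown, by 1.28 ± 0.17 (log2, SE, n = 3, adjusted p = 2.7e-05 and 1.3e-04 from limma). The list shifted down (camera, adjusted p = 2.35e-05, and adjusted p = 0.307 with an estimated correlation). Counted over the genes that the paper's Table 3 places in each pathway and that have a probe set of their own, 9 of 10 peroxisome genes, 7 of 9 PPAR genes and all 6 of fatty acid metabolism were down in soleus, as were 7 of 8 of the extracellular matrix receptors. In the MAPK pathway 13 of 17 were up, among them Fos (2.41 ± 0.50, adjusted p = 0.0028). In EDL the 3 genes of the ErbB pathway, Cdkn1a, Eif4ebp1 and Pik3r1, were up, and of the 3 Jak-STAT genes Il6ra and Pik3r1 were up and Cntfr down. The study chose these genes as called, so the directions are not independent evidence.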

**Table 3:** Signaling pathways differentially regulated in *soleus* and EDL of BION-M1 space flown mice.

	Pathway Name	# Gene	Entrez Gene	Statistics
*soleus*	PPAR signaling pathway	13	104086 20411 22190 16956 11430 113868 12491 11450 19013 1183214077 14081 12896	R = 4.47;rawP = 4.94e-06;adjP = 0.0006
	Peroxisome	12	18631 28200 11430 113868 269951 26874 14081 70503 17117 1235915488 13850	R = 3.95;rawP = 4.21e-05;adjP = 0.0027
	Fatty acid metabolism	8	11430 113868 110446 231086 14081 52538 97212 12896	R = 4.85;rawP = 0.0002;adjP = 0.0065
	Adipocytokine signaling pathway	10	72674 19017 12491 11450 19013 108099 19082 14081 20528 16846	R = 3.84;rawP = 0.0002;adjP = 0.0065
	Nitrogen metabolism	5	27053 14645 23831 107869 12319	R = 5.76;rawP = 0.0014;adjP = 0.0301
	Propanoate metabolism	6	16832 97212 20917 227095 110446 60525	R = 4.77;rawP = 0.0013;adjP = 0.0301
	Protein digestion and absorption	9	11931 12814 12825 98660 11932 12842 20514 12830 11928	R = 3.00;rawP = 0.0028;adjP = 0.0413
	MAPK signaling pathway	20	13537 14164 12299 19043 17869 18479 18750 15507 17762 63953 1804968794 225028 66350 19042 110651 14281 66922 26410 15481	R = 1.94;rawP = 0.0036;adjP = 0.0413
	Proximal tubule bicarbonate reclamation	4	11931 98660 11932 11928	R = 5.76;rawP = 0.0042;adjP = 0.0413
	ECM-receptor interaction	9	12814 12845 12491 12825 12505 16782 12842 12830 12643	R = 2.80;rawP = 0.0046;adjP = 0.0413
EDL	ErbB signaling pathway	3	12575 13685 18708	R = 9.02;rawP = 0.0045;adjP = 0.0473
	PPAR signaling pathway	3	20249 20411 11450	R = 9.96;rawP = 0.0034;adjP = 0.0473
	mTOR signaling pathway	2	13685 18708	R = 10.34;rawP = 0.0159;adjP = 0.0581
	Type II diabetes mellitus	2	11450 18708	R = 10.11;rawP = 0.0166;adjP = 0.0581
	Insulin signaling pathway	3	20411 13685 18708	R = 5.90;rawP = 0.0142;adjP = 0.0581
	Jak-STAT signaling pathway	3	16194 12804 18708	R = 5.61;rawP = 0.0163;adjP = 0.0581
	Glioma	2	12575 18708	R = 8.39;rawP = 0.0236;adjP = 0.0604
	Phosphatidylinositol signaling system	2	20975 18708	R = 7.80;rawP = 0.0271;adjP = 0.0604
	Melanoma	2	12575 18708	R = 6.95;rawP = 0.0335;adjP = 0.0604
	Chronic myeloid leukemia	2	12575 18708	R = 6.84;rawP = 0.0345;adjP = 0.0604

Differentially regulated genes (BF vs. BG) in *soleus* (FDR<0.05 and < -2 & > 2 fold change) and EDL (p value < 0.05 (2 way ANOVA) and < -2 & > 2 fold change) were analysed by KEGG module of WEB-based GEne SeT AnaLysis Toolkit. The top 10 most significantly enriched pathways in each muscle were included in the table. RawP: p value from hypergeometric test and adjP: p value adjusted by the multiple test adjustment.

### Gene expression changes induced by microgravity exposure in both *soleus* and EDL

In order to identify common genes regulated by microgravity in both *soleus* and EDL, genes differentially regulated between BF and BG were further compared in the two muscles. Among the 680 genes differentially regulated in *soleus* and the 72 genes regulated in EDL, the expression of only 24 genes were significantly changed in both muscles (Table 4) as shown in the Venn diagram in Fig 5A. 

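Lcn2, an iron-binding protein of acute inflammation, rose in both muscles of BF mice against BG, by 2.07 ± 0.46 in soleus (log2, SE, n = 3, adjusted p = 0.0043) and by 2.94 ± 0.46 in EDL (limma, unadjusted p = 5.62e-06). Snhg5, a host gene of small nucleolar RNAs, rose by 1.78 ± 0.14 (adjusted p = 7.6e-07) and 1.07 ± 0.14 (unadjusted p = 6.43e-07; 1.00, under 2-fold, without EDL BF replicate 3). Eif4ebp1, a repressor of translation, rose by 1.13 ± 0.18 (adjusted p = 3.7e-04; 1.00, just under 2-fold, without soleus BF replicate 3) and 1.20 ± 0.18 (unadjusted p = 2.65e-06). Tfrc, the transferrin receptor, fell by 1.86 ± 0.27 in soleus (adjusted p = 2.4e-04) and by 1.04 ± 0.27 in EDL (unadjusted p = 0.00131), with -0.87 without EDL BG replicate 3. In all, 23 genes were called in both muscles, 17 up in both, 3 down in both and 3 in opposite directions, where independent lists would share 3.34 (Fisher's exact test, p = 6.38e-14). That test takes the lists as independent, and whether the soleus and EDL arrays come from the same mice is not known. With the adjusted p in EDL and the unadjusted p in soleus the number of genes called in both was 12. Without EDL BG replicate 1 it was 36.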

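Postn and Aspn, proteins of the extracellular matrix, moved in opposite directions in the 2 muscles of BF mice against BG. Postn fell by 2.06 ± 0.47 in soleus (log2, SE, n = 3, adjusted p = 0.0056 from limma) and rose by 1.15 ± 0.47 in EDL, a difference between the muscles of -3.21 ± 0.67 (adjusted p = 0.0105). Aspn fell by 1.87 ± 0.37 in soleus (adjusted p = 0.0022), rose by 1.06 in EDL and differed by -2.93 ± 0.52 (adjusted p = 0.0048). Npr3, a clearance receptor of natriuretic peptides, was -0.92 in soleus, where a second probe set at -1.11 was called, and 1.06 in EDL, a difference of -1.98 ± 0.27 (adjusted p = 8.8e-04). In EDL the unadjusted p from limma was 0.026 for Postn, 0.0107 for Aspn and 3.37e-05 for Npr3. The EDL calls of the first 2 genes ended without EDL BG replicate 2 (Postn 0.90, Aspn 0.84), and also without EDL BF replicate 1 (0.92 and 1.00, unadjusted p = 0.0998 and 0.0322) or 2 (0.55 and 0.67), while that of Npr3 ended without EDL BG replicate 2 (0.98). The BF vs. BG changes of the 2 muscles had a correlation of 0.051 across genes, which are not independent replicates. For BF vs. FC that correlation was 0.459, and for FC vs. BG it was 0.207. For BF vs. FC, 72 genes were called in both muscles, 48 up in both, 21 down in both and 3 in opposite directions. Independent lists would share 7.61.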

The low number of commonly regulated genes in both *soleus* and EDL support the hypothesis that changes in gene expression in response to microgravity exposure are highly muscle-specific. 

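Cdkn1a, which encodes the cell cycle inhibitor p21, was at 11.01 ± 0.26 in BF and 9.71 ± 0.91 in BG soleus and at 10.53 ± 0.29 and 9.15 ± 0.39 in EDL (log2 signal, mean ± SD, n = 3). Its log2 fold change was 1.30 ± 0.34 in soleus (SE, adjusted p = 0.0119) and 1.38 ± 0.34 in EDL (limma, unadjusted p = 8.01e-04). Cdkal1, an enzyme of tRNA modification, rose by 1.65 ± 0.33 in soleus (adjusted p = 0.0021) and 1.64 ± 0.33 in EDL (unadjusted p = 1.04e-04), and the muscle regulatory factor Myf6 by 1.37 ± 0.20 (adjusted p = 2.2e-04) and 1.02 ± 0.20 (unadjusted p = 7.73e-05). Ung, a DNA repair enzyme, fell by 1.66 ± 0.20 (adjusted p = 4.4e-05) and 1.06 ± 0.20 (unadjusted p = 4.78e-05). Synj2, a phosphoinositide phosphatase, was called through 1 of its probe sets, at 1.08 in soleus and 1.18 in EDL, while its probe set with the highest signal gave 0.02 and -0.36. The soleus call of Cdkn1a ended without soleus BG replicate 2 (0.78, adjusted p = 0.0564) and with the compared groups alone (adjusted p = 0.0615). In EDL, Myf6 fell under 2-fold without any 1 of EDL BF replicates 2 and 3 and EDL BG replicates 2 and 3 (0.90 to 0.99).

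**Figure D4:**
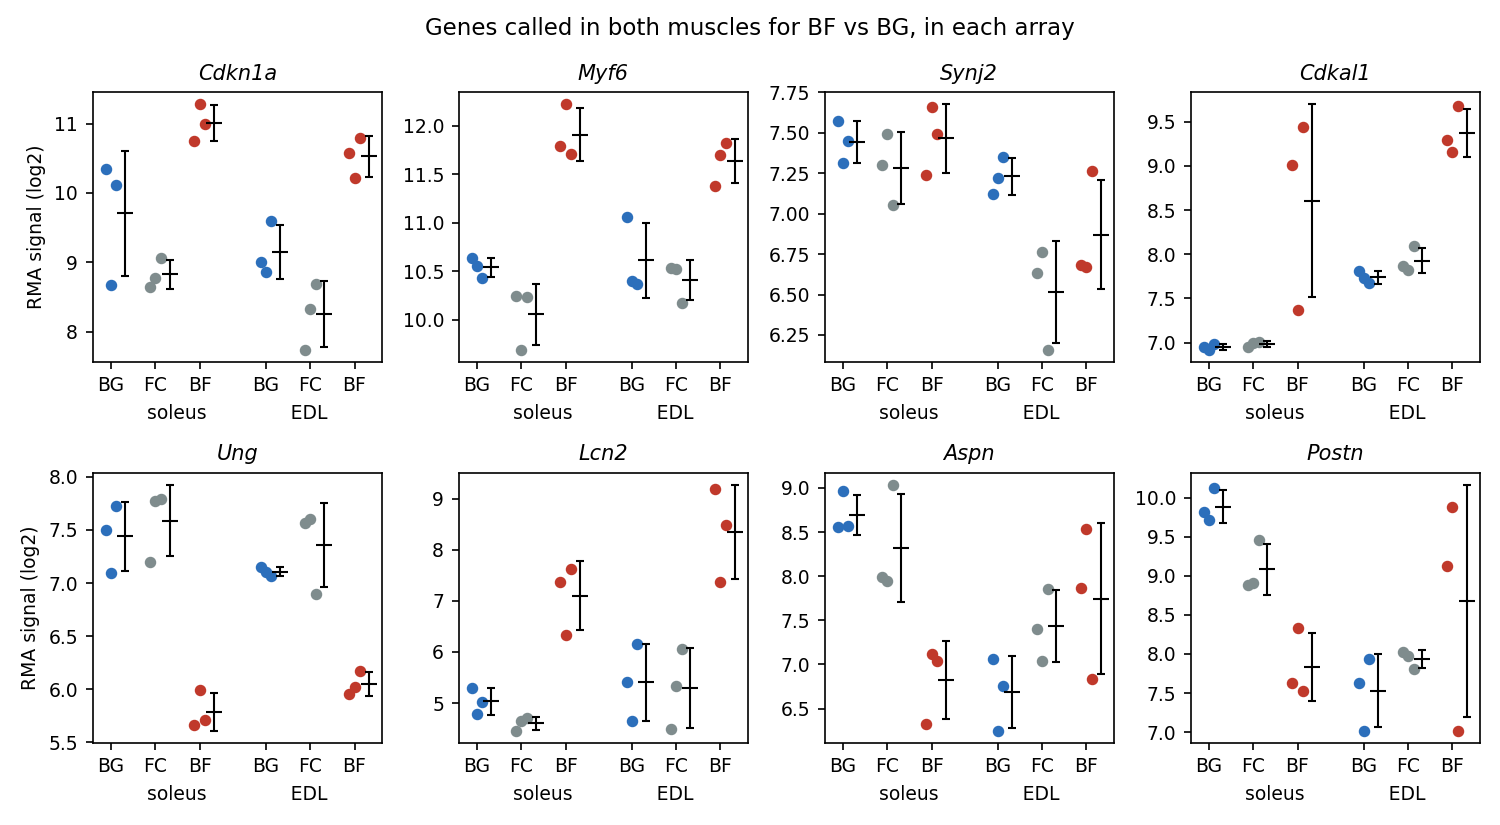
RMA signal (log2) of 8 genes called for BF vs. BG in both muscles, in each array of BG (blue), FC (grey) and BF (red), with black bars for the mean ± SD of 3 arrays. Synj2 is shown on its probe set with the highest signal, and Ung lies lower in BF in both muscles, by 1.66 in soleus and 1.06 in EDL.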

Among the identified transcripts, two genes were linked to cell proliferation (cyclin-dependent kinase inhibitor 1A (P21) (Fig 5B) and CDK5 regulatory subunit associated protein 1-like 1), the myogenic factor 6 (Myf6) (Fig 5C) and synaptojanin 2 (Synj2) (Fig 5D) were strongly up-regulated, while v-maf musculo-aponeurotic fibrosarcoma oncogene family, protein B (Mafb) and uracil DNA glycosylase Ung resulted in strong down-regulation in the space flown group (BF) compared to both ground control groups (BG and FC).

**Fig 5:**
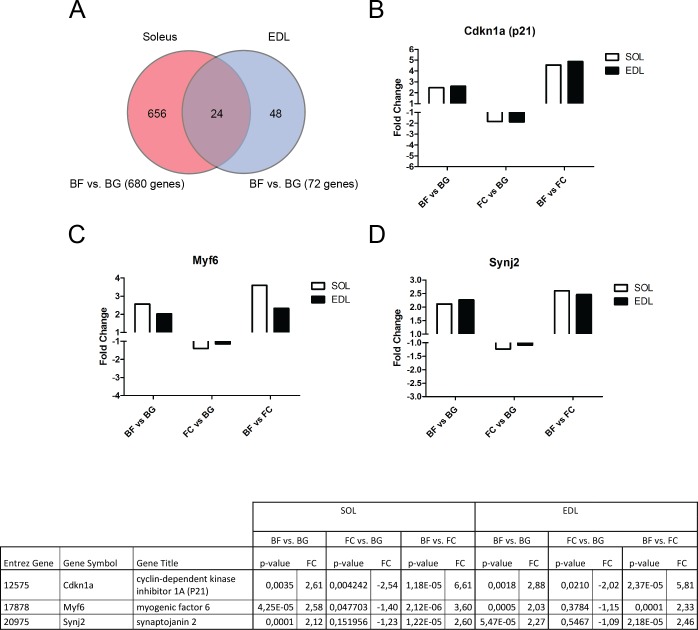
Common genes differentially regulated in *soleus* and EDL in BION-M1 flown mice. A, Venn diagram showing the number of genes differentially regulated in *soleus* and EDL following 30 days of microgravity exposure (BF vs. BG). B, C, D, bar charts showing the fold change in the expression of cyclin-dependent kinase inhibitor 1A (P21) (B), the myogenic factor 6 (C) and synaptojanin 2 (D) in both *soleus* and EDL muscles of flown mice (BF) compared to ground controls (BG and FC). The table includes the fold change and p-values for each gene depicted as bar graph in B-D.

**Table 4:** List of genes differentially regulated in both *soleus* and EDL in BION-M1 space flown mice.

				SOL						EDL			
		BF vs. BG		FC vs. BG		BF vs. FC		BF vs. BG		FC vs. BG		BF vs. FC	
Entrez Gene	Gene Symbol	p-value	*FC*	p-value	*FC*	p-value	*FC*	p-value	*FC*	p-value	*FC*	p-value	*FC*
18405	**Orm1**	7,98E-05	**5,59**	0,649953	**1,15**	0,0001673	**4,88**	0,019054	**2,22**	0,334438	**1,35**	0,11458	**1,65**
17918	**Myo5a**	1,10E-06	**5,43**	0,126039	**1,36**	8,75E-06	**3,99**	6,01E-07	**6,00**	0,286964	**1,23**	2,23E-06	**4,87**
15439	**Hp**	0,000688	**5,32**	0,148717	**1,77**	0,0113157	**3,01**	0,022807	**2,62**	0,022247	**2,63**	0,98947	**-1,00**
11450	**Adipoq**	0,000509	**5,05**	0,0537364	**2,09**	0,024636	**2,42**	0,002715	**3,65**	0,000696	**4,74**	0,45988	**-1,30**
16819	**Lcn2**	0,00222	**4,21**	0,436003	**-1,35**	0,0005342	**5,68**	0,000137	**7,70**	0,830056	**-1,08**	9,68E-05	**8,35**
72655	**Snhg5**	2,48E-08	**3,43**	0,169217	**-1,15**	7,25E-09	**3,95**	5,95E-06	**2,10**	0,490698	**-1,07**	2,40E-06	**2,25**
11433	**Acp5**	0,006445	**3,39**	0,359508	**1,42**	0,0374911	**2,38**	0,019126	**2,73**	0,333955	**1,45**	0,11517	**1,88**
83673	**Snhg1**	2,86E-07	**3,39**	0,000586	**-1,74**	4,42E-09	**5,88**	2,30E-05	**2,22**	0,160745	**-1,20**	3,06E-06	**2,65**
68916	**Cdkal1**	0,000924	**3,15**	0,92231	**1,03**	0,0011012	**3,07**	0,000994	**3,11**	0,625883	**1,14**	0,00244	**2,73**
11537	**Cfd**	0,003979	**3,13**	0,0412539	**2,08**	0,229282	**1,50**	0,017779	**2,42**	0,002263	**3,46**	0,28601	**-1,43**
12575	**Cdkn1a**	0,003504	**2,61**	0,0042418	**-2,54**	1,18E-05	**6,61**	0,001784	**2,88**	0,02099	**-2,02**	2,37E-05	**5,81**
17878	**Myf6**	4,25E-05	**2,58**	0,0477034	**-1,40**	2,12E-06	**3,60**	0,000532	**2,03**	0,378428	**-1,15**	0,00012	**2,33**
13685	**Eif4ebp1**	1,87E-06	**2,47**	0,981147	**1,00**	1,93E-06	**2,47**	6,84E-06	**2,22**	0,063676	**1,24**	0,00014	**1,79**
20975	**Synj2**	0,000119	**2,12**	0,151956	**-1,23**	1,22E-05	**2,60**	5,47E-05	**2,27**	0,546731	**-1,09**	2,18E-05	**2,46**
140742	**Sesn1**	7,73E-06	**2,11**	0,299864	**-1,11**	1,93E-06	**2,35**	3,53E-07	**2,72**	0,045714	**-1,25**	3,87E-08	**3,40**
18948	**Pnmt**	0,004559	**2,09**	0,732886	**-1,08**	0,002405	**2,25**	6,55E-05	**3,53**	0,471281	**-1,17**	2,16E-05	**4,14**
83673	**Snhg1**	0,001193	**2,08**	0,0698669	**-1,41**	4,53E-05	**2,95**	0,61843	**1,09**	0,428498	**-1,15**	0,20801	**1,26**
18162	**Npr3**	0,004588	**-2,16**	0,0082477	**-2,01**	0,756813	**-1,07**	0,014382	**1,89**	0,471607	**1,18**	0,05597	**1,60**
20411	**Sorbs1**	0,008884	**-2,44**	0,265102	**-1,40**	0,0750276	**-1,75**	0,029162	**2,03**	0,096792	**1,67**	0,51265	**1,21**
66695	**Aspn**	0,000752	**-2,52**	0,00928	**-1,89**	0,191014	**-1,33**	0,002575	**2,19**	0,865739	**-1,04**	0,00188	**2,27**
22256	**Ung**	5,71E-06	**-3,15**	0,511389	**1,11**	2,40E-06	**-3,49**	0,000365	**-2,08**	0,26731	**1,19**	5,64E-05	**-2,48**
16658	**Mafb**	0,001353	**-3,47**	0,99476	**-1,00**	0,0013688	**-3,47**	0,000479	**-4,15**	0,646026	**-1,15**	0,00109	**-3,60**
22042	**Tfrc**	6,58E-05	**-3,62**	0,140757	**-1,41**	0,0008869	**-2,58**	0,005811	**-2,06**	0,613272	**-1,12**	0,01523	**-1,84**
13170	**Dbp**	0,007662	**-3,84**	0,0096373	**3,65**	4,11E-05	**-14,01**	0,029217	**-2,83**	0,066869	**2,33**	0,00074	**-6,62**

The genes differentially regulated (BF vs. BG) in both *soleus* and EDL meeting < -2 & > 2 fold change criteria were included in the table.

### Validation of selected differentially regulated genes in *soleus* of mice exposed to microgravity

To validate gene expression changes observed following 30 days of microgravity by means of Affymetrix analysis, quantitative real time PCR (qPCR) was performed. Given that *soleus* muscle is highly affected by microgravity exposure compared to EDL, we focused the validation only on this muscle. The choice of genes to be validated was based on the low p values, fold changes > 2.5 and potential involvement in skeletal muscle physio-pathology. Due to the low amount of tissue used for RNA extraction, only the expression of 6 genes were evaluated by qPCR in flown mice (BF) compared to ground control (BG): frizzled homolog 9 (*Fzd9*), calsequestrin 2 (*Casq2*), potassium large conductance calcium-activated channel, subfamily M, alpha member 1 (*Kcnma1*), peroxisome proliferator activated receptor alpha (*Ppara*), actinin alpha 3 (*Actn3*) and myogenic factor 6 (*Myf6*). S4 Table includes the sequence of the primer used in qPCR analysis. Three housekeeping genes were used as reference to calculate the delta Ct of the selected genes: *Actb*, beta actin; *Ppia*, cyclophilin A; *Gapdh*, glyceraldehyde-3-phosphate dehydrogenase. As shown in Fig 6, qPCR data normalized using Actb showed that Fzd9, Casq2, Kcnma1, Ppara and Myf6 were significantly differentially regulated in *soleus* of BF compared to BG mice, confirming the reliability of the Affymetrix analysis for the selected genes. More in detail, 30 days microgravity exposure induced a significant reduction in Fzd9, Casq2, Kcnma1 and Ppara expression, and a significant increase in Myf6 expression in *soleus* of flown mice. Similar results were obtained using GAPDH (data not shown) and Ppia (S2 Fig) as housekeeping genes.

**Fig 6:**
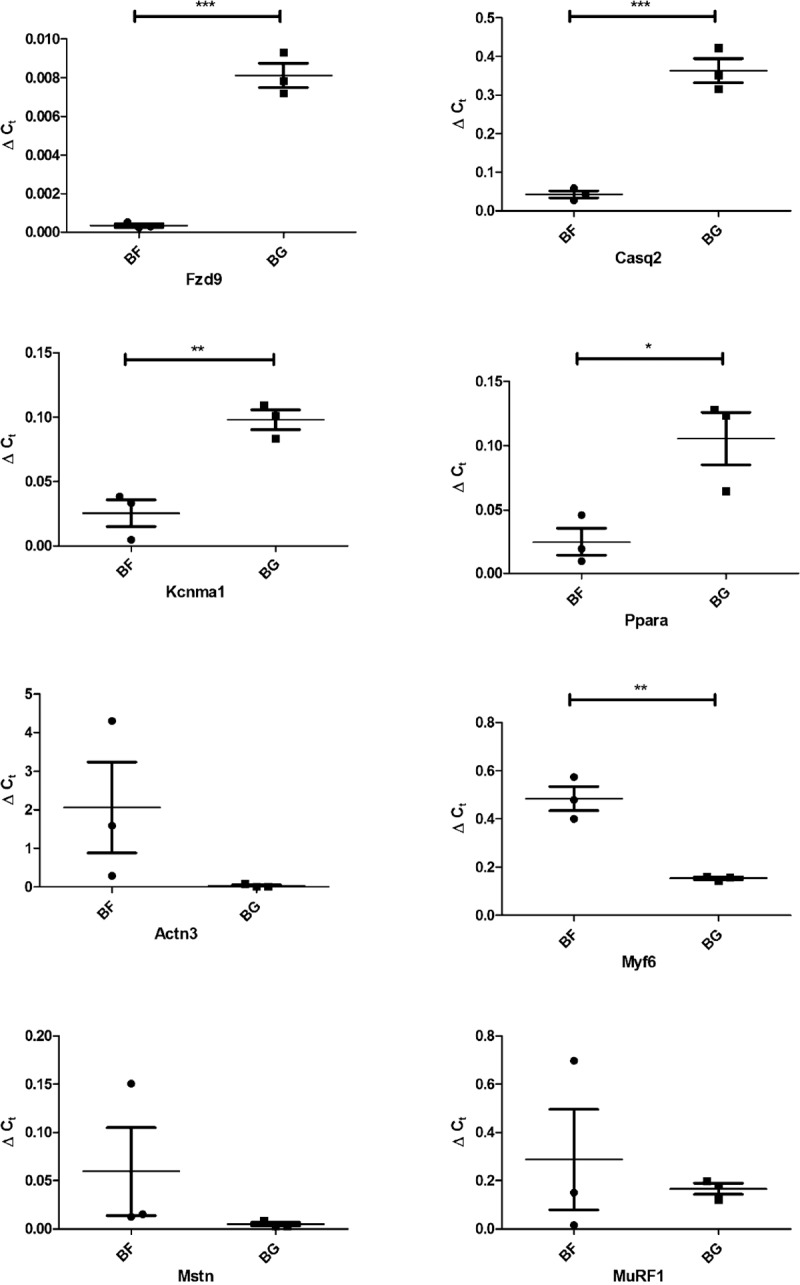
Real time qPCR analysis of selected genes differentially regulated in *soleus* of BF vs. BG mice. Expression levels of frizzled homolog 9 (Fzd9), calsequestrin 2 (Casq2), potassium large conductance calcium-activated channel, subfamily M, alpha member 1 (Kcnma1), peroxisome proliferator activated receptor alpha (Ppara), actinin alpha 3 (Actn3), myogenic factor 6 (Myf6), myostatin (Mstn) and Muscle RING Finger 1 (MuRF1) were evaluated by real-time quantitative PCR in soleus of flown (BF) and ground control mice (BG). *Actb* (beta actin) was used as housekeeping to calculate the delta Ct of the selected genes. Graph shows ΔC_t_ ± SEM; *** p < 0,0007, ** p < 0,006 and * p < 0,03.

Myostatin (Mstn) and Muscle RING Finger 1 (MuRF1) are both well-known regulators of skeletal muscle mass, but unfortunately the probes targeting these transcripts were not included in the Affymetrix Mouse Genome 430A 2.0 Array. Thus, microgravity-induced gene expression changes of myostatin (Mstn) and MuRF1were evaluated by qPCR (Fig 6 and S2 Fig). Mstn transcript tended to increase in soleus of flown mice (BF) compared to BG mice, while mRNA level of MuRF1 was not changed. Nevertheless, both these transcripts turned out not to be significantly regulated in the *soleus* of space-flown mice compared to ground controls.

## Discussion

The transcriptome profile established by the present study provides a new and comprehensive yet missing overview on the microgravity effects on the global gene expression in the slow-type *soleus* vs. the fast type EDL of space-flown mice. To our knowledge, this is the first study in which *soleus* and EDL collected from long-duration 30 days space-flown mice were analysed using microarray technology. Because of its mainly slow phenotype (rat and mice) and due to its known susceptibility to unloading and disuse, the antigravity and postural calf *soleus* has often been studied in experimental models of unloading to investigate signaling pathways involvement in skeletal muscle atrophy [28, 29], aging mechanisms of sarcopenia [30, 31], microgravity effects on skeletal muscle [3, 7, 32], and skeletal muscle structural and functional “integrity” in bed rest studies [33]. Considering the very high susceptibility of the *soleus* to disuse on Earth and to extended weightlessness in space compared with other fast-phenotype hind limb muscles reported from previous rodent spaceflight experiments (e.g., *gastrocnemius*, *anterior tibialis*, *plantaris*), further knowledge on the complete gene expression profile of this particular antigravity calf muscle obtained from space-flown mice are key to a deeper insight of the molecular mechanism of microgravity-induced skeletal muscle atrophy. Moreover, the comparison of the individual gene array data between *soleus* and EDL muscles showed that long duration microgravity exposure mainly affected global gene expression in *soleus*, whereas in EDL a much smaller number of genes was differentially expressed after spaceflight. This finding highlights the muscle-specificity of the microgravity-induced transcriptome rearrangement in these two very different muscle types from the lower limbs of space-flown mice.

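Endothelial markers were lower in BF than in BG in both muscles, and in EDL they were lower in FC than in BG too (camera, adjusted p = 0.00519, adjusted p = 0.99 with an estimated correlation, 0.116 without EDL BG replicate 2 and 0.127 without EDL FC replicate 1), with an adjusted p of 0.805 for BF vs. FC. In soleus 5 of 16 fell, 1 rose and 10 did not pass (10 fell and 1 rose when adjusted over the list alone), with Kdr, a receptor of vascular growth factor, at a log2 fold change of -0.94 ± 0.18 (SE, n = 3, adjusted p = 0.0018 from limma). In EDL none passed singly in limma (0 when adjusted over the list alone; 6 lower and 1 higher at an unadjusted p under 0.05), and 14 of 16 were negative. The list shifted down in soleus (camera, adjusted p = 9.53e-04, and adjusted p = 0.349 with an estimated correlation) and in EDL (adjusted p = 0.00253, and adjusted p = 0.627 with an estimated correlation), but not in EDL without EDL BF replicate 3 (0.0537). Of the 36 lists, 17 shifted in soleus and 9 in EDL for BF vs. BG at camera's adjusted p under 0.05, and none in either muscle with an estimated correlation (4 and 2 at an unadjusted p). At an adjusted p under 0.05 and any fold change, 5038 probe sets passed in soleus and 87 in EDL.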

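By the p of the lists, those of oxidative metabolism and of fast fibres are among the ones that part the muscles. For fatty acid oxidation, the list's BF vs. BG change was lower in soleus than in EDL (camera on the difference, adjusted p = 2.58e-10, and adjusted p = 0.455 with an estimated correlation), and outside that list the peroxisomal Nudt7, which acts on coenzyme A, differed by -1.64 ± 0.26 (log2, SE, n = 3, adjusted p = 0.0026). The tricarboxylic acid cycle (adjusted p = 6.1e-08, and 0.455 with an estimated correlation) and the respiratory chain (adjusted p = 1.18e-05 and 0.525) went the same way, with Idh2 at -2.21 ± 0.24 (adjusted p = 8.6e-05). Fast fibre genes (adjusted p = 0.00123), glycolysis (adjusted p = 3.4e-04) and immediate early genes (adjusted p = 3.01e-04) were higher in soleus (each 0.525 with an estimated correlation), with Pvalb at 2.58 ± 0.41 (adjusted p = 0.0025). In all, 18 of 36 lists differed between the muscles, and with an estimated correlation none did, 3 having an unadjusted p under 0.05. Gpd1 rose in soleus and was at -0.63 in EDL, and its difference of 2.62 ± 0.46 had an adjusted p of 0.0044. By the paper, the larger number of genes changed in soleus than in EDL highlights that the transcriptome changes in a muscle-specific way in microgravity. It treats this as a hypothesis where it discusses the genes common to the muscles.

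**Figure D5:**
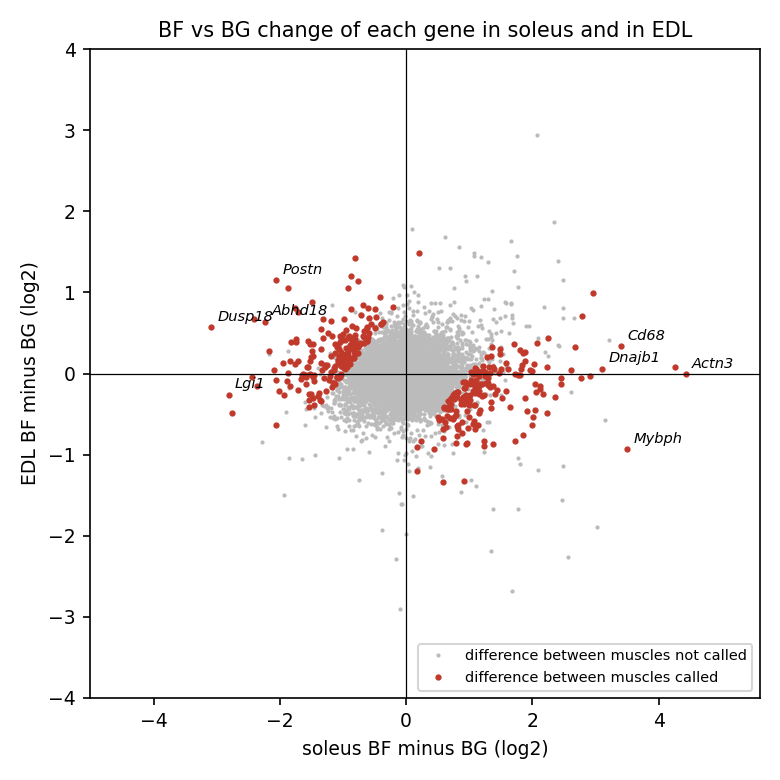
BF minus BG log2 fold change of each gene in soleus (horizontal) and in EDL (vertical), in red where the difference between the muscles was called and in grey elsewhere. Mybph lies at 3.50 in soleus and -0.94 in EDL, and Dusp18 at 0.57 in EDL.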

Another important asset of the present experimental design is the comparison of the flown mice (BF) with two different age- and sex-matched ground controls (BG and FC) to minimize any bias related to housing conditions and animal treatment.

### Structural microgravity effects on space-flown skeletal muscle

Previously published results on the 2013 BION-M1 mission reported some structural protein changes (alpha-actinin-1, beta-actin) in space-flown mice *soleus* and *tibialis anterior* [18], the slow to fast fiber phenotype shift and decrement of titin and nebulin functional proteins in the space-flown *gastrocnemius* and *tibialis anterior* [19]. In our study we also found reduced CSAs observed in type I, IIa, IIb and IIx myofibers in *soleus* of mice flown aboard of the biosatellite BION-M1 compared with ground based controls, and thus largely confirmed the notion that the postural muscles of lower limbs were highly responsive to microgravity unloading [3, 34, 35]. We also performed immunohistochemistry analysis with a set of MyHC slow and fast subtype-specific antibodies that showed an expected myofiber type shift from slow to fast mainly in *soleus* muscle flown in space for 30 days on board the biosatellite. These results were further supported by transcriptome analysis, showing a robust upregulation of fast specific genes such as *Myh4*, coding for the fast MyHC IIb, and the fast actinin alpha 3 in *soleus* muscle of mice exposed to microgravity.

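Myh4, the myosin heavy chain of IIb fibres, was at 13.78 ± 0.32 in BF and 9.51 ± 2.34 in BG soleus (log2 signal, mean ± SD, n = 3), a log2 fold change of 4.26 ± 0.79 (SE, adjusted p = 0.0014 from limma). Actn3, the actinin of fast Z-discs, rose by 4.43 ± 0.50 (adjusted p = 2.9e-05), and against FC the changes were 4.01 and 3.63 (adjusted p = 0.0017 and 1e-04). Of 14 fast fibre genes, 7 rose, none fell and 7 did not pass (7 rose when adjusted over the list alone), and all 14 changes were positive (camera, adjusted p = 1.3e-04, and adjusted p = 0.349 with an estimated correlation). Of 17 slow fibre genes, 4 fell, none rose and 13 did not pass (4 fell when adjusted over the list alone), with Pln, the inhibitor of the slow calcium pump, at -2.44 ± 0.18 (adjusted p = 4.5e-07). The slow myosin Myh7 was at -0.72 (adjusted p = 0.615). The study's tables of changed genes also hold an entry that names Myh6 and Myh7 together. It was left out here, since it does not name Myh7 alone, so the value above does not settle whether slow myosin RNA changed. The slow list shifted down (camera, adjusted p = 0.00486, and adjusted p = 0.636 with an estimated correlation). In EDL, where fast fibres dominate, the change was 0.08 for Myh4 and -0.01 for Actn3 (limma, unadjusted p = 0.918 and 0.985), and the difference between the muscles was 4.18 ± 1.12 and 4.44 ± 0.71 (adjusted p = 0.0305 and 0.0028). For Myh4 this difference was lost with ordinary one-way contrasts (adjusted p = 0.0797) and without any 1 of 7 arrays, soleus BF replicate 1, soleus BG replicates 1 and 3, EDL BF replicates 1 and 2 and EDL BG replicates 2 and 3 (adjusted p = 0.0538 to 0.0781).

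**Figure D6:**
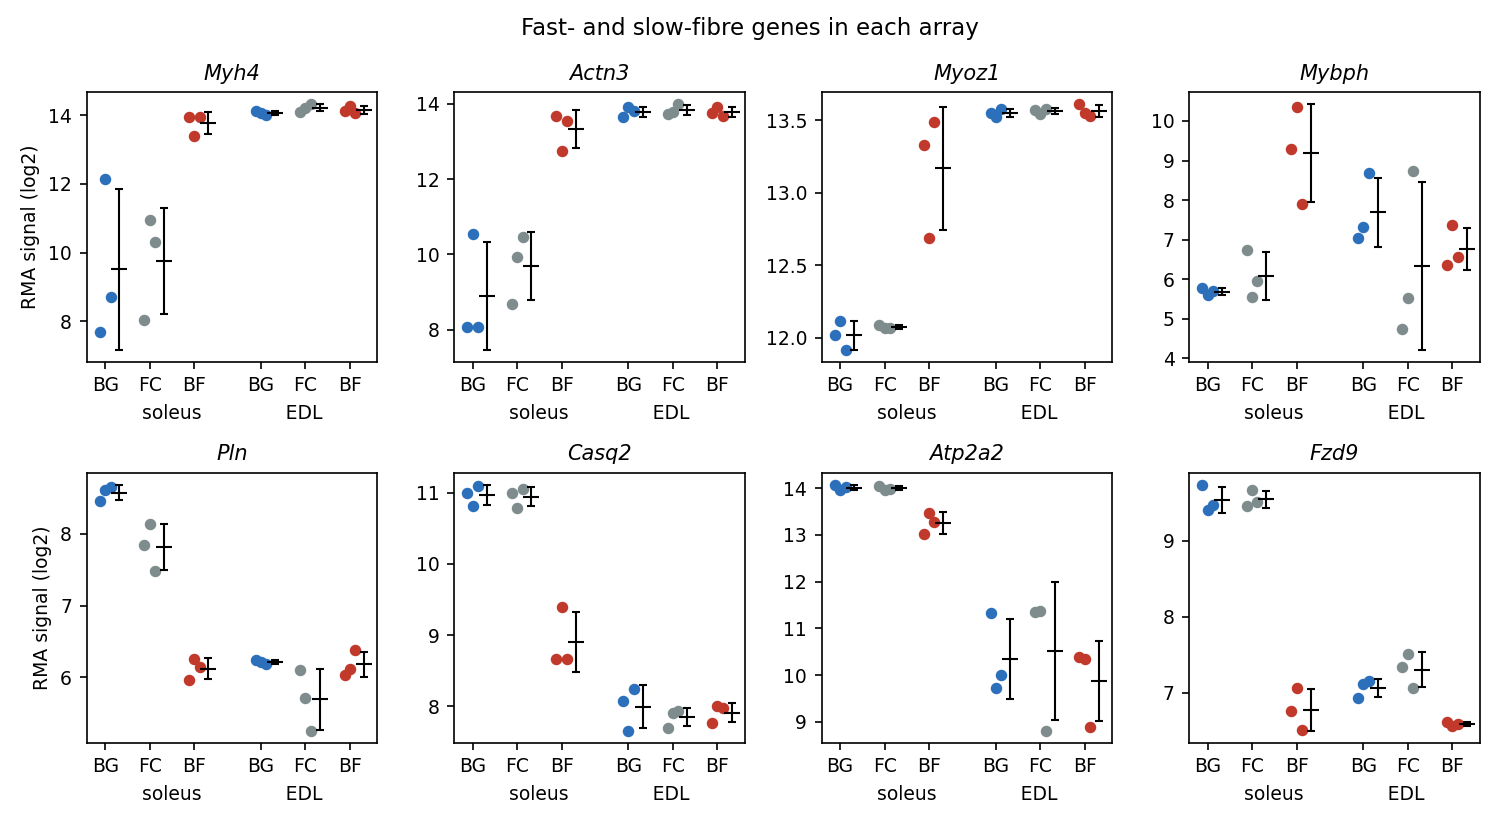
RMA signal (log2) of 7 genes of fast and slow fibres and of Fzd9 in each array of soleus and EDL, with BG in blue, FC in grey and BF in red, and black bars for the mean ± SD of 3 arrays. In soleus Myoz1 lies 1.15 higher in BF than in BG.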

Our morphological data support earlier findings of a reduction of the CSA in all fiber types in *soleus*, *gastrocnemius* and *plantaris*, and an increase of the fast type fiber composition exclusively in *soleus* of mice exposed to microgravity for 11 days on a NASA Shuttle mission [5]. In general, the 30 days BION-M1 space-flown muscles investigated in the present study already showed comparable structural changes (reduced CSA and fiber type shift) that have been reported in normal mouse *soleus* flown for as long as 91 days (MDS mission, 2009) on board the International Space Station [7].

### Microgravity effects on muscular gene expression: ground vs. spaceflight effects

In the 30 days BION-M1 space-flown *soleus* we found as much as 680 significantly differentially regulated genes (comparing BF vs. BG) while only 72 genes were found in EDL, including some yet unknown microgravity sensitive gene transcripts. Most of the newly identified transcripts are linked to various key biological functions and mechanisms (contractile machinery, metabolism, inflammatory and stress responses). Muscle specific changes in gene expression were previously reported mainly from the mouse and rat fast-type *gastrocnemius* following 11, 16 or 17 days of short-duration spaceflight [14–16]. Allen and co-workers found a significant down-regulation of peroxisome proliferator-associated receptor (PPAR) γ coactivator-1α (PPARGC-1α, PGC-1α) and peroxisome proliferator activated receptor alpha (PPARα) in 11 days space-flown mice gastrocnemius onboard of the STS108 shuttle [14]. However, we found a more complex pattern of peroxisome proliferator-associated receptor (PPAR) γ coactivator-1β (PPARGC-1β, PGC-1β) and peroxisome proliferator activated receptor alpha (PPARα) that both were strongly down-regulated in the space-flown *soleus*, but not in the EDL, compared to ground controls. 

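Ppargc1b, a coactivator of mitochondrial genes, was at 7.42 ± 0.26 in BF and 8.57 ± 0.32 in BG soleus, and Ppara, a nuclear receptor of fatty acids, at 7.71 ± 0.07 and 9.78 ± 0.72 (log2 signal, mean ± SD, n = 3). They fell by 1.15 ± 0.20 and 2.06 ± 0.28 against BG (SE, adjusted p = 9e-04 and 1.1e-04 from limma) and by 1.36 and 2.18 against FC (adjusted p = 1.7e-04 and 5e-05). In EDL the changes were -0.37 and -0.63 (limma, unadjusted p = 0.0857 and 0.0345), and the difference between the muscles was called for Ppara (-1.43 ± 0.39, adjusted p = 0.0321) but not for Ppargc1b (-0.78, adjusted p = 0.0897). Of 14 regulators of oxidative metabolism, 6 fell, 1 rose and 7 did not pass (7 and 1 when adjusted over the list alone; camera, adjusted p = 0.00408, and adjusted p = 0.222 with an estimated correlation). Genes of oxidative metabolism fell too, with none up. Of fatty acid oxidation 18 of 24 fell (19 when adjusted over the list alone). Of the tricarboxylic acid cycle 15 of 20 did (18), and of the respiratory chain 17 of 28 (20). Camera gave adjusted p = 2.7e-12, 1.99e-10 and 3.43e-08, and adjusted p = 0.307, 0.222 and 0.349 with an estimated correlation. The same lists also lay lower in FC than in BG soleus (camera, adjusted p = 0.00896, 0.00862 and 0.0285). They fell for BF vs. FC as well (camera, adjusted p = 1.32e-05, 7.27e-05 and 0.000627). Neither of these comparisons passed with an estimated correlation. Against BG, Fabp3 fell by 1.36 ± 0.16 and Cpt2, the inner carnitine palmitoyltransferase, by 1.22 ± 0.18 (adjusted p = 3.2e-05 and 3e-04). Ppargc1b reached only 2-fold without soleus BF replicate 2 (-1.00), and the difference for Ppara was lost without any 1 of soleus BF replicate 1, soleus BG replicates 1 and 3, EDL BF replicates 1 and 3 and EDL BG replicates 2 and 3 (adjusted p = 0.0505 to 0.0796).

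**Figure D7:**
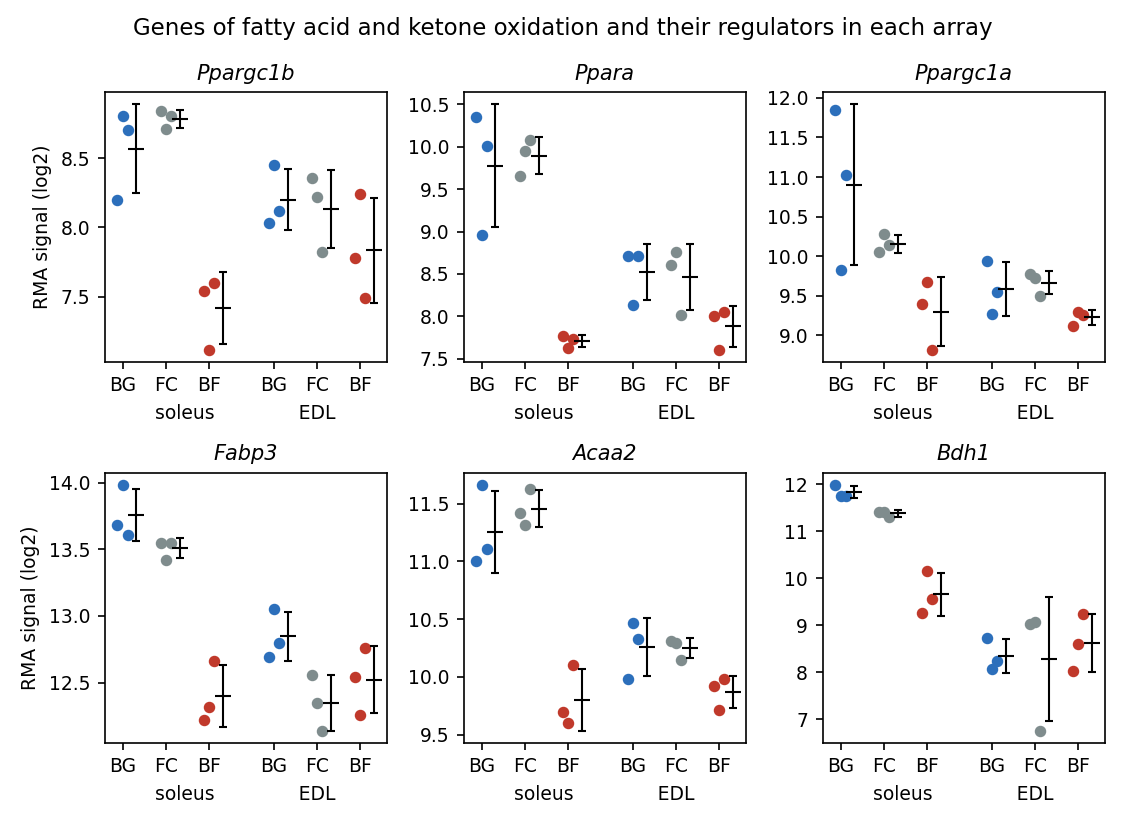
RMA signal (log2) of 6 genes of oxidative metabolism in each array of soleus and EDL, with BG in blue, FC in grey and BF in red, and black bars for the mean ± SD of 3 arrays. In soleus Ppara lies 2.06 and Fabp3 1.36 lower in BF than in BG.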

PGC-1 coactivators are involved in skeletal muscle fiber type specification and that overexpression of these genes increased the myofiber oxidative metabolism [36]. More recently, other laboratories demonstrated that the PGC-1 coactivators deficiency is crucial for exercise performance, mitochondrial structure and function, but surprisingly not for myofiber specification [37].

Beyond the canonical role of PGC-1 in normal muscle plasticity and adaptation, it has been recently demonstrated that these coactivators are both able to reduce the pro-inflammatory cytokines production induced by TNFα or TLR agonists in normal skeletal muscle on the ground [38, 39]. We thus observed an increase in the expression of transcripts of several inflammatory chemokines in the *soleus* of the space-flown mice suggesting that components of the inflammatory response may play a role during extended microgravity-induced muscle atrophy. For example, we observed a strong up-regulation of gene transcripts coding for chemokines such as Ccl2, Ccl7 and Ccl12, that are ligands of the CC Chemokine receptor 2 (CCR2), crucially involved in the recruitment of monocytes/macrophages at the inflammatory sites [40]. 

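Ccl2, Ccl7 and Ccl12, chemokines that attract monocytes, rose in BF soleus against BG by 2.36 ± 0.48, 1.48 ± 0.27 and 2.68 ± 0.47 (log2, SE, n = 3, adjusted p = 0.0027, 0.0012 and 8.8e-04 from limma). Against FC they rose by 2.70, 1.60 and 2.49 (adjusted p = 7.8e-04, 4.7e-04 and 0.0011). Their receptor Ccr2 was at -0.12 ± 0.28 (adjusted p = 0.791). Of 19 chemokines and inflammatory cytokines, 9 rose, none fell and 10 did not pass (12 rose when adjusted over the list alone, and camera gave adjusted p = 2.12e-04, and adjusted p = 0.349 with an estimated correlation). Of these 19 genes, 6 are in the paper's tables, which were chosen on these arrays, so for them the count is not independent evidence. Of 18 macrophage markers, 2 rose and 16 did not pass (2 when adjusted over the list alone), with the lysosomal Cd68 at 3.40 ± 0.39 (adjusted p = 3.6e-05) and Aif1 at 0.49 (adjusted p = 0.0111). The macrophage list shifted up (camera, adjusted p = 0.0195, and adjusted p = 0.678 with an estimated correlation), but not without soleus BF replicate 2 (0.302). In EDL the changes were -0.29, 0.25 and 0.33 (unadjusted p = 0.562, 0.373 and 0.491), and the difference between the muscles was 2.65, 1.24 and 2.35 (adjusted p = 0.0262, 0.0496 and 0.0368). These differences were lost with the ordinary one-way contrasts (adjusted p = 0.0702, 0.103 and 0.0882) and without single arrays, as without soleus BG replicate 2 (0.0573, 0.103 and 0.067).

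**Figure D8:**
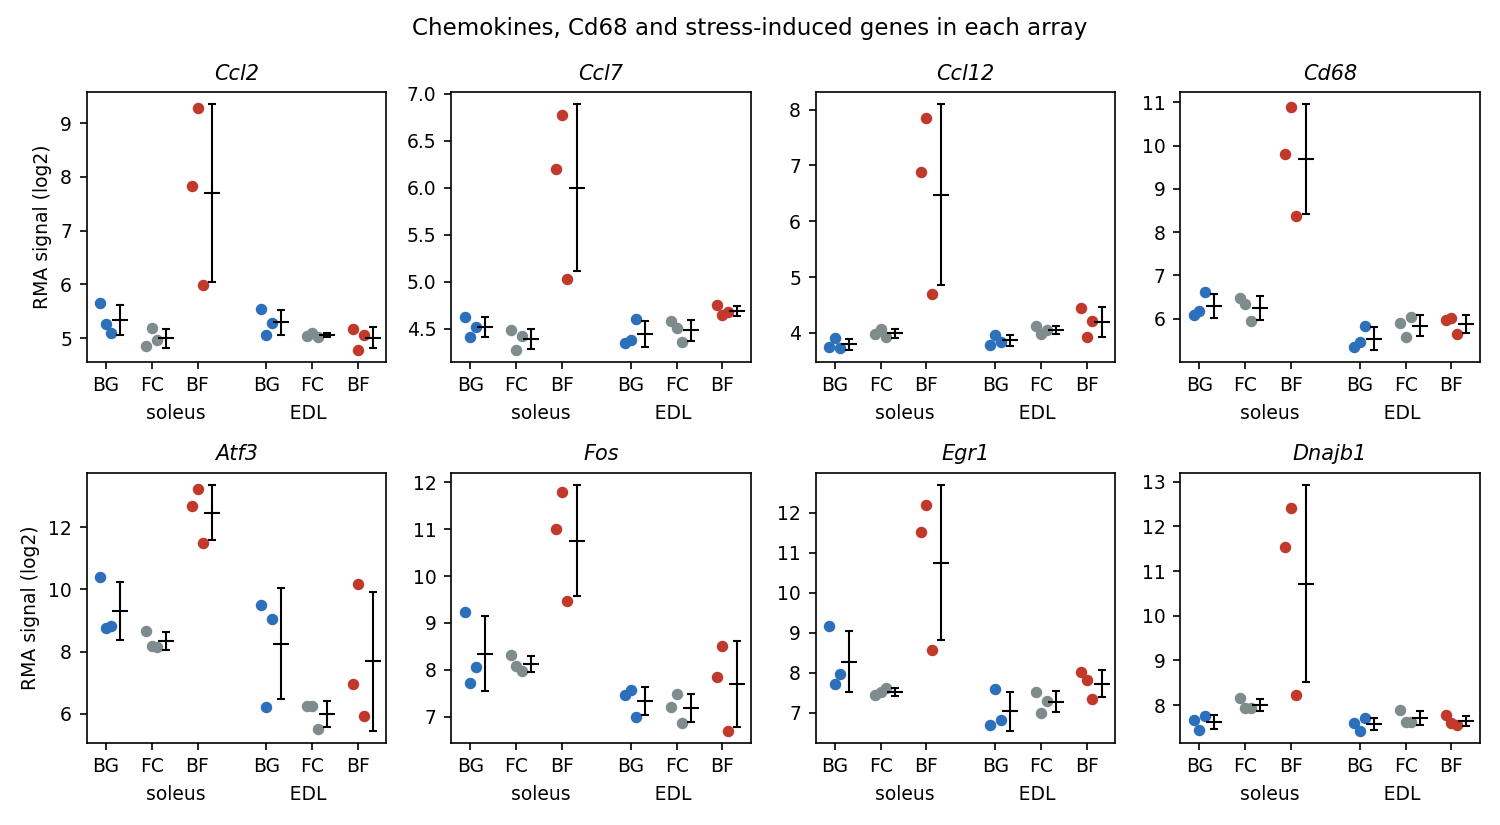
RMA signal (log2) of 8 genes of inflammation, early response and heat shock in each array of soleus and EDL, with BG in blue, FC in grey and BF in red, and black bars for the mean ± SD of 3 arrays. Cd68 lies 3.40 higher in BF than in BG soleus, and the BF arrays of Ccl2 spread with an SD of 1.65.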

Notably, we did not find immune cell infiltrates in the flown skeletal muscle, suggesting that the time frame under investigation, i.e. 30 days of microgravity, was probably only the beginning of a more complex process involving the cellular immune response in ongoing muscle atrophy in microgravity. We thus may only speculate that alternative components of the inflammatory machinery might be, at least in part, responsible for the observed microgravity-induced muscle atrophy/wasting observed in BION-M1 experiment. Recently, an increase of the concentration of CCL2 and other inflammatory cytokines was actually found in the blood plasma of astronauts following long term space flight [41], but a rationale for this observation remains to be determined yet. Further studies are required in space research to unequivocally address the still open question of an inflammatory response hypothesis put forward in this work.

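Casq2, the calsequestrin of the slow and cardiac sarcoplasmic reticulum, was at 8.91 ± 0.42 in BF and 10.96 ± 0.14 in BG soleus (log2 signal, mean ± SD, n = 3), 4.16-fold lower. It fell by 2.06 ± 0.18 against BG (SE, adjusted p = 2.3e-06 from limma) and by 2.04 ± 0.18 against FC (adjusted p = 4.7e-06). Of 23 genes of calcium handling, 5 fell, 3 rose and 15 did not pass (6 and 3 when adjusted over the list alone), so the list did not shift as a set (camera, adjusted p = 0.171). Sln, a regulator of the calcium pump, fell by 1.85 ± 0.41 (adjusted p = 0.0045), and Cacng1, a subunit of the calcium channel, rose by 1.07 (adjusted p = 0.00184). Atp2a2, the slow calcium pump, was at -0.75 ± 0.54 on the probe set with the highest signal (adjusted p = 0.333), and its other probe sets gave -1.46, -1.54 and -1.07.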

In our study, we observed that Casq2 transcript was strongly downregulated in mice exposed to microgravity. Calcium signaling is without doubt crucial for the physiology of excitation-contraction coupling in skeletal muscle [42]. Intracellular Ca^2+^ is stored in the sarcoplasmic reticulum (SR), and in skeletal muscle it is released mainly by the terminal cisternae (TC). Calsequestrin (Casq) is the main Ca^2+^ binding protein located in the SR lumen; it has a pivotal role in both in Ca^2+^ storage and in modulating Ca^2+^ release from ER [43]. It is known that two Casq isoforms are expressed in skeletal muscle: Casq1, the skeletal muscle specific isoform, and Casq2, the cardiac isoform. Casq1 and 2 are both expressed in slow skeletal muscle fibers, whereas only Casq1 is expressed in fast fibers [44]. Since Casq2 is strictly expressed in the slow muscle fibers, our result likely reflects the slow to fast phenotype switch (reduced Casq2 transcripts) observed in fibers of the space-flown mice *soleus*.

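In EDL, Casq2 was low in every group, at 7.91 ± 0.14 in BF and 7.99 ± 0.30 in BG (log2 signal, mean ± SD, n = 3), with a change of -0.08 (limma, unadjusted p = 0.669). The difference between the muscles was -1.98 ± 0.25 (SE, adjusted p = 4.7e-04). Casq1, which by the paper is expressed in both slow and fast fibres, did not pass in soleus (0.17 ± 0.24, adjusted p = 0.647), at 12.64 ± 0.77 in BF and 12.47 ± 0.05 in BG. Homer2, which the study lists under contractile fibres, fell in soleus and was at -0.15 in EDL, a difference of -1.70 ± 0.29 (adjusted p = 0.0038).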

We also observed that Fzd-9 expression was strongly downregulated in space-flown soleus compared to ground controls. 

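Fzd9, a Wnt receptor found at the neuromuscular junction, was at 6.78 ± 0.28 in BF and 9.53 ± 0.18 in BG soleus (log2 signal, mean ± SD, n = 3), and fell by 2.76 ± 0.14 (SE, adjusted p = 9.2e-09 from limma). Against FC it fell by 2.77 ± 0.14 (adjusted p = 9.2e-09), and FC vs. BG gave 0.02 (adjusted p = 0.962). In EDL the log2 fold change was -0.48 ± 0.14 (limma, unadjusted p = 0.00339), under 2-fold, and the difference between the muscles was -2.27 ± 0.20 (adjusted p = 1.8e-05). Fzd9 is a member of the fixed list of the neuromuscular junction and denervation response, of which 3 fell, 5 rose and 9 of 17 did not pass in soleus (5 and 6 when adjusted over the list alone; camera, adjusted p = 0.612). Musk, the agrin-activated kinase that gathers acetylcholine receptors, rose by 1.66 ± 0.40 (adjusted p = 0.0076), and its partner Lrp4 fell by 0.89 ± 0.16 (adjusted p = 0.0013).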

Wnts ligands and their respective receptors, members of the Frizzled family, are responsible for essential developmental and homeostasis processes through multiple pathways in laboratory experiments[45]. Recently, Frizzled 9 homolog (Fzd9) has been localized specifically at the postsynaptic region of neuro-muscular junctions in mouse skeletal muscle possibly involved in the clustering of acetylcholine receptor [46]. Our results agree with previous studies showing decreased expression of Fzd9 gene in *gastrocnemius* muscle after denervation or spaceflight [14, 47] and thus confirmed a potential efficacy of Fzd9 as a marker of microgravity induced skeletal muscle adaptation also in the space-flown *soleus* muscle.

Myogenic regulatory factors (MRFs) have a pivotal role in the development and differentiation of skeletal muscle. Among MRFs, MyoD and Myf5 have a crucial role in skeletal myogenic specification, while myogenin and MRF4 (Myf6) are involved in differentiation as demonstrated by their temporal pattern of expression in embryos [48, 49]. The present microarray data from the BION-M1 experiment showed that MyoD, myogenin and MRF4 were upregulated in *soleus* of space-flown mice, whereas only MRF4, not MyoD was upregulated in the EDL following 30 days of microgravity. 

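Myod1, which encodes MyoD, and Myog, which encodes myogenin, rose in BF soleus against BG, by 2.24 ± 0.54 and 1.82 ± 0.27 (log2, SE, n = 3, adjusted p = 0.0077 and 2.6e-04 from limma). Myf6, which encodes MRF4, was at 11.90 ± 0.28 in BF and 10.54 ± 0.10 in BG soleus and at 11.63 ± 0.23 and 10.61 ± 0.39 in EDL (log2 signal, mean ± SD, n = 3). In EDL, Myod1 was at -0.49 and Myog at 0.05 (limma, unadjusted p = 0.378 and 0.852). The difference between the muscles was called for Myod1 (2.73 ± 0.76, adjusted p = 0.0362) and Myog (1.76 ± 0.38, adjusted p = 0.0129) but not for Myf6 (0.34, adjusted p = 0.445). Myf5, a factor of early myoblasts, was at -0.18 in soleus (adjusted p = 0.575). Of 14 myogenic factors, 3 rose, 1 fell and 10 did not pass in soleus (3 and 1 when adjusted over the list alone; camera, adjusted p = 0.487), and in EDL 1 rose and none fell (1 when adjusted over the list alone; adjusted p = 0.242). The soleus call of Myod1 ended when only BF and BG were fitted (adjusted p = 0.078), and its difference between the muscles was lost with the ordinary one-way contrasts (adjusted p = 0.0882) and without any 1 of 9 arrays (adjusted p = 0.0526 to 0.0916).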

We selected only MRF4 for real time PCR validation, confirming the observed change in mRNA expression of this gene in the *soleus* of flown mice. Although the role of MRF4 in adult skeletal muscle is still elusive, it is known that denervation and devascularization induce a nuclear localization of MRF4 in adult myofibers independently from the type I or II phenotype, suggesting that MRF4 is involved in the gene expression reprogramming in denervated and regenerating muscle [50, 51]. In a recent laboratory experiment, MRF4 knockdown in rodent *soleus in vivo* induced hypertrophy and prevented denervation-induced atrophy in adult skeletal muscle by controlling MEF2 activity [52]. Our present results suggest that MRF4 and other MRFs also may play a crucial role in the myofiber response to microgravity-induced atrophy.

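Kcnma1, the pore subunit of the large-conductance potassium channel that opens with calcium and voltage, was at 7.07 ± 0.12 in BF and 9.01 ± 0.06 in BG soleus (log2 signal, mean ± SD, n = 3). It fell by 1.94 ± 0.18 against BG (SE, adjusted p = 3.8e-06 from limma) and by 1.93 ± 0.18 against FC (adjusted p = 5.2e-06). FC vs. BG gave -0.01 (adjusted p = 0.984). In EDL, Kcnma1 was at 6.78 ± 0.28 in BF and 7.04 ± 0.15 in BG, with a change of -0.27 (limma, unadjusted p = 0.147), and the difference between the muscles was -1.67 ± 0.25 (adjusted p = 0.0016). A second probe set of the gene gave -0.84 in soleus.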

We also observed a downregulation of Kcnma1 expression in the space-flown *soleus* of mice. Potassium calcium-activated channel subfamily M alpha 1 (Kcnma1), also called large-conductance Ca^2+^ -activated K^+^ (BK_Ca_) channel, is a K^+^ channel that can be activated alone or synergistically by both membrane depolarization or intracellular Ca^2+^ [53]. In skeletal muscle, KCNMA1 is known to be involved in the modulation of excitability [54]. Moreover, different splicing variants of BK_Ca_ channel are specifically expressed in different muscles, consequentially conferring distinctive biophysical and pharmacological proprieties [55] which in turn can be modulated by hind limb unloading [54] and could be also regulated by microgravity.

Myostatin (Mstn) is known to regulate muscle mass in mice [56], but unfortunately the probes targeting these transcripts were not included in the hybridized microarray. Thus, we evaluated potential Mstn gene expression changes by real time qPCR, showing that in *soleus* this transcript inclined to increase in space-flown mice compared to ground controls. Our results match with previous results, showing a non-significant increase in the mRNA level of Mstn in the *gastrocnemius* exposed to microgravity [14]. On the other hand, qPCR analysis showed that in our study the levels of Muscle RING Finger 1 (MuRF1) mRNA, an ubiquitin ligase involved in the regulation of muscle mass [57], were not significantly changed in *soleus* of 30 days´ space-flown mice. Notably others have shown an increase of MuRF in *gastrocnemius* of rats following 16 days of microgravity [15], suggesting the presence of a variable and time-dependent pattern of MuRF expression level in microgravity that needs further investigation.

### Conclusion

The present study for the first time provides a novel and comprehensive overview on global gene expression adaptation to 30 days of microgravity exposure in mouse *soleus* and EDL muscles. The present dataset highlights a number of newly identified microgravity susceptible gene transcripts in the space-flown mice *soleus* linked to key biological processes crucially involved in normal skeletal muscle physiology. However further studies are needed to investigate the functional role of microgravity sensitive genes (gene by gene) found in spaceflight, for example by establishing transgenic or knockout mice models. Nevertheless, the systematic analysis of microgravity-sensitive muscle genes in the space-flown *soleus* now provides potential new targets or biomarkers for the development of new efficient countermeasures able to prevent, or at least in part minimize, microgravity-induced skeletal muscle atrophy with optimized physical exercise prescriptions in future crewmembers of spaceflights, that may be also applicable in various clinical settings and rehabilitation.

## Supporting Information

S1 Fig Haematoxylin Eosin staining of space flown mice and ground controls. Haematoxylin Eosin of *soleus* (SOL) and EDL in flown (BF) and control (BG) mice. Scale bar: 100 μm.
(TIF) Click here for additional data file.

S2 Fig Real time qPCR analysis of selected genes differentially regulated in *soleus* of BF vs. BG mice. Expression levels of frizzled homolog 9 (Fzd9), calsequestrin 2 (Casq2), potassium large conductance calcium-activated channel, subfamily M, alpha member 1 (Kcnma1), peroxisome proliferator activated receptor alpha (Ppara), actinin alpha 3 (Actn3), myogenic factor 6 (Myf6), myostatin (Mstn) and Muscle RING Finger 1 (MuRF1) were evaluated by real-time quantitative PCR in soleus of flown (BF) and ground control mice (BG). *Ppia* (cyclophilin A) was used as reference to calculate the delta Ct of the selected genes. Graph shows ΔC_t_ ± SEM; ** p < 0,0075 and * p < 0,025.
(TIF) Click here for additional data file.

S1 Table Functional gene clusters differentially regulated in soleus following 30 days of microgravity exposure (part 1). The differentially regulated genes (BF vs. BG) in soleus meeting FDR < 0.05 and < -2 & > 2 fold change criteria were analysed by DAVID database and the complete list of genes (part 1) linked to the main functional clusters is included in this table.
(PDF) Click here for additional data file.

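S1 Table lists genes of contractile fibres, glucose and lipid metabolism and inflammation, of which those with a probe set of their own were all called for BF vs. BG in soleus in the direction listed. Of 11 genes of contractile fibres, 9 were up and 2, Homer2 and Myh3, were down. Glucose metabolism had 9 of 12 up, with Lep, which also acts on appetite, at 8.08 ± 0.64 in BF and 5.12 ± 0.13 in BG (log2 signal, mean ± SD, n = 3). Lep is also a fat cell marker, and over the 18 arrays its deviations from the group means correlated with those of Adipoq (r = 0.735). Fatty acid metabolism had 2 of 7 up and 5 down, among them Acaa2, which fell by 1.46 ± 0.17 (log2, SE, adjusted p = 4.4e-05 from limma). The regulation of lipid metabolism had 3 of 4 up and inflammation 11 of 12 up, with Cxcl1, a chemokine for neutrophils, at 1.53 ± 0.41 (adjusted p = 0.0144, but 0.0676 without soleus BF replicate 1 and 0.0689 without replicate 2). The study chose these genes on the same arrays, so the counts are not independent evidence.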

S2 Table Functional gene clusters differentially regulated in soleus following 30 days of microgravity exposure (part 2). The differentially regulated genes (BF vs. BG) in soleus meeting FDR < 0.05 and < -2 & > 2 fold change criteria were analysed by DAVID database and the complete list of genes (part 2) linked to the main functional clusters is included in this table.
(PDF) Click here for additional data file.

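S2 Table covers calcium, stress, contraction, muscle development and oxidative stress, again with every matched gene called for BF vs. BG in soleus. Calcium homeostasis had 3 of 5 up, with Ptger3 at 6.22 ± 0.75 in BF and 3.43 ± 0.15 in BG (log2 signal, mean ± SD, n = 3). Of 7 stress response genes 6 were up, among them Dnajb1, a co-chaperone of heat shock protein 70, at 3.10 ± 0.63 (log2, SE, adjusted p = 0.0024 from limma), which had an adjusted p of 0.0536 when BF and BG alone were fitted. The regulation of contraction had 4 of 5 down and muscle development 5 of 9 up and 4 down, the latter including Nqo1, a quinone reductase, at -1.09 ± 0.24 (adjusted p = 0.004; -0.97 without soleus BF replicate 1 and -0.78 without soleus BG replicate 2, both under 2-fold). Oxidative stress had 2 of 4 up. These directions are not independent evidence, since the genes were selected on these arrays.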

S3 Table Functional gene clusters differentially regulated in soleus following 30 days of microgravity exposure (part 3). The differentially regulated genes (BF vs. BG) in soleus meeting FDR < 0.05 and < -2 & > 2 fold change criteria were analysed by DAVID database and the complete list of genes (part 3) linked to the main functional clusters is included in this table.
(PDF) Click here for additional data file.

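S3 Table covers programmed cell death, focal adhesion and other genes. Of 18 matched genes of programmed cell death, 13 were up in BF soleus against BG, among them Btg2, an inhibitor of proliferation, at 1.32 ± 0.28 (log2 fold change, SE, n = 3, adjusted p = 0.0035 from limma; its adjusted p was 0.0131, with a change of 0.93, without soleus BF replicate 2). Focal adhesion had 6 of 8 down, with Chad, a matrix protein of cartilage, at -2.28 ± 0.55 (adjusted p = 0.0074) and Col11a1, a collagen of cartilage, at -1.55 ± 0.37 (adjusted p = 0.0069). Of the 10 other genes 6 were down, including Ppargc1a, a coactivator of mitochondrial genes, at -1.60 ± 0.34 (adjusted p = 0.0032, and 0.0517 when BF and BG alone were fitted). All were picked by the study from these arrays, so their direction is not independent evidence.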

S4 Table Quantitative PCR primers and conditions. HK, Reference genes; bp, expected product size; T°, annealing temperature. * Sandonà D. et al. (2012) Adaptation of Mouse Skeletal Muscle to Long-Term Microgravity in the MDS Mission. PLoS ONE 7(3): e33232.
(PDF) Click here for additional data file.

## Abbreviations

BF: BION flown
BG: BION ground
FC: flight control
EDL: extensor digitorum longus
CSA: cross sectional area
MyHC: myosin heavy chain
HE: haematoxylin-eosin
PCA: principal component analysis
FDR: False Discovery Rate
PPARGC-1α, PGC-1α: peroxisome proliferator-associated receptor (PPAR) γ coactivator-1α
PPARGC-1β,PGC-1β: peroxisome proliferator-associated receptor (PPAR) γ coactivator-1β
PPAR-α: peroxisome proliferator activated receptor alpha
Myh4: Myosin heavy chain 4
Casq2: calsequestrin 2
Myog: myogenin
Nqo1: NAD(P)H dehydrogenase quinone 1
Ccl2, Ccl12, Ccl7: Chemokine (C-C motif) ligand 2, 12, 7
CCR2: CC Chemokine receptor 2
Cat: catalase
TNFα: tumor necrosis factor alpha
TLR: Toll-like Receptor
FZD9: frizzled homolog 9
KCNMA1: potassium large conductance calcium-activated channel, subfamily M, alpha member 1
ACTN3: actinin alpha 3
MYF6: myogenic factor 6
SE: standard error
SEM: standard error of mean

# Supplementary material for: Gene Expression Profiling in Slow-Type Calf Soleus Muscle of 30 Days Space-Flown Mice
**Source:** PLoS One. 2017 Jan 11;12(1):e0169314. doi: 10.1371/journal.pone.0169314
**Supplement:** S2 Table — The differentially regulated genes (BF vs. BG) in soleus meeting FDR < 0.05 and < -2 & > 2 fold change criteria were analysed by DAVID database and the complete list of genes (part 2) linked to the main functional clusters is included in this table.

| S2 Table                         |                                   |                                    | SOL       |       |           |       |           |       | EDL       |       |           |       |           |       |
|----------------------------------|-----------------------------------|------------------------------------|-----------|-------|-----------|-------|-----------|-------|-----------|-------|-----------|-------|-----------|-------|
|                                  |                                   |                                    | BF vs. BG |       | FC vs. BG |       | BF vs. FC |       | BF vs. BG |       | FC vs. BG |       | BF vs. FC |       |
|                                  |                                   |                                    | p-value   | FC    | p-value   | FC    | p-value   | FC    | p-value   | FC    | p-value   | FC    | p-value   | FC    |
| cellular calcium ion homeostasis | 20203                             | S100b                              | 0,00346   | 2,75  | 0,30042   | 1,35  | 0,02566   | 2,03  | 0,97978   | 1,01  | 0,855268  | -1,05 | 0,83548   | 1,06  |
|                                  | 14062                             | F2r                                | 0,00131   | -2,18 | 0,17305   | 1,31  | 0,00011   | -2,85 | 0,26237   | -1,25 | 0,718653  | 1,07  | 0,148315  | -1,33 |
|                                  | 16438                             | Itpr1                              | 0,00547   | 2,63  | 0,12286   | 1,61  | 0,11101   | 1,64  | 0,49471   | 1,22  | 0,159926  | 1,53  | 0,442663  | -1,25 |
|                                  | 18821                             | Pln                                | 1,26E-10  | -3,47 | 4,31E-07  | -1,83 | 2,47E-07  | -1,89 | 0,10252   | 1,12  | 0,000192  | -1,39 | 1,33E-05  | 1,55  |
|                                  | 19218                             | Ptger3                             | 4,44E-06  | 6,91  | 0,0173    | 1,97  | 0,00026   | 3,51  | 0,06721   | 1,64  | 0,341052  | 1,28  | 0,327545  | 1,28  |
|                                  | 18750                             | Prkca                              | 7,98E-06  | 2,01  | 0,18989   | 1,14  | 5,87E-05  | 1,76  | 0,01436   | 1,31  | 0,402483  | 1,09  | 0,069658  | 1,21  |
| stress response                  | 81489                             | Dnajb1                             | 0,00147   | 10,16 | 0,68665   | -1,26 | 0,00071   | 12,84 | 0,79053   | -1,17 | 0,579058  | -1,38 | 0,770364  | 1,18  |
|                                  | 15507                             | Hspb1                              | 9,29E-05  | 2,53  | 0,56781   | 1,10  | 0,00024   | 2,30  | 0,36546   | 1,16  | 0,009995  | -1,64 | 0,001776  | 1,91  |
|                                  | 56534                             | Hspb3                              | 0,00492   | 2,02  | 0,12824   | -1,40 | 0,00027   | 2,82  | 0,71816   | 1,08  | 0,821258  | -1,05 | 0,559362  | 1,13  |
|                                  | 80888                             | Hspb8                              | 0,00301   | 2,45  | 0,00129   | -2,75 | 4,38E-06  | 6,73  | 0,97127   | 1,01  | 0,103772  | -1,53 | 0,097494  | 1,54  |
|                                  | 269951                            | Idh2                               | 2,49E-07  | -3,53 | 0,14739   | -1,21 | 1,41E-06  | -2,92 | 0,04456   | 1,31  | 0,822024  | -1,03 | 0,029338  | 1,35  |
|                                  | 15519                             | Hsp90aa1                           | 0,00588   | 3,22  | 0,06205   | -2,05 | 0,00016   | 6,62  | 0,91835   | 1,04  | 0,166326  | -1,67 | 0,140478  | 1,74  |
|                                  | 17872                             | Ppp1r15a                           | 0,00217   | 2,61  | 0,35469   | -1,27 | 0,0004    | 3,31  | 0,67778   | -1,11 | 0,181196  | -1,42 | 0,339973  | 1,28  |
| regulation of muscle contraction | 11938                             | Atp2a2                             | 0,00035   | -2,74 | 0,77862   | 1,06  | 0,00022   | -2,91 | 0,50012   | -1,15 | 0,840265  | 1,04  | 0,385186  | -1,20 |
|                                  | 11928                             | Atp1a1                             | 0,00184   | -2,18 | 0,09073   | -1,43 | 0,05398   | -1,52 | 0,32868   | -1,22 | 0,858518  | 1,04  | 0,253174  | -1,27 |
|                                  | 98660                             | Atp1a2                             | 4,68E-06  | -2,17 | 0,76078   | -1,03 | 7,06E-06  | -2,10 | 0,00015   | 1,71  | 0,535701  | -1,06 | 5,55E-05  | 1,82  |
|                                  | 11931                             | Atp1b1                             | 2,80E-03  | -2,04 | 0,29087   | -1,23 | 2,16E-02  | -1,65 | 0,83543   | -1,04 | 0,804392  | -1,05 | 9,68E-01  | 1,01  |
|                                  | 11932                             | Atp1b2                             | 4,69E-04  | 3,68  | 0,03609   | 1,91  | 3,38E-02  | 1,93  | 0,45275   | -1,24 | 0,402922  | 1,27  | 1,26E-01  | -1,57 |
|                                  | 12373                             | Casq2                              | 1,82E-07  | -4,16 | 0,92487   | -1,01 | 2,01E-07  | -4,11 | 0,69434   | -1,06 | 0,475631  | -1,10 | 0,744269  | 1,05  |
|                                  | 16531                             | Kenma1                             | 2,70E-07  | -3,83 | 0,96532   | -1,01 | 2,83E-07  | -3,81 | 0,18298   | -1,20 | 0,01542   | 1,45  | 0,001158  | -1,74 |
| muscle organ development         | 112405                            | Egln1                              | 6,89E-06  | -2,26 | 0,1791    | -1,17 | 5,26E-05  | -1,94 | 0,88569   | 1,02  | 0,566969  | -1,07 | 0,47613   | 1,08  |
|                                  | 12803 ///<br>109910 ///<br>664779 | Cntf ///<br>Zfp91 ///<br>Zfp91Cntf | 0,00071   | 3,96  | 0,96517   | -1,01 | 0,00066   | 4,02  | 0,2215    | 1,48  | 0,430493  | -1,28 | 0,056995  | 1,90  |
|                                  | 14062                             | F2r                                | 0,00131   | -2,18 | 0,17305   | 1,31  | 0,00011   | -2,85 | 0,26237   | -1,25 | 0,718653  | 1,07  | 0,148315  | -1,33 |
|                                  | 12814                             | Col11a1                            | 0,00532   | -2,75 | 0,4654    | -1,25 | 0,02154   | -2,19 | 0,12119   | 1,64  | 0,011364  | 2,43  | 0,212171  | -1,48 |
|                                  | 18198                             | Musk                               | 0,00407   | 3,16  | 0,54722   | -1,22 | 0,00132   | 3,87  | 0,08774   | 1,83  | 0,396527  | 1,33  | 0,346645  | 1,38  |
|                                  | 17927                             | Myod1                              | 0,00432   | 4,72  | 0,3483    | 1,54  | 0,02633   | 3,06  | 0,45904   | -1,40 | 0,981518  | 1,01  | 0,445604  | -1,42 |
|                                  | 17878                             | Myf6                               | 4,25E-05  | 2,58  | 0,0477    | -1,40 | 2,12E-06  | 3,60  | 0,00053   | 2,03  | 0,378428  | -1,15 | 0,000117  | 2,33  |
|                                  | 17928                             | Myog                               | 7,27E-05  | 3,52  | 0,17977   | 1,36  | 0,00076   | 2,60  | 0,87107   | 1,04  | 0,818722  | -1,05 | 0,696128  | 1,09  |
|                                  | 71371                             | Arid5b                             | 0,00325   | 2,85  | 0,37016   | 1,30  | 0,01819   | 2,18  | 0,22658   | 1,44  | 0,533446  | 1,20  | 0,538364  | 1,20  |
|                                  | 18104                             | Nqo1                               | 0,00156   | -2,12 | 0,40971   | -1,17 | 0,00744   | -1,81 | 0,61575   | 1,10  | 0,297234  | 1,22  | 0,576249  | -1,11 |
| response to oxidative stress     | 12359                             | Cat                                | 0,00235   | -2,48 | 0,15179   | -1,44 | 0,03943   | -1,73 | 0,32971   | 1,27  | 0,061393  | 1,63  | 0,315489  | -1,28 |
|                                  | 69590                             | Gpx8                               | 0,00142   | -2,18 | 0,00769   | -1,83 | 0,37455   | -1,19 | 0,20975   | 1,28  | 0,841258  | -1,04 | 0,151944  | 1,34  |
|                                  | 67092                             | Gatm                               | 0,00731   | 2,35  | 0,44299   | 1,23  | 0,03173   | 1,91  | 0,52839   | 1,19  | 0,85534   | 1,05  | 0,651643  | 1,13  |
|                                  | 18477 ///<br>100862012            | Gm21399<br>/// Prdx1               | 0,00776   | -2,13 | 0,01998   | -1,89 | 0,61958   | -1,13 | 0,06797   | 1,61  | 0,135117  | 1,46  | 0,69356   | 1,10  |
|                                  | 76650                             | Srxn1                              | 0,00406   | 3,25  | 0,06409   | -1,97 | 0,00012   | 6,41  | 0,6365    | -1,18 | 0,17442   | -1,62 | 0,35657   | 1,38  |

# Supplementary material for: Gene Expression Profiling in Slow-Type Calf Soleus Muscle of 30 Days Space-Flown Mice
**Source:** PLoS One. 2017 Jan 11;12(1):e0169314. doi: 10.1371/journal.pone.0169314
**Supplement:** S3 Table — The differentially regulated genes (BF vs. BG) in soleus meeting FDR < 0.05 and < -2 & > 2 fold change criteria were analysed by DAVID database and the complete list of genes (part 3) linked to the main functional clusters is included in this table.

| 3S Table                            |                                   |                                    | SOL       |       |           |       |           |       | EDL       |       |           |       |           |       |
|-------------------------------------|-----------------------------------|------------------------------------|-----------|-------|-----------|-------|-----------|-------|-----------|-------|-----------|-------|-----------|-------|
|                                     |                                   |                                    |           |       |           |       |           |       |           |       |           |       |           |       |
|                                     |                                   |                                    | BF vs. BG |       | FC vs. BG |       | BF vs. FC |       | BF vs. BG |       | FC vs. BG |       | BF vs. FC |       |
|                                     | Entrez Gene                       | Gene Symbol                        | p-value   | FC    | p-value   | FC    | p-value   | FC    | p-value   | FC    | p-value   | FC    | p-value   | FC    |
| regulation of programmed cell death | 229595                            | Adamtsl4                           | 8,08E-05  | -2,29 | 0,02751   | 1,43  | 2,45E-06  | -3,27 | 0,90737   | 1,02  | 0,953995  | 1,01  | 0,9532    | 1,01  |
|                                     | 12227                             | Btg2                               | 0,0003    | 3,29  | 0,95515   | -1,01 | 0,00027   | 3,34  | 0,11337   | 1,50  | 0,416429  | -1,22 | 0,025485  | 1,83  |
|                                     | 12125                             | Bcl2l11                            | 1,75E-05  | 2,08  | 0,32317   | 1,12  | 8,11E-05  | 1,86  | 0,96995   | 1,00  | 0,376675  | -1,10 | 0,357685  | 1,11  |
|                                     | 13347                             | Dffa                               | 1,45E-09  | -3,28 | 0,00016   | -1,48 | 1,33E-07  | -2,22 | 0,07498   | -1,15 | 0,695083  | 1,03  | 0,036638  | -1,19 |
|                                     | 21847                             | Klfl10                             | 0,00136   | 2,50  | 0,63749   | 1,11  | 0,00327   | 2,24  | 0,60502   | -1,12 | 0,06859   | -1,56 | 0,167447  | 1,38  |
|                                     | 12421                             | Rblcc1                             | 0,00729   | -2,07 | 0,1654    | -1,40 | 0,106     | -1,49 | 0,12999   | 1,44  | 0,079172  | 1,54  | 0,774752  | -1,07 |
|                                     | 12803 ///<br>109910 ///<br>664779 | Cntf ///<br>Zfp91 ///<br>Zfp91Cntf | 0,00071   | 3,96  | 0,96517   | -1,01 | 0,00066   | 4,02  | 0,2215    | 1,48  | 0,430493  | -1,28 | 0,056995  | 1,90  |
|                                     | 14311                             | Cidec                              | 0,00072   | 5,58  | 0,24753   | 1,59  | 0,0065    | 3,51  | 0,16671   | 1,75  | 0,063929  | 2,18  | 0,580255  | -1,24 |
|                                     | 12569                             | Cdk5r1                             | 0,00934   | 2,91  | 0,94771   | 1,02  | 0,01058   | 2,85  | 0,77095   | -1,11 | 0,868538  | -1,06 | 0,899725  | -1,05 |
|                                     | 12575                             | Cdkn1a                             | 0,0035    | 2,61  | 0,00424   | -2,54 | 1,18E-05  | 6,61  | 0,00178   | 2,88  | 0,02099   | -2,02 | 2,37E-05  | 5,81  |
|                                     | 109006                            | Ciapi1                             | 0,00148   | -2,12 | 0,48828   | -1,14 | 0,00545   | -1,86 | 0,47257   | -1,15 | 0,906883  | -1,02 | 0,545467  | -1,12 |
|                                     | 71228                             | Dlg5                               | 0,00932   | 2,14  | 0,75447   | 1,08  | 0,01689   | 1,98  | 0,9862    | -1,00 | 0,630518  | 1,13  | 0,61846   | -1,13 |
|                                     | 14573                             | Gdnf                               | 0,00491   | 4,76  | 0,93084   | 1,04  | 0,00578   | 4,57  | 0,74974   | 1,16  | 0,46315   | -1,41 | 0,299545  | 1,64  |
|                                     | 16443                             | Itsn1                              | 0,0082    | -2,81 | 0,13177   | -1,70 | 0,14856   | -1,66 | 0,51139   | 1,25  | 0,264776  | 1,47  | 0,630858  | -1,17 |
|                                     | 17153                             | Mal                                | 0,0039    | 2,24  | 0,11032   | 1,48  | 0,09084   | 1,51  | 0,99883   | 1,00  | 0,612508  | -1,12 | 0,611497  | 1,12  |
|                                     | 17869                             | Myc                                | 0,00014   | 4,70  | 0,77277   | -1,09 | 8,59E-05  | 5,11  | 0,84628   | 1,06  | 0,85636   | 1,05  | 0,989716  | 1,00  |
|                                     | 18049                             | Ngf                                | 0,00456   | 2,11  | 0,76654   | 1,07  | 0,008     | 1,98  | 0,85196   | -1,04 | 0,945216  | -1,02 | 0,906069  | -1,03 |
|                                     | 18477 ///<br>100862012            | Gm21399<br>/// Prdx1               | 0,00776   | -2,13 | 0,01998   | -1,89 | 0,61958   | -1,13 | 0,06797   | 1,61  | 0,135117  | 1,46  | 0,69356   | 1,10  |
|                                     | 18712                             | Pim1                               | 0,00546   | 2,19  | 0,6161    | -1,13 | 0,00213   | 2,47  | 0,69216   | -1,10 | 0,109063  | -1,50 | 0,209738  | 1,36  |
|                                     | 20698                             | Sphk1                              | 0,00235   | 4,13  | 0,67977   | -1,17 | 0,0011    | 4,83  | 0,81777   | -1,09 | 0,819476  | -1,09 | 0,998237  | -1,00 |
|                                     | 22361                             | Vnn1                               | 5,59E-05  | 2,79  | 0,13121   | 1,32  | 0,00079   | 2,12  | 0,23284   | 1,24  | 0,846964  | -1,03 | 0,171674  | 1,28  |
| Focal adhesion                      | 12845                             | Comp                               | 0,00846   | -2,91 | 0,20312   | 1,58  | 0,00074   | -4,60 | 0,53184   | -1,24 | 0,074451  | 1,94  | 0,023336  | -2,42 |
|                                     | 12643                             | Chad                               | 0,00414   | -4,87 | 0,52277   | 1,34  | 0,00125   | -6,54 | 0,21887   | -1,79 | 0,047454  | 2,69  | 0,004338  | -4,82 |
|                                     | 12842                             | Col1a1                             | 0,00742   | -3,68 | 0,19247   | 1,75  | 0,00061   | -6,43 | 0,64599   | 1,21  | 0,065843  | 2,27  | 0,146468  | -1,87 |
|                                     | 12825                             | Col3a1                             | 0,0034    | -2,83 | 0,60482   | 1,16  | 0,0013    | -3,30 | 0,46028   | 1,24  | 0,274835  | 1,39  | 0,70959   | -1,12 |
|                                     | 12814                             | Col11a1                            | 0,00532   | -2,75 | 0,4654    | -1,25 | 0,02154   | -2,19 | 0,12119   | 1,64  | 0,011364  | 2,43  | 0,212171  | -1,48 |
|                                     | 16782                             | Lamc2                              | 0,00279   | 2,02  | 0,71827   | -1,07 | 0,00143   | 2,16  | 0,89053   | 1,03  | 0,818956  | -1,04 | 0,71453   | 1,07  |
|                                     | 228785                            | Mylk2                              | 0,00749   | 2,21  | 0,2999    | 1,31  | 0,05491   | 1,69  | 0,54211   | -1,17 | 0,625517  | -1,13 | 0,901369  | -1,03 |
|                                     | 18479                             | Pak1                               | 0,00589   | 2,37  | 0,68338   | 1,11  | 0,01279   | 2,13  | 0,30309   | -1,32 | 0,964635  | 1,01  | 0,284109  | -1,34 |
|                                     | 21894                             | Tln1                               | 0,00011   | 2,45  | 0,29812   | -1,19 | 2,15E-05  | 2,91  | 0,61681   | -1,09 | 0,56217   | -1,10 | 0,935643  | 1,01  |
|                                     | 22340                             | Vegfb                              | 4,66E-05  | -2,13 | 0,45475   | 1,10  | 1,51E-05  | -2,34 | 0,00307   | -1,57 | 0,302338  | -1,14 | 0,022582  | -1,38 |
| Other/unknown                       | 19017                             | Ppargc1a                           | 0,00267   | -2,55 | 0,05259   | -1,70 | 0,13144   | -1,49 | 0,39786   | -1,24 | 0,56415   | 1,16  | 0,167349  | -1,44 |
|                                     | 170826                            | Ppargc1b                           | 0,00023   | -2,22 | 0,35479   | 1,16  | 5,07E-05  | -2,57 | 0,12471   | -1,29 | 0,771826  | -1,05 | 0,200667  | -1,23 |
|                                     | 19013                             | Ppara                              | 2,75E-05  | -4,18 | 0,72112   | 1,08  | 1,63E-05  | -4,53 | 0,0683    | -1,55 | 0,874348  | -1,04 | 0,090404  | -1,50 |
|                                     | 19082                             | Prkag1                             | 7,39E-05  | -2,38 | 0,83774   | -1,03 | 0,0001    | -2,31 | 0,46806   | 1,12  | 0,251158  | 1,19  | 0,656297  | -1,07 |
|                                     | 108099                            | Prkag2                             | 0,00096   | 2,36  | 0,34429   | 1,21  | 0,00571   | 1,94  | 0,8476    | -1,04 | 0,300454  | 1,24  | 0,225237  | -1,29 |
|                                     | 14371                             | Fzd9                               | 2,21E-10  | -6,75 | 0,91788   | 1,01  | 2,07E-10  | -6,82 | 0,00555   | -1,40 | 0,122325  | 1,18  | 0,000292  | -1,65 |
|                                     | 211949                            | Spsb4                              | 8,95E-06  | -4,26 | 0,67818   | -1,09 | 1,61E-05  | -3,92 | 0,88774   | 1,03  | 0,587332  | 1,12  | 0,686562  | -1,09 |
|                                     | 14367                             | Fzd5                               | 0,00144   | 2,72  | 0,61719   | 1,13  | 0,00365   | 2,40  | 0,57744   | -1,15 | 0,499997  | -1,18 | 0,904285  | 1,03  |
|                                     | 13653                             | Egr1                               | 0,00513   | 5,58  | 0,32053   | -1,68 | 0,00079   | 9,40  | 0,3657    | 1,61  | 0,758168  | 1,17  | 0,543602  | 1,37  |
|                                     | 59011                             | Myoz1                              | 0,00011   | 5,04  | 0,55285   | 1,19  | 0,00029   | 4,23  | 0,09327   | 1,69  | 0,671605  | 1,13  | 0,19018   | 1,49  |

# Supplementary material for: Gene Expression Profiling in Slow-Type Calf Soleus Muscle of 30 Days Space-Flown Mice
**Source:** PLoS One. 2017 Jan 11;12(1):e0169314. doi: 10.1371/journal.pone.0169314
**Supplement:** S4 Table — HK, Reference genes; bp, expected product size; T°, annealing temperature. * Sandonà D. et al. (2012) Adaptation of Mouse Skeletal Muscle to Long-Term Microgravity in the MDS Mission. PLoS ONE 7(3): e33232.

## S4 Table

| Protein                                                        | Genes         | Sequence NCBI  | Forward primer 5' → 3'  | Reverse primer 3' → 5'  | bp  | T°   |
|----------------------------------------------------------------|---------------|----------------|-------------------------|-------------------------|-----|------|
| <b>HK GENES</b>                                                |               |                |                         |                         |     |      |
| β-actin*                                                       | <i>Actb</i>   | NM_007393.5    | CAAACATCCCCAAAGTTCTAC   | TGAGGGACTTCCTGTAACCACT  | 135 | 57,7 |
| cyclophilin A *                                                | <i>Ppia</i>   | NM_008907.1    | AGCATGTGGTCTTTGGGAAGGTG | CTTCTTGCTGGTCTTGCCATTCC | 92  | 57,7 |
| GAPDH *                                                        | <i>Gapdh</i>  | NM_001289726.1 | TGTGTCCGTCGTGGATCTGA    | TTGCTGTTGAAGTCGCAGGAG   | 150 | 57,7 |
|                                                                |               |                |                         |                         |     |      |
| <b>SPECIFIC GENES</b>                                          |               |                |                         |                         |     |      |
| Calsequestrin 2                                                | <i>Casq2</i>  | NM_009814      | TCACCAGTGGTAAGAGAGGCT   | ACTCTTAATGGTCGCTGCC     | 238 | 59   |
| peroxisome proliferator<br>activated receptor alpha            | <i>Ppara</i>  | NM_011144.6    | GACAGTGACAGACAACGGCA    | GTGGCAGGAAGGGAACAGAC    | 144 | 59   |
|                                                                |               |                |                         |                         |     |      |
| actinin 3                                                      | <i>Acnt3</i>  | NM_013456.2    | CCAGGAGCAGCTCAACGAAT    | TTGTTCAAGCCGTGTCTGTCT   | 238 | 57,7 |
| myogenic factor 6                                              | <i>Myf6</i>   | NM_008657.2    | TGCTAAGGAAGGAGGAGCAA    | CCTGCTGGGTGAAGAATGTT    | 166 | 57,7 |
| frizzled class receptor 9                                      | <i>Fzd9</i>   | NM_010246.1    | TTATGGTTGCTCCCTCCTTG    | CACTCCCTGCATGAGACAGA    | 162 | 59   |
| K+ large conductance Ca++-act<br>channel, subfamily M, alpha 1 | <i>Kcnma1</i> | NM_001253358.1 | GTCAGCGTCCTGGACTCAC     | ATGTCTGCGGAGTGCTGTAG    | 140 | 59   |
|                                                                |               |                |                         |                         |     |      |
| myostatin                                                      | <i>Mstn</i>   | NM_010834.3    | TCACGCTACCACGGAAACAA    | AGGAGTCTTGACGGGTCTGA    | 166 | 57,7 |
| MuRF-1 E3 ligase *                                             | <i>Trim63</i> | NM_001039048.2 | ACCTGCTGGTGAAAACATC     | CTTCGTGTTCTTGACATC      | 96  | 57,7 |

How the deposited data were processed for this re-analysis (not part of the article)

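The deposited table holds RMA signals in log2 units, which the authors made in Partek Genomics Suite 6.6 from the 18 arrays together, with background correction, quantile normalization, log2 transformation and median polish. It has 22690 probe sets, with values from 2.11 to 14.53 and array medians from 6.17 to 6.26, and no value was missing or changed. The 64 control probe sets were left out, and the other 22626 were tested without a filter on the signal. Of all 22690, 20393 name 1 gene, 691 name several and 1606 name none by the annotation deposited with the platform; 20364 of the first were matched to a gene record by their Entrez number, which gave 12393 gene symbols, 4956 of them with more than 1 probe set. Some genes of the paper were not analysed here, and neither were the quantitative PCR and the tissue sections.

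Samples were grouped by the muscle, condition and replicate number in their deposited titles, 3 arrays for each of BF, BG and FC in soleus and in EDL. The deposited descriptions of BF EDL2 and BF EDL3 name Bion M2 and Bion M3 where the other BF samples name Bion M1, which was taken as a slip. By the paper, FC mice had standard chow while BF and BG mice had paste food, and BF mice were transported after landing; food and transport go with the group and were not separated from it. The correlation between arrays of the same group ran from 0.978 to 0.995. A linear model with 1 mean for each of the 6 groups was fitted over the 18 arrays with limma 3.58.1 in R 4.3.3, followed by empirical Bayes moderation (12 residual and 5.1 prior degrees of freedom), and figures were drawn with matplotlib 3.10.9 and numpy 2.4.6 in Python 3.11.15. The contrasts were BF vs. BG, FC vs. BG, BF vs. FC and BF vs. the mean of BG and FC in each muscle, and the interaction, which is the BF vs. BG change of soleus minus that of EDL. P values were adjusted over all 22626 probe sets by the method of Benjamini and Hochberg. A gene was called when any probe set naming it alone changed more than 2-fold with an adjusted p under 0.05 in soleus and in the interaction, or with an unadjusted p under 0.05 in EDL, which are the paper's thresholds; EDL counts with the adjusted p are given beside them. The log2 fold change, standard error and p of a gene are those of its probe set with the highest mean signal, so a gene may be called through another probe set.

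The rule for naming genes, the gene lists and the alternatives were fixed before the data were examined. The rule names (a) every gene named in the paper's text or in its Tables 1, 2 and 4, whose values in those tables had been seen; (b) among called genes with all 3 arrays of one group above all 3 of the other, the 10 highest and 10 lowest log2 fold changes for BF vs. BG in soleus and the 5 highest and 5 lowest in each other contrast and in the interaction; (c) up to 4 called members of each gene list with the largest change; (d) the genes of the paper's Table 3 as counts only.

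The 36 gene lists are slow fibre contractile and calcium proteins, fast fibre contractile and calcium proteins, glycolysis and glycogen metabolism, fatty acid uptake and oxidation, tricarboxylic acid cycle, respiratory chain, regulators of oxidative metabolism, calcium handling, chemokines and inflammatory cytokines, macrophage markers, neutrophil markers, adipocyte markers, heat shock proteins and co-chaperones, immediate early genes, collagens and matrix, tendon and cartilage markers, circadian clock, and myogenic factors. The others are neuromuscular junction and denervation response, muscle atrophy genes, proteasome subunits, p53 target genes, glucocorticoid-responsive genes, antioxidant defence, unfolded protein response, cholesterol synthesis, peroxisome, costamere, Z-disc and focal adhesion, interferon response, cell cycle, ribosomal proteins, epidermis and epithelium markers, red blood cell markers, endothelial markers, smooth muscle and pericyte markers, and Schwann cell markers. Each list was tested in 7 contrasts with camera of limma on 1 probe set per gene, with the preset correlation between genes of 0.01 and again with a correlation estimated for each list, and p values were adjusted over the 36 lists. Members were counted as risen or fallen at an adjusted p under 0.05 at any fold change, and again with p adjusted over the list alone. Some members are also in the paper's tables, which had been seen and were chosen on these arrays. They are 6 of 19 chemokines, 6 of 22 heat shock proteins, 4 of 14 fast fibre genes and 4 of 21 immediate early genes. The respiratory chain has 0 of 28. For such members the counts and list tests are not independent evidence.

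Principal components were taken of the centred, unscaled probe sets of each muscle, arrays were clustered by average linkage on Euclidean distances, and the share of variance between groups was compared with all 280 groupings of 9 arrays into 3 groups of 3. The overlap of a pair of gene lists was set beside its value for independent lists by Fisher's exact test, and for comparisons with the same BG arrays beside 100 simulations of unchanged groups. The pipeline was tested on simulated data: of 100 genes changed 2.5-fold and 100 changed 4-fold it called 96 and 96 with the soleus threshold and 94 and 99 with the EDL threshold, and of 22426 unchanged probe sets it called 2 and 30.

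The alternatives were ordinary contrasts of the one-way ANOVA without moderation, the 9 arrays of the muscle alone, the compared groups alone, the replicate number as a block within and across muscles, renormalization by quantiles within the muscle, the probe sets with a mean signal above the median, array quality weights, 1 probe set per gene, the probe set with the lowest p, probe sets counted in place of genes, the other muscle's threshold, scaled probe sets, correlation distance, complete linkage, the estimated correlation, and each array left out in turn. A combination of 2 of these, ordinary contrasts with probe sets counted, was also run, without and with the control probe sets, after its counts had been seen to come close to those of the paper; as it was picked for that closeness, it is not used as an alternative.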

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

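The 10 tests that redraw the groups were written before the redrawn groups were fitted, with the real counts known, and the 6 tests of the clock, keratin and adipocyte patterns were chosen after those results were seen.

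For soleus, 504 genes were called for BF vs. BG by limma in a fit of the 6 arrays alone and at most 0 under any other split into 3 and 3, so 1 of 10 splits reached the real count; the figures were 292 and 0 for FC vs. BG (1 of 10) and 648 and 0 for BF vs. FC (1 of 10). At an unadjusted p the highest other splits called 98, 18 and 57 genes, against 599, 298 and 712. In EDL, another split called more than the real one for BF vs. BG, 53 against 52 (2 of 10 splits reached the real count), while for FC vs. BG the real split called 61 and the highest other 43 (1 of 10), and for BF vs. FC 138 and 41 (1 of 10). These 6 comparisons have too few splits for a share under 0.05, so a chance division of the arrays is neither excluded nor shown. For BF vs. both ground groups, the highest other split in each muscle was the one that sets FC apart from BF and BG. It called 183 genes in soleus, against 481 real, and in EDL 69, more than the 55 real. In soleus 1 of 84 splits reached the real count, and in EDL 3 of 84 did. For the difference between the muscles, 4 of 100 splits did (399 real, while another split called 450), and for genes called in both muscles 1 of 100 (21 real, 8 the highest other); in the 2 tests of BF vs. both ground groups a chance division is excluded at 0.05, and in the 2 tests across the muscles only if the soleus and EDL arrays come from different mice, which is not known; if they share mice, the 10 joint splits are too few for a share under 0.05.

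The change between BF and BG itself differed between soleus and EDL in 576 genes, against 575 genes that changed in soleus. The largest differences, soleus minus EDL, were log2 4.441 for Actn3, 4.433 for Mybph, 4.18 for Myh4, 3.059 for Cd68 and 3.042 for Dnajb1 on the higher side, and -3.657 for Dusp18, -3.206 for Postn, -3.08 for Myh3, -2.932 for Aspn and -2.869 for Abhd18 on the lower side. Gene lists differed too, lower in soleus for fatty acid uptake and oxidation (adjusted p = 2.58e-10), the tricarboxylic acid cycle (6.1e-08), the respiratory chain (1.18e-05), proteasome subunits (0.000177), the peroxisome (0.000177), slow fibre proteins (0.00391), regulators of oxidative metabolism (0.0242), muscle atrophy genes (0.0258), collagens and matrix (0.0285) and tendon and cartilage markers (0.0329). Higher in soleus were epidermis and epithelium markers (0.000236), immediate early genes (0.000301), glycolysis and glycogen metabolism (0.00034), chemokines and inflammatory cytokines (0.000543), fast fibre proteins (0.00123), heat shock proteins (0.0027), Schwann cell markers (0.00296) and macrophage markers (0.0307). With an estimated correlation none of the 18 lists stayed under an adjusted p of 0.05 in camera, and 3 of the 36 lists had an unadjusted p under 0.05. With the preset correlation, some lists also passed 0.05 when single arrays were left out. Their highest adjusted p was 0.49 for collagens and matrix, 0.383 for macrophage markers and 0.292 for tendon and cartilage markers. It was 0.147 for heat shock proteins, 0.0961 for muscle atrophy genes and 0.0818 for regulators of oxidative metabolism. The others stayed under 0.05.

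Some gene groups that the paper does not discuss moved between BF and BG. In soleus these are the tricarboxylic acid cycle (adjusted p of the list 1.99e-10) and the respiratory chain (3.43e-08), lower in BF, immediate early genes (7.83e-05) and Schwann cell markers (0.00059), higher, and endothelial markers (0.000953) and tendon and cartilage markers (0.00809), lower. In EDL, proteasome subunits (6.18e-06), glucocorticoid-responsive genes (0.000281), ribosomal proteins (0.00373) and neutrophil markers (0.0149) were higher, and endothelial markers (0.00253) and the interferon response (0.0424) lower. With an estimated correlation none of these 12 results stayed under an adjusted p of 0.05 in camera (4 of 36 lists in soleus and 2 in EDL had an unadjusted p under 0.05). With the preset correlation, the highest adjusted p over the alternatives was 0.31 for ribosomal proteins, 0.111 for neutrophil markers, 0.616 for the interferon response and 0.0537 for endothelial markers in EDL, and 0.0604 for tendon and cartilage markers in soleus. Among the largest changes in soleus are genes the text does not take up: log2 3.498 for Mybph, 3.4 for Cd68, 3.142 for Atf3 and 2.91 for Hbegf, and -3.087 for Dusp18, -2.812 for Lgi1, -2.369 for Cyfip2, -2.228 for Abhd18, -2.171 for Bdh1 and -2.166 for Tnmd. In EDL they are -1.933 for 2310057N15Rik, -1.674 for Lce1d and -1.337 for Cntfr.

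Clock genes differed between the groups, 11 of 17 past an adjusted p of 0.05 for BF vs. FC in soleus. Their BF minus FC changes in soleus and EDL had a correlation of 0.909 across the 17 genes (permutation p = 1e-05, the smallest that 1e+05 resamples give), against 0.459 across all genes; the correlation was 0.823 for FC vs. BG and only 0.441 for BF vs. BG, where Nr1d1 moved in opposite ways in the muscles (difference 2.241), and genes are not independent replicates; a candidate explanation that this does not exclude is that the mice were at different points of their daily cycle. Spaceflight as the only cause is excluded, since 6 clock genes passed for FC vs. BG in soleus, and of the 17 genes the study lists 2. The clock deviations of soleus and EDL arrays with the same number went together within groups (r = 0.898, exact p = 0.0417 over 216 permutations). The time of day at which each group was dissected could decide between these, and muscles collected around the clock on the ground would give the phase of each group.

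Keratin genes were lower in the EDL of BF than of BG, with calls that rest on 1 array. Of 19 epidermis and epithelium markers, 7 had an unadjusted p under 0.05 with all arrays and 1 without EDL BG replicate 2, whose mean over the markers was 7.65 against 5.62 in the next EDL array and 6.06 in the highest soleus array, BF replicate 2 (in EDL BG replicate 2, Krt4 was 11.65 and Krt13 11.05), and a candidate explanation is epithelial tissue in that sample. An effect of spaceflight on the EDL stays open: the lowest BG value minus the highest BF value had a median of -0.159 over the markers and was above 0 for 2 of them, but markers near the background decide nothing, and only 1 of the 19 lies above the array median in every FC array. Of the 5 markers called with all arrays, 0 were called by limma without that array. Krtdap also reached 10.24 in soleus BF replicate 2, and the study lists 3 of the markers.

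Adipocyte genes as a list were higher in BF than in BG in both muscles by camera with the preset correlation (adjusted p = 0.0031 in soleus and 0.00655 in EDL), but not with an estimated one (0.349 and 0.627), and in EDL not without EDL BF replicate 3 (0.0568). Over the deviations of the 18 arrays from their group means, Adipoq had a median correlation of 0.543 with the other markers, 8 of them above 0.5, and a candidate explanation is fat tissue taken along with the muscle in varying amounts (Adipoq reached 12.00 in soleus BF replicate 2 and 6.28 in EDL BG replicate 1). Spaceflight as the only cause was neither excluded nor shown: the lower adjusted p of the list for FC vs. BG was 0.148, in EDL, and 0.507 in soleus. In EDL, 2 alternatives brought the list under 0.05 for FC vs. BG (lowest 0.0195). At an unadjusted p, 4 markers were higher and 0 lower in FC than in BG EDL, and 3 higher and 1 lower in soleus. In EDL, Adipoq (2.246) and Cidec (1.124) were called higher in FC than in BG. For BF vs. FC the list had an adjusted p of 0.0139 in soleus (0.453 with an estimated correlation and 0.0717 without soleus BF replicate 2) and 0.602 in EDL; of its 16 genes 9 lie above the array median in every FC array and the study lists 3. Stained sections of the same muscles, scored for fat cells without knowledge of the group, would tell these apart.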

How the results depend on the processing

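Of the values of named genes under all alternatives, 25201 stayed on the same side of the threshold, whether called or not, 856 lost a call, 431 gained one and 11 turned direction with a call; for the list tests the numbers were 3097, 168, 44 and 3. No probe set was removed for a signal close to background, so changes of weakly expressed genes are less certain, and fold changes near the background are compressed.

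The counts that moved by more than 1.5 times, and after them the shares and clusterings that moved, are these. With 1 probe set per gene there were 76 genes for FC vs. BG in soleus, 91 for BF vs. FC in EDL, 370 for the difference between the muscles, 11 shared by BF vs. BG and FC vs. BG in soleus and 9 in EDL. With probe sets above the median signal only there were 40 for BF vs. BG and 47 for FC vs. BG in EDL and 7 shared in EDL. With the other muscle's threshold there were 29 for BF vs. BG and 4 for FC vs. BG in EDL, 12 common to the muscles and 0 shared in EDL, against 14 by limma at the unadjusted p. Ordinary ANOVA contrasts gave 323 for the difference between the muscles, 30 shared in soleus and 7 in EDL, and array quality weights gave 911 for the difference and 85 shared in soleus. The 9 arrays of the muscle and the compared groups only gave 8 and 8 shared in EDL. The first component held 47.88% in soleus and 32.93% in EDL with probe sets above the median signal, and 30.92% and 25.15% with scaled probe sets. In the clustering of EDL arrays, 9 fell on the side of their condition with probe sets above the median signal on called genes, and 5 with quantile normalization within the muscle and 5 with correlation distance on all probe sets. With the estimated correlation camera of limma gave 0 list tests under an adjusted p of 0.05 and 11 of 252 under an unadjusted p of 0.05, against 86 with the preset correlation. A lower count with 1 probe set per gene follows from the construction, as fewer probe sets can carry a call; for the other moves the cause was not tested.

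With 1 array left out at a time, the counts ran from 524 (without soleus BG replicate 3) to 753 (without soleus BF replicate 3) for BF vs. BG in soleus, from 178 (without soleus FC replicate 2) to 310 (without soleus FC replicate 3) for FC vs. BG, from 614 to 816 for BF vs. FC and from 462 to 665 for BF vs. both. In EDL they ran from 49 (without EDL BG replicate 2) to 140 (without EDL BG replicate 1), from 60 (without EDL FC replicate 2) to 114 (without EDL BG replicate 1), from 136 to 185 and from 55 (without EDL BG replicate 2) to 100 (without EDL BF replicate 1). The difference between the muscles ran from 351 (without soleus BG replicate 3) to 838 (without soleus BF replicate 3), the genes common to the muscles from 19 (without soleus BG replicate 2) to 36 (without EDL BG replicate 1), and those shared with FC vs. BG from 22 (without soleus FC replicate 2) to 65 (without soleus BF replicate 3) in soleus and from 8 (without EDL FC replicate 2) to 57 (without EDL BG replicate 1) in EDL. The first component ran from 41.47 to 47.91% in soleus and from 29.3 to 33.81% in EDL, the share between groups from 63.02 to 70.69% and from 38.79 to 46.37%, and the list tests from 77 to 89; the cause was not tested.

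Directions turned with the probe set with the lowest p: the log2 fold change became -1.077 for Acaa1a and 1.293 for Tln1 in soleus BF vs. BG, 1.616 for Hspb7 and 1.543 for Tln1 in soleus BF vs. FC, -1.317 for Acaa2, 1.016 for Dmd and -1.027 for Nfic in soleus FC vs. BG, 1.18 for Synj2 in EDL BF vs. BG, -1.088 for Nfic in EDL FC vs. BG and -1.248 for Acaa1a in the difference between the muscles. Fbxo32 ran from -0.823 without soleus BF replicate 3 to 1.086, a call in the other direction, without soleus BF replicate 2 in soleus BF vs. BG. Lists also turned, each given with its lowest and highest adjusted p over the arrays left out: collagens and matrix in EDL BF vs. BG (0.0265 without EDL BF replicate 3; 0.000501 without replicate 1, 0.973 without replicate 2), slow fibre contractile and calcium proteins in EDL FC vs. BG (0.00255 without EDL FC replicate 3; 0.001 without EDL FC replicate 2, 0.972 without EDL BG replicate 1), and epidermis and epithelium markers in EDL FC vs. BG (0.828 without EDL BG replicate 2; 3.34e-08 without EDL BG replicate 3).

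The samples were taken to share only a number, since neither the labels nor the paper pair them. Not every pair of the same number had a correlation over 0.1, but this cannot exclude a pairing across the muscles. The clock deviations of same-numbered arrays across muscles went together (r = 0.898, exact permutation p = 0.0417), as they would if the muscles shared mice. After removal of the group means, arrays of soleus and EDL with the same number had correlations across genes from -0.0491 to 0.3734 (median 0.1388, 6 of 9 over 0.1, 6 of 9 highest with their own number), against a median of -0.072 for other numbers, and arrays of a muscle with the same number from -0.133 to 0.2974 (7 of 18 over 0.1). With the number as a block within the muscle and, in brackets, across muscles (consensus correlation 0.102), the counts for BF vs. BG, FC vs. BG, BF vs. FC and BF vs. both were 582 (573), 275 (274), 697 (691) and 512 (506) in soleus and 76 (72), 73 (74), 139 (138) and 64 (60) in EDL. The difference between the muscles had 607 (648), the genes common to the muscles were 24 (23), those shared with FC vs. BG 49 (46) in soleus and 16 (14) in EDL, and the list tests 83.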

Differences from the paper's values

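The counts here are of gene symbols; the paper calls its counts genes but has 2 entries for Snhg1 in its Table 4, so its unit is not certain. The paper reports 30 genes shared by BF vs. BG and FC vs. BG in soleus, and 48 were found here. The count came within 1.5 times of the paper's under the pre-set alternatives of ordinary ANOVA contrasts (30), probe sets above the median signal (35) and quantile normalization within the muscle (39), but not with the 9 arrays of the muscle (46), the compared groups only (49), the replicate block (49) or the block across muscles (46), array weights (85), 1 probe set per gene (11), probe sets counted (50) or the other threshold (62). For EDL the paper reports 8 shared genes, and 14 were found here. It came within 1.5 times with ordinary ANOVA contrasts (7), the 9 arrays of the muscle (8), the compared groups only (8), probe sets above the median signal (7), quantile normalization (10) and 1 probe set per gene (9), but not with the replicate block (16), the block across muscles (14), array weights (15), probe sets counted (17) or the other threshold (0). Ordinary ANOVA contrasts with probe sets counted, without and with the control probe sets, reached these overlaps and reached or came close to the paper's other counts; that combination was chosen after seeing the values, because it came close to the paper, so it is not counted among the alternatives and its counts are not given.

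The paper states that 13 genes of its S1 to S3 Tables also changed in EDL, and 4 were called here at an unadjusted p under 0.05 and 2-fold. In the paper's own tables 13 is the number past p alone and 6 that past p and fold, and at p alone 19 have a probe set past it here (16 by the probe set with the highest mean); no alternative was run for this count.

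Of the signed fold changes in the paper's S1 to S3 Tables for BF vs. BG in soleus, these differ, by sign or by more than the residual SD (log2), from the value of the probe set with the highest mean and not from that of the probe set with the lowest p (paper's value first, then the value here): Acaa1a -2.11 and 1.06, Adipor1 2.14 and -1.01, Atp2a2 -2.74 and -1.69, Bcl2l11 2.08 and 1.56, Btg2 3.29 and 2.5, Cat -2.48 and -1.96, Cdk5r1 2.91 and 1.53, Ciapin1 -2.12 and -1.53, Egln1 -2.26 and -1.58, and Homer1 2.02 and -1.4. The same holds for Hsd17b4 (paper -2.38, here -1.33), Hsp90aa1 (paper 3.22, here 1.91), Insig2 (paper -2.19, here -1.44), Pdha1 (paper -2.09, here -1.26), Pdk1 (paper -4.57, here -1.6), Pln (paper -3.47, here -5.44), Prkag1 (paper -2.38, here -1.13), Rb1cc1 (paper -2.07, here -1.32), S100b (paper 2.75, here 1.93) and Tln1 (paper 2.45, here -1.15). With both probe sets the values differ for Itsn1 (paper -2.81, here -1.38, and -1.6 with the lowest p), Myoz1 (paper 5.04, here 2.22 with either) and Pim1 (paper 2.19, here 2.99 with either). In its Tables 2 and 4, the soleus values also differ for Aspn (paper -2.52, here -3.66), Synj2 (paper 2.12, here 1.02), Myo5a (paper 5.43, here 2.26), Pnmt (paper 2.09, here 1.09), Clip1 (paper -1.6, here 1.1), Nfic (paper -1.86, here -1.1), Hspb7 (paper -1.44, here -1.09), Idh1 (paper -1.08, here 1.13) and Snhg1 (paper 2.08 in 1 of its 2 entries, here 2.97), and in EDL 6 values of Table 2 and 4 of Table 4 do. Each of the 1092 values compared in the paper's tables lies within 0.0072 (log2) of that of some probe set of the gene, so all these differences are between probe sets of the same gene.

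The paper gives 31% for the first component in soleus and 25% in EDL, and 44.47% and 28.66% were found here; with scaled probe sets, a pre-set alternative, they were 30.92% and 25.15%.

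On statements, the paper describes the groups of EDL as not distinguishable by principal components, while here the groups held 39.58% of the variance among EDL arrays, the highest share of 280 groupings, and the first component separated BF from the others, though narrowly (16.34 for BF replicate 1, 12.91 for BG replicate 1). With scaled probe sets the grouping was not the highest (exact permutation test, p = 0.0214), and with 1 array left out p of the same test reached 0.025. The paper states that BG and FC cluster together in both muscles, while here 5 of 9 EDL arrays fell on the side of their condition with the called genes and 7 of 9 with all probe sets; with probe sets above the median signal, 9 of 9 did with the called genes, as the paper states.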

Other observations

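Several gene groups outside the paper's discussion moved in soleus for BF vs. BG. Schwann cell markers rose in 6 of 8 cases with none down (6 when adjusted over the list alone), with the myelin genes Mal at 1.16 ± 0.28 (log2, SE, n = 3, adjusted p = 0.0081) and Cnp at 1.15 (camera, adjusted p = 5.9e-04, and adjusted p = 0.349 with an estimated correlation). Tendon and cartilage markers fell in 6 of 13 cases with none up (6 when adjusted over the list alone), with Tnmd at -2.17 ± 0.66 (camera, adjusted p = 0.00809, and adjusted p = 0.566 with an estimated correlation; 0.00226 to 0.0604 over the other alternatives, the highest without soleus BF replicate 1). p53 target genes moved both ways, 5 up and 4 down of 19 (6 and 4 over the list alone; camera, adjusted p = 0.218), with Plk2 at 1.50 ± 0.30. Muscle atrophy genes did not move as a set in soleus, with 1 up and 2 down of 17 (1 and 2 over the list alone; adjusted p = 0.274), and Fbxo32, a ubiquitin ligase of atrophy, was at -0.05 ± 0.59 (adjusted p = 0.957).

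In EDL, proteasome subunits were higher in BF than in BG for 23 of 26 genes with a median of 0.17, though 0 passed singly by limma and 8 at an unadjusted p (camera, adjusted p = 6.18e-06, and adjusted p = 0.627 with an estimated correlation), and muscle atrophy genes had 1 up and none down (2 over the list alone; adjusted p = 0.0119, and adjusted p = 0.627 with an estimated correlation). Glucocorticoid-responsive genes rose against BG in 2 of 19 cases with none down (6 over the list alone; camera, adjusted p = 2.81e-04, and adjusted p = 0.627 with an estimated correlation). Ribosomal proteins (median 0.13, adjusted p = 0.00373, and adjusted p = 0.813 with an estimated correlation) and neutrophil markers (median 0.24, adjusted p = 0.0149, and adjusted p = 0.627 with an estimated correlation) lay higher, and neither list stayed under 0.05 without EDL BF replicate 2 (0.31 and 0.0568) or EDL BG replicate 2 (0.0795 and 0.111); over the alternatives with the preset correlation they ran from 1.13e-05 to 0.31 and from 0.00965 to 0.111. The interferon response was negative in 16 of 17 genes (adjusted p = 0.0424, and adjusted p = 0.867 with an estimated correlation; 2.51e-04 to 0.616 over the other alternatives, and above 0.05 without any 1 of 4 arrays).

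The other lists did not move as sets in soleus for BF vs. BG, with members past the adjusted p as follows: cholesterol synthesis 1 up and 1 down of 13 (adjusted p = 0.612), cell cycle 2 and 1 of 24 (0.756), interferon response 1 and 0 of 17 (0.759), ribosomal proteins 1 and 0 of 20 (0.218), neutrophil markers 1 and 0 of 7 (0.212), proteasome subunits 1 and 4 of 26 (0.0905) and the unfolded protein response 4 and 4 of 19 (0.612). Markers of other cells did not move as sets either: red blood cells 1 up and 2 down of 5 (0.612), smooth muscle and pericytes 1 and 2 of 12 (0.756), and epidermis and epithelium 1 and 0 of 19 (0.0897; 5 up and 0 down at an unadjusted p by limma, with means over the markers of 5.82 and 6.06 in BF replicates 1 and 2 against 4.76 to 5.13 in BG). In EDL, no list of these not named above for that muscle had an adjusted p under 0.05, with cholesterol synthesis at 0.767, cell cycle at 0.984, red blood cells at 0.538 and smooth muscle at 0.767.

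Dnajb1, a heat shock co-chaperone, had an SD of 2.20 in the BF group of soleus against 0.13 in FC, with signals of 11.5, 12.4 and 8.2 in the 3 BF arrays. Atf3, a transcription factor of the stress response, rose by 3.14 ± 0.89 in soleus (adjusted p = 0.0182), was at -0.57 in EDL (limma, unadjusted p = 0.528), and differed by 3.71 ± 1.25 between the muscles (adjusted p = 0.0696). Whether Atf3, or any other gene that differed in BF, changed in flight or after it was not tested, since no muscle was taken in flight.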
